# Schlafen 12 Slows TNBC Tumor Growth, Induces Luminal Markers, and Predicts Favorable Survival

**DOI:** 10.3390/cancers15020402

**Published:** 2023-01-07

**Authors:** Sandeep K. Singhal, Sarmad Al-Marsoummi, Emilie E. Vomhof-DeKrey, Bo Lauckner, Trysten Beyer, Marc D. Basson

**Keywords:** prognostic predictor, personalized medicine, xenograft, RNA sequencing, race

## Abstract

**Simple Summary:**

This study indicates that we could develop a prognostic predictor and new targets for TNBC treatment by increasing the expression levels of the protein SLFN12 and through targeting the SLFN12 gene signature. Therapies that would target SLFN12 and its corresponding gene signature could lead to a reduced tumor growth, an increased differentiation of breast cancer cells with luminal markers, and an increased survival of patients. Additionally, our results could be applied to providing personalized targeted therapy for African Americans, who are at a higher risk for TNBCs and a worse prognosis.

**Abstract:**

The Schlafen 12 (SLFN12) protein regulates triple-negative breast cancer (TNBC) growth, differentiation, and proliferation. SLFN12 mRNA expression strongly correlates with TNBC patient survival. We sought to explore SLFN12 overexpression effects on in vivo human TNBC tumor xenograft growth and performed RNA-seq on xenografts to investigate related SLFN12 pathways. Stable SLFN12 overexpression reduced tumorigenesis, increased tumor latency, and reduced tumor volume. RNA-seq showed that SLFN12 overexpressing xenografts had higher luminal markers levels, suggesting that TNBC cells switched from an undifferentiated basal phenotype to a more differentiated, less aggressive luminal phenotype. SLFN12-overexpressing xenografts increased less aggressive BC markers, HER2 receptors ERBB2 and EGFR expression, which are not detectable by immunostaining in TNBC. Two cancer progression pathways, the NAD signaling pathway and the superpathway of cholesterol biosynthesis, were downregulated with SLFN12 overexpression. RNA-seq identified gene signatures associated with SLFN12 overexpression. Higher gene signature levels indicated good survival when tested on four independent BC datasets. These signatures behaved differently in African Americans than in Caucasian Americans, indicating a possible biological difference between these races that could contribute to the worse survival observed in African Americans with BC. These results suggest an increased SLFN12 expression modulates TNBC aggressiveness through a gene signature that could offer new treatment targets.

## 1. Introduction

There are 290,560 new cases and 43,870 deaths due to breast cancer in the United States alone annually [1]. Although we have learned much about breast cancer, there is still much to be done to understand and treat the disease. Schlafen 12 (SLFN12) is a protein-coding gene that has a reduced expression in human triple-negative breast cancer (TNBC) tumors and correlates with survival [2]. This study sought to further investigate the role of SLFN12 in breast cancer.

Schlafen 12 (SLFN12) is a member of the Schlafen protein family, which is widely expressed across species including both humans and rodents, although humans express different SLFNs than rodents. These proteins are subclassified into short, intermediate, and long SLFNs based on size and structure [3]. SLFN12 and its close relation SLFN12-like protein are the only human intermediate SLFN proteins and notably lack the nuclear targeting sequence that localizes long SLFNs to the nucleus [4]. Indeed, adding a nuclear exclusion sequence to the mouse ortholog Slfn3 does not appear to interfere with its activity [5]. SLFN12 has previously been associated with various diseases and pathways, including lung adenocarcinoma, triple-negative breast cancer, prostate cancer, T cell activation, and human enterocytic differentiation [2,3,4,6,7,8]. 

SLFN12 appears to act through diverse pathways. For instance, SLFN12 reduces TNBC cell line proliferation and invasiveness while promoting differentiation and reducing the proportion of the cancer stem-cell-like subpopulation. This occurs at least in part because SLFN12 decreases the translation and promotes the degradation of ZEB1, a transcription factor that promotes TNBC stem cell differentiation [2]. SLFN12 also affects the sensitivity of TNBC cells to radiation and to some but not all chemotherapeutic agents [9]. Alternatively, SLFN12 promotes enterocytic differentiation by binding to Serpin B12 and altering its interaction with critical deubiquitylases that affect the degradation of phenotype-driving transcription factors such as Cdx2 [4]. Others have focused on SLFN12 interaction with PDE3A, an enzyme that hydrolyzes cAMP and cGMP [6]. SLFN12 and PDE3A form a complex through the binding of DNMDP to PDE3A [10]. When DNMDP binds to PDE3A, the surface of PDE3A becomes an adhesive surface for SLFN12 [11]. Estrogen-like hormones induce apoptosis through this mechanism when SLFN12 binds to ribosomes in the cell, instigated by the formation of the PDE3A–SLFN12 complex [12]. This process blocks signal recognition molecules from binding to the ribosome and leads to a block in protein translation occurring in the endoplasmic reticulum [12]. Additionally, SLFN12 may be an RNase. Its activity is essential for cancer cell killing induced by velcrins, a proposed class of molecules like DNMDP with adhesive properties [11]. 

Because SLFN12 acts in many ways, and because cancers frequently develop downstream mutations to escape from potential tumor suppressors such as SLFN12, it may be important to investigate not just SLFN12 but its downstream and associated genes. This study, therefore, sought to define an SLFN12-associated gene set and to characterize the relationship of such a gene set to survival in breast cancer. We established control and SLFN12-overexpressing human breast cancer xenografts from MDA-MB-231 cells exposed to an empty vector or an SLFN12-encoding lentivirus and assessed the behavior of such xenografts. Then, we used xenograft tumor bulk RNA-seq data to investigate pathways related to SLFN12 in breast cancer and used a statistical analysis to develop a gene signature. Finally, we used this gene signature to create a prediction model for human breast cancer based on survival and race.

This study thus exemplifies the use of using different machine learning and statistical modeling approaches applied to demographic, and multiple type of different genomic data, including RNA-seq, single-cell sequencing and microarray data to develop a risk predictor breast cancer biomarker. We translated the findings from one data platform to another using various statistical and machine learning methods. For instance, the biomarkers identified using the RNA-seq xenograft data were then translated to microarray data from human samples. Collection, transformation, management, and intelligent data integration systems were used to develop an SLFN12-based breast cancer risk predictor. Machine learning approaches such as principal component analysis (PCA), correlation, regression model, and survival analysis based upon optimal cutoff methods were used at various points throughout the study. 

## 2. Materials and Methods

### 2.1. Animal Study

#### 2.1.1. Animal Care

All procedures involving animals were conducted in conformity with the guidelines of the University of North Dakota Institutional Animal Care and Use Committee (protocol#1912-1). Animals were housed at the University of North Dakota Center for Biomedical Research facility and were fed and watered according to institutional guidelines. Animals were euthanized using an approved protocol.

#### 2.1.2. Animals

The NOD-*scid* IL2Rgamma^null^ mouse model (NOD.Cg-*Prkdc^scid^ Il2rg^tm1Wjl^*/SzJ), also known as NSG, was used in this study. Animals were supplied by Jackson Laboratory (Bar Harbor, ME, USA). These mice carry the severe combined immune deficiency (scid) and a complete null allele of the IL2 receptor common gamma chain (IL2rg^null^) mutations on the NOD/ShiLtJ genetic background. These mice are B- and T-deficient from the scid mutation that is in the DNA repair complex protein Prkdc. They also have NK cells that are functionally deficient from the IL2rg^null^ mutation, which prevents cytokine signaling through many receptors.

#### 2.1.3. Animal Surgery

MDA-MB-231 cells stably overexpressing SLFN12 and control cells (generated in our laboratory as described previously [9]) were cultured in DMEM medium supplemented with 10% FBS at 37 °C and 5% CO_2_, passed twice and allowed to reach 70% confluence. We denoted the control cells as “EV” and the SLFN12-overexpressing cells as “LV”. On the day of surgery, cells were detached with 0.25% trypsin, and resuspended in sterile PBS. Viable cells were counted using a Spark^®^ Multimode Microplate Reader by Tecan (Männedorf, Switzerland). Animals were injected with buprenorphine (1–2 mg/kg) subcutaneously for pain control, anesthetized with 2% isoflurane, and shaved. A 2–4 mm incision was made lateral to the midline on the abdominal skin adjacent to the right fourth nipple. The fourth mammary fat pad was identified, retracted using forceps, and injected with 100 µL of cell suspension (350,000 cells/100 µL of PBS) using a sterile 25-gauge needle. The skin was sutured with 3–0 Perma-hand silk thread (Ethicon, Raritan, New Jersey) and the mouse was allowed to recover from the anesthesia. Animals were monitored for a full recovery and returned to the cage with free access to water and food. During the first 24 h of postsurgery, animals were checked every three hours for any sign of distress, bleeding, or wound dehiscence. Skin sutures were removed after 7–10 days postoperative. Animals were then checked every three days for the development of a palpable tumor. The first day at which the tumor became palpable was recorded, and the subsequent tumor size was measured with a digital caliper every three days in addition to monitoring animal weight and welfare. Tumor volume was calculated using the formula tumor volume = (W × W × L)/2, with the (W) width diameter being smaller than the (L) length diameter [13,14,15]. Animals were followed for 12 weeks after surgery (the approved duration of the protocol), during which any animal that met the criteria of tumor burden or was critically ill was euthanized. The day of the first palpable tumor was recorded as the onset of the tumor to be used in the analysis for the latency of tumor development. For RNA sequencing, mice were euthanized, and the xenograft tumors were carefully excised and washed three times with PBS. A 10 mg piece from the xenograft tumor was rapidly excised and preserved separately for the qPCR analysis. Xenograft tumors were then snap-frozen in liquid nitrogen and stored at −80 °C prior to shipment on dry ice to GENEWIZ (South Plainfield, NJ) for sequencing.

#### 2.1.4. RNA and RT-qPCR

For xenograft tumors, 10 mg of tissue was snap-frozen in liquid nitrogen. Then, 1 mL of QIAzol lysis reagent (#79306, Qiagen, Hilden, Germany) was added together with one tungsten carbide bead (#69997, Qiagen) and homogenized over four minutes with a TissueLyser (Qiagen) at 40 Hz. Then, 400 µL of chloroform was added with gentle shaking, followed by centrifugation at 12,000× *g* for 15 min at 4 °C. A quantity of 600 µL of the upper aqueous clear layer was then transferred to a new 2 mL tube, and RNA was extracted using a QIAcube (RNeasy Lipid Protocol, Qiagen) using an RNeasy Mini Kit (Qiagen) according to the manufacturer’s protocol. cDNA was prepared from RNA samples using the SMARTScribe Reverse Transcription kit (#639537, Takara Clontech, Mountain View, CA, USA) as per the manufacturer’s protocol. cDNA samples were analyzed by a multiplexing qPCR analysis using the BioRad CFX96 Touch Real-Time PCR Detection System and the PrimeTime Gene Expression Master Mix (#1055772, IDT, Coralville, IA, USA). Expression levels were determined from the threshold cycle (Cq) values using the method of 2^−∆∆Ct^ using RPLP0 as the reference control gene. The following primer–probe sets were from IDT: FBP1-forward 5′-AGC AGT CAA AGC CAT CTC TTC-3′, reverse 5′-ACG TCC AGC TTC TTA ACT TGA-3′, probe 5′-/5Cy5/CAA TGC CAT AGA GGT GCG CGA TG/3IAbRQSp/-3′; EEF1A2-forward 5′-CAC CCA GGC ATA CTT GAA GG-3′, reverse 5′-GCC ACC TCA TCT ACA AAT GC-3′, probe 5′-/56-FAM/CCG CCT CCT/ZEN/TCT CGA ACT TCT CAA T/3IABkFQ/; GJA1-forward 5′-GTA CTG ACA GCC ACA CCT TC-3′, reverse 5′-ACT TGG CGT GAC TTC ACT AC-3′, probe 5′-/5Cy5/AGG CAA CAT GGG TGA CTG GAG C/3IAbRQSp/-3′; UCA1-forward 5′-ATC AGT CTT CAG CCA CTA AGC-3′, reverse 5′-TGA AGA GAT CCA CCT GCG A-3′, probe 5′-/56-FAM/CCT CAG ACC/ZEN/AGC CCA AGG AAC ATC/3IABkFQ/-3′. B2M-forward 5′-GGA CTG GTC TTT CTA TCT CTT GT-3′, reverse 5′-ACC TCC ATG ATG CTG CTT AC-3′, probe 5′-/FAM/CCT GCC GTG/ZEN/TGA ACC ATG TGA CT/3IABkFQ/-3′. The following primer–probe sets were from BioRad and are proprietary: CALB2 (Cy5.5, Assay ID qHsaCIP0031558), PAEP (Cy5.5, Assay ID qHsaCEP0024781), NQO1 (Tex615, Assay ID qHsaCEP0039593), GJB3 (Tex615, Assay ID qHsaCEP0055265). The statistical analysis performed was an unpaired, nonparametric, Mann–Whitney *t*-test. 

#### 2.1.5. Genomics

Libraries were prepared using the Tecan Ovation SoLo RNA-Seq library preparation kit as per the manufacturer’s instructions. Libraries were quantified using the Quant-iT PicoGreen dsDNA assay kit and read on a BioTek FLx800 fluorescence microplate reader. Libraries were pooled equal molar and the sample pool was quantified using Biorad ddPCR. Libraries were sequenced as stated below. 

### 2.2. Study Population

#### Xenograft Samples

A single-cell and bulk-RNA sequencing dataset was generated by Genewiz, Inc. (South Plainfield, NJ, USA). The bulk-RNA sequencing dataset comprised six samples, of which three had normal expressions of SLFN12, and the remaining three had an overexpression of SLFN12. Similarly, single-cell sequencing consisted of two samples, of which one had normal expression, and the other had an overexpression of SLFN12. After receiving the raw files (FASTQ) from Genewiz, preprocessing and normalization was performed in-house using the following approach.

### 2.3. Bulk-RNA Data Preprocessing

RNA-seq raw reads were stored in fastq format files containing the sequence data. We explored the fastq files to visualize preliminary results. In addition, we accessed the quality of reads using FastQC to check if any filtration of the raw reads was required [16]. The QC report of the datasets was assessed, and only qualified samples were included. Trimmomatic v.0.36 was used to eliminate potential adaptor sequences and low-quality nucleotides from sequencing reads. Using the STAR aligner v.2.5.2b, the trimmed reads were mapped to the *Homo sapiens* GRCh38 reference genome available on ENSEMBL [17]. The STAR aligner is a spliced aligner that recognizes and includes splice junctions to aid in aligning whole read sequences. As a result of this procedure, BAM files were created [18]. Using the feature Counts from the Subread package v.1.5.2, we computed the number of unique gene hits. The gene ID feature in the annotation file was used to summarize and provide the hit numbers. Special readings that fell within exon regions were counted [19]. 

#### Human Samples

Separate from xenograft samples, SLFN12 expression and its associated gene signatures were validated in human breast cancers to find clinical relevance. For this purpose, we utilized our data repository, which is a collection of data from collaborators and public resources of early breast cancer studies with survival and the race information [20,21,22,23,24] (Supplementary Table S1). An outline of the methods in this study is shown in a flowchart (Supplementary Figure S1).

### 2.4. Statistical Methods

A two-sided *t*-test was performed to investigate the significant difference genes between EV-Control and LV-SLFN12. Together with the SLFN12 gene alone, a few gene signatures were developed to better understand the relationship of SLFN12 with survival and race using the significant genes across a phenotypic condition. Scattered volcano plots were used to show the statistical significance with *p*-value versus the magnitude of change |fold-change|. To avoid the loss of a significant number of genes at the initial level without further examination, genes were filtered based on a *p*-value with a threshold of 0.05 without statistical approaches that govern the false discovery rate (FDR).

### 2.5. Functional and Pathway Analysis

A STRING functional enrichment analysis [25] was used to determine the functional association among significantly up- and downregulated genes. The network was created using known interactions from curated databases, experimentally determined relations, and text mining from online databases. The minimum required interaction score was set to the highest confidence, i.e., 0.900, and the connecting lines representing the interaction sources used different colors.

Genes were ranked according to their log2 fold changes. Ranked lists were used in a gene set enrichment analysis (GSEA) preranked software tool for both minimum gene set sizes of 5 and 50 with a maximum gene set size of 500 [26]. The MSigDB [27] collected was used to identify enriched gene sets, including Hallmark, C1, C2, C3, C4, C5, C6, C7, and C8. Enrichment plots were generated using the GSEA.

A QIAGEN Ingenuity Pathway Analysis (IPA) was used to study gene expression data in-depth and deduce connect relevant pathways. The z-score of IPA indicates whether a pathway is projected to be activated or inhibited, with a negative z value indicating inhibition and a positive z value indicating activation. |z| values greater than 2 were considered significant [28].

### 2.6. Single-Cell Analysis

A single-cell analysis was performed in 10x Genomics’s Loupe Browser 4.1.0. Single-cell data were clustered by K-means into four groups, and cell types were identified using breast cancer cell types from Gambardella et al. [29]. The selection of four K-means clusters was based on minimizing the number of clusters to compare the intensity and number of cells in the clusters. Significant genes per cluster were found in Loupe Browser through a globally distinguishing significant feature comparison including the log2 fold change as the displayed numeric value, features filtered by all significant genes per cluster, and all gene expression exported. Genes with *p* < 0.05 were then selected. Violin plots corresponding to cluster expressions were produced in Loupe Browser.

### 2.7. Computation of Signature (Module) Score for High SLFN12 Expression Biomarker

The module score was calculated as Module Score (s) = $\frac{\sum_{icn}W_{i}X_{i}}{\sum_{icn}\left|W_{i}\right|}$ where *n* is the number of genes in the module, *X_i_* is the gene’s expression, and gene-specific weights *W_i_* are equal to +1 or −1 depending on the direction of their correlation with the phenotype in the original publication where the module score was introduced. Only genes with Entrez Gene IDs were used in this study. Within our research, each module score was scaled so that the 2.5 percent and 97.5 percent quantiles were −1 and +1, respectively [30].

Four gene signatures were defined as a part of this study. SLFN12_Sig was defined as including all the significant genes differently expressed between normal vs. high SLFN12 expression with the magnitude and direction. SLFN12_Sig_NoDir was defined as including all the significant genes without consideration for the direction of regulation across phenotypic condition. SLFN12_Sig_Up and SLFN12_Sig_Dn was defined as including only genes that were upregulated and downregulated in high SLFN12 compared to control.

For the survival analysis, to classify the low vs. high gene signature value, optimal cut-off points for RNA expression/signature scores were determined as previously described by Hothorn et al. [31] and plotted using the Kaplan–Meier curve. The significance of individual hazard ratios was estimated by Wald’s test.

### 2.8. Data Availability 

The data generated in this study are publicly available in Gene Expression Omnibus (GEO) at GSE215442. 

## 3. Results

### 3.1. Schlafen 12 Overexpression Reduces the Growth of Mammary Xenograft Tumors

Animals that were orthotopically injected with MDA-MB-231 cells overexpressing SLFN12 (LV-SLFN12) exhibited a substantially reduced tumorigenesis as indicated by a slower tumor growth over a period of twelve weeks and an increased tumor latency compared to animals injected with the control MDA-MB-231 cells that had been treated with an empty vector lentivirus (EV). Tumors in mice that had been injected with LV-SLFN12 cells were substantially smaller tumors than those in mice that had been injected with the control empty vector cells (EV) (Figure 1A). On the 42nd day after injection, for instance, the mean tumor volume of LV-SLFN12 animals was 17.98 mm^3^ ± 7.51 versus 396.1 ± 79.03 mm^3^ in control empty vector xenografts (*p* < 0.01, n = 6). The mean tumor volume 51 days after of LV-SLFN12 xenografts was 76.64 ± 26.09 mm^3^ versus 858.8 ± 149.4 mm^3^ in empty vector tumors (n = 6, *p* < 0.001) (Figure 1A). Mice injected with LV-SLFN12 also exhibited a substantially greater mammary xenograft tumor latency (the time interval between injection and the day at which the tumor became palpable) (Figure 1B). The mean latency of mammary xenograft tumor in LV-SLFN12-injected mice was 37.0 ± 2.53 days versus 19.13 ± 3.35 days in mice injected with EV (n = 6, *p* < 0.01) (Figure 1B). At the end of the study, mammary xenograft tumors of LV-SLFN12 demonstrated a higher SLFN12 expression (53.32 ± 7.92-fold versus 1.01 ± 0.07-fold in empty vector tumor, n = 3, *p* < 0.01) (Figure 1C).

### 3.2. Global Gene Expression Analysis for Xenografts

A PCA analysis was performed together with EV control and LV-SLFN12 samples from patient-derived xenograft data to assess the similarities and differences in global gene expression patterns. 

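Bulk RNA of xenograft tumors grown from MDA-MB-231, a triple-negative breast cancer cell line, was sequenced from 3 EV control and 3 LV-SLFN12 samples. The authors deposited the number of reads that fell in the exons of each gene after mapping to GRCh38, without normalization. The table lists 57500 genes. The EV control libraries held between 40277768 and 54586854 counts with a median of 47073452. The LV-SLFN12 libraries held between 12884267 and 60922319 counts with a median of 52864508, and the lowest total was that of LV-SLFN12 replicate 1. The paper's text does not state how mouse reads were handled in this table, and the human share of each library is therefore unknown. Counts were scaled to library size as CPM with edgeR's TMM factors, which lay between 0.957 and 1.03. Genes with too few counts for the group sizes were removed with edgeR's own filter, which left 20377 genes. Read counts carry no molecular identifiers, so counting intervals cover counting error only.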

There was a clear separation with 44.9% and 22.9% variation using the first and second principal components, respectively, between EV control and LV-SLFN12 (Figure 2A). 

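Principal components were computed from log2(CPM + 1) of the 20377 genes, centred and not scaled, as the paper's text does not name the input of its PCA. The first component held 55.8% of the variance and the second 23.0%. On the first component the 3 EV control samples lay between -56.97 and -52.62 and the 3 LV-SLFN12 samples between 54.54 and 54.89. On the second component LV-SLFN12 replicate 1 lay at -68.96, apart from replicates 2 and 3 at 25.1 and 43.8. With only the genes of the shortlist the first component held 86.6%, which is larger by construction, as these genes were selected for their difference between the groups on the same samples. The root mean square log2 difference was between 0.238 and 0.301 for pairs of EV control samples, between 0.727 and 0.831 for pairs of LV-SLFN12 samples and between 0.882 and 0.936 for pairs across the groups.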

The results suggest that there was a significant shift in the overall gene expression profile after the addition of SLFN12.

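With edgeR's quasi-likelihood test, 3189 of the 20377 genes had a Benjamini-Hochberg adjusted p under 0.05, of which 1613 were higher and 1576 lower in LV-SLFN12. In 3184 of the 3189 genes the 3 values of one group all lay above the 3 of the other, which held for 39.5% of all genes tested, against the 10% that chance gives for 3 against 3. The count fell to 797, 789 and 997 without EV control replicates 1, 2 and 3, and it was 4218 without LV-SLFN12 replicate 1. SLFN12 (ENSG00000172123, chromosome 17 of GRCh38 from 35411060 to 35433283) had 20.5 ± 1.03 CPM in EV control and 197 ± 80.1 CPM in LV-SLFN12 (SD, n = 3 each), a log2 fold change of 3.27 (standard error 0.30, adjusted p = 0.00209 from edgeR). All 3 LV-SLFN12 samples were higher than all 3 EV control samples (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 allow). The largest rises and falls past the threshold were mostly of genes near 0 in the other group. XK had 0 counts in the 3 EV control libraries and 575 in the 3 LV-SLFN12 libraries, at least 215-fold higher against a floor of 3 counts over the group. MSLN had 2 and 2886 counts, a ratio of 1617 (95% interval 447 to 13360), of which 2104 lay in LV-SLFN12 replicate 3. Its edgeR log2 fold change was 10.32, and 9.53 without that replicate and 9.70 without EV control replicate 2. ZNF439 had 1 and 1479 counts, a ratio of 1657 (297 to 65500), and a log2 fold change of 10.25, which was 12.10 without EV control replicate 3. HLA-DRA had 2 and 2492 counts, a ratio of 1396 (386 to 11540), of which 2414 lay in LV-SLFN12 replicate 3 alone. The log2 fold change of HLA-DRA was 9.88, and 5.76 without that replicate and 10.47 without LV-SLFN12 replicate 1, and its edgeR adjusted p was 0.125, 0.119 and 0.111 without EV control replicates 1, 2 and 3. With limma-voom its adjusted p was 0.0809, and DESeq2 gave none. The falls were led by PWWP3B with 846 counts in EV control and 0 in LV-SLFN12, at least 252-fold lower, followed by HTR2C (at least 232-fold), G2E3-AS1 (at least 198-fold), NOVA1-DT (at least 171-fold) and PLD5 (at least 139-fold). From the separation of the groups, the paper proposes that the addition of SLFN12 shifted the overall expression profile.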

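The paper names a two-sided two-sample test at an unadjusted p under 0.05, and its text does not name the scale of the values or a filter on low counts. Run on log2(CPM + 1) of the 20377 genes with equal variances, this test gave p under 0.05 for 5809 genes, of which 2635 were higher and 3174 lower in LV-SLFN12. On CPM without log it gave 5456 genes, 2128 higher and 3328 lower. Of the alternatives, a fit with the replicate numbers as a block gave the lowest count, 3721, and the table without a filter the highest, 6717.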

A differential gene expression analysis was performed to identify significant genes between EV control and LV-SLFN12 samples. *t*-tests identified 1182 human genes with significant *p*-values < 0.05 (Supplementary Table S2). To further define a list of significant genes, human genes with *p* < 0.05 and a fold change >2 were shortlisted. In addition, a few genes with a higher fold change of >4 (even with *p* > 0.05) were also included in this list to test the significance at the downstream level. The list was reduced to 549 significant genes (Supplementary Table S3, Figure 2B) with this selection criterion. 

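Genes with p under 0.05 and a fold change over 2, together with genes with a fold change over 4 whatever the p, numbered 1933 on log2(CPM + 1), of which 1867 met the first condition and 66 only the second, and 938 were higher and 995 lower in LV-SLFN12. On CPM without log the same rule gave 3715 genes, of which 1983 were higher and 1732 lower. The copy of Table S3 used here holds 548 of the 549 genes. For 548 of 548 the paper's p equalled that of the equal-variance test on plain CPM without log within 0.01 on the log10 scale, and for 543 the paper's fold change equalled the ratio of the mean plain CPM within 0.01 on the log2 scale. On plain CPM of all genes, without TMM, log or filter, the rule gave 13802 genes, of which 7847 were higher and 5955 lower (an alternative chosen after seeing the data). All 548 had the same direction in the edgeR fit, and 516 had an adjusted p under 0.05 there. The genes of Table S3 were chosen on these samples, so this overlap is not independent evidence.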

Out of the 549 significant genes, 229 genes were upregulated, and 320 genes were downregulated in LV-SLFN12 compared to EV control, identifying important genes for further investigation. With a refined list of 549 significant genes that could be potentially related to SLFN12 expression, this list was then used to find the functional and pathway associations. 

### 3.3. Functional and Pathway Analysis of Significant Genes

#### 3.3.1. Functional Enrichment Analysis

A functional enrichment analysis was performed using the STRING tool for the 549 differentially expressed genes as described above to identify known protein–protein interaction networks. Of the 549 genes, only 512 genes were used in the analysis, as 37 genes did not have a matching gene symbol, which is required by the STRING tool. The gene interaction network achieved a PPI enrichment *p*-value of 0.00714 (Figure 3), which indicated that the genes interacted more and were at least partially biologically connected as a group. Some of the notable genes central to the gene clusters and possibly connected to cancer in the interaction network included APEX1, NPM1, RPS29, MET, CD44, RRAS, CAV1, VEGFA, and ADAM15. This was able to indicate a possible connection to cancer. For instance, APEX1 overexpression is positively correlated with cancer progression, whereas NPM1 is known as a poor prognostic factor in breast cancer patients [32,33].

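These 9 genes were part of the 28 genes fixed before the data were examined. Of the 28, 20 had an adjusted p under 0.05 over all genes tested and 25 when adjusted over the list alone, and as the study chose most of them on these samples the latter is not independent evidence. Of the 20, 13 were higher and 7 lower in LV-SLFN12. APEX1 (ENSG00000100823, chromosome 14) had 317 ± 36.7 CPM in EV control and 141 ± 14.6 CPM in LV-SLFN12 (SD, n = 3 each), a log2 fold change of -1.17 (adjusted p = 0.00604 from edgeR). NPM1 (ENSG00000181163, chromosome 5) had 2916 ± 205 and 1078 ± 150 CPM, a log2 fold change of -1.44 (edgeR adjusted p = 0.00503). RPS29 and ADAM15 were lower as well, by log2 fold changes of -1.15 and -1.12. CD44, RRAS, CAV1 and MET were higher, by 1.26, 2.07, 1.63 and 1.09 on the log2 scale. VEGFA had 252 ± 58.7 and 513 ± 161 CPM, and its log2 fold change of 1.02 did not pass the threshold (edgeR adjusted p = 0.0542). In each of the 9 genes the 3 values of one group lay above the 3 of the other. RPS29 no longer passed without EV control replicate 1 or 2 (edgeR adjusted p = 0.0616 and 0.0711). MET, CAV1 and ADAM15 did not pass without any one of EV control replicates 1, 2 and 3, with edgeR adjusted p between 0.0824 and 0.111, between 0.0568 and 0.0604 and between 0.0995 and 0.138. With the replicate numbers as a block MET did not pass (edgeR adjusted p = 0.0581), but these numbers do not pair the samples. The block result is therefore no evidence for or against the call. VEGFA passed without LV-SLFN12 replicate 3 (edgeR adjusted p = 0.0160), without a filter (edgeR adjusted p = 0.0383) and with DESeq2 (adjusted p = 0.0131). APEX1 and RPS29 lie in stretches of chromosome 14 whose genes were lower together, and MET, CAV1 and VEGFA in stretches of chromosomes 7 and 6 whose genes were higher together.

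**Figure D1:**
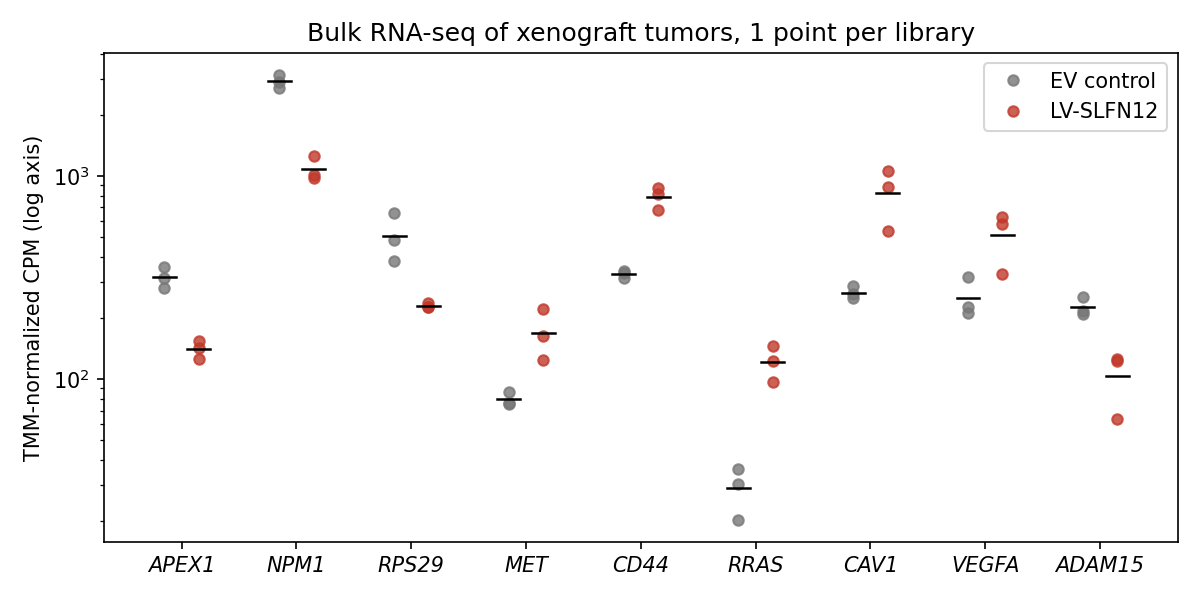
TMM-normalized CPM (log axis) of the 9 network genes in each bulk library, 1 point per sample and a line at the mean of each group. APEX1, NPM1, RPS29 and ADAM15 lie lower in LV-SLFN12, and the other 5 genes lie higher, with VEGFA at 513 CPM against 252 CPM in EV control.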

#### 3.3.2. Gene Set Enrichment Analysis

First, a gene set enrichment analysis was performed to identify significant gene sets based on the results of the global gene expression analysis (Supplementary Table S2, 1182 human genes) to identify the enrichment scores of pathways with a nominal *p*-value < 0.05 for two different minimum gene set sizes of 5 and 50 (Supplementary Table S4, Supplementary Table S5, respectively) from molecular profile data. At the minimum gene set size of five, 915/931 pathways were upregulated and 16/931 were downregulated (Supplementary Tables S4A and S2). At the minimum gene set size of 50, 96 pathways were upregulated, and no downregulated pathways were identified (Supplementary Table S5). Pathways with an FWER *p*-value < 0.05 were identified and their enrichment plots were shown (Figure 4).

Then, a GSEA was performed again on the 549 significantly identified genes from Table S2 to find the associated pathways with a nominal *p*-value < 0.05 for two different minimum gene set sizes 5 and 50 (Supplementary Table S6, Supplementary Table S7, respectively). For a gene set minimum size of five, 458/647 pathways were upregulated and 189/647 were downregulated (Supplementary Table S6A,B). At the gene set minimum size of 50, 5/7 pathways were upregulated and 2/7 were downregulated (Supplementary Table S7). Pathways with an FWER *p*-value < 0.05 were identified with their enrichment plots (Figure 5). Both GSEAs verified important function associations based on the significant changes in gene expression after the introduction of SLFN12 and identified potential pathways that merited future investigation, including several pathways associated with breast cancer.

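Chromosome bands are among the leading sets of the paper's enrichment of its gene list (Figure 5A,B). Each chromosome was therefore tested as 1 set with camera, with a preset correlation of 0.01, and 11 of 23 chromosomes had an adjusted p under 0.05. With fry 8 did. Chromosomes 6 and 9 were higher in LV-SLFN12, with median log2 fold changes of 0.39 (724 of 1044 genes higher) and 0.37 (566 of 795 genes higher). Chromosomes 16 and 22 were lower, with medians of -0.36 (294 of 980 genes higher) and -0.37 (131 of 505 genes higher). Chromosomes 9, 16 and 22 passed under fry as well, and chromosome 6 did not (adjusted p = 0.139). Without LV-SLFN12 replicate 2 the number of chromosomes was 7. Other splits of the 6 samples gave between 4 and 12 chromosomes.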

#### 3.3.3. Ingenuity Pathway Analysis

To begin to investigate the molecular mechanisms potentially related to SLFN12, information on differentially expressed genes defined in Supplementary Table S3 was classified into related canonical pathways based on the IPKB (Ingenuity Pathway Knowledge Base). The top enriched categories of canonical pathways with a −log(*p*-value) and z-score class are listed in Figure 6 for each pathway. The z-score describes the activation or inhibition of genes. The pathways are sorted in the order of their significance with a threshold *p*-value of 0.05, corresponding to a −log(*p*-value) of 1.3. This analysis identified the NAD signaling pathway as the most statistically significant with a negative z-score. 

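The members of the Ingenuity pathway are not analysed here. A list of 37 genes of NAD synthesis and NAD use was fixed before the data were examined but after the values of Table S3 had been seen, and 33 of them were tested. Of these 19 were lower and 14 higher in LV-SLFN12, and 8 had an edgeR adjusted p under 0.05 over all genes tested (5 lower, 3 higher) and 11 when adjusted over the list alone. The median log2 fold change from edgeR was -0.16 and the mean 0.05, so the mean differed in sign from the median and from the direction of the set tests, which was downward. The set did not pass in limma's set tests, where camera gave a p of 0.560 and fry one of 0.248.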

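The enzymes from acetyl-CoA to cholesterol, a list of 22 genes written when Table S3 had been seen and not that of the Ingenuity pathways, were all tested. In LV-SLFN12 19 were lower and 3 higher, and 14 had an edgeR adjusted p under 0.05 both over all genes tested and when adjusted over the list alone (13 lower, 1 higher). The median log2 fold change was -0.88. As a set the list was lower with p = 3.03e-06 from camera, p = 2.27e-06 from fry and p = 0.00681 from camera with an estimated correlation. Camera with the preset correlation also gave the list a p between 0.00589 and 0.0464 in every other split of the 6 samples into 3 and 3. HMGCS1 fell by 1.84 and MVD fell by 1.38 on the log2 scale, and EBP rose by 1.28 (these 3 genes were chosen after their values were seen). Stretches of several chromosomes held genes that moved together, and the place of this list's genes in them was not examined. A regional part in these changes therefore stays open. Without 1 replicate the camera p stayed between 8.47e-07 and 1.43e-05.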

The superpathway of the cholesterol biosynthesis and three additional cholesterol biosynthesis pathways were next in significance with negative z-score values. The nicotinamide adenine dinucleotide (NAD) signaling pathway was ranked first in this list. NAD is a coenzyme that mediates redox reactions in diverse metabolic pathways, and increased levels of NAD enhance glycolysis and fuel cancer cells [34]. Next, were several pathways associated with the cholesterol biosynthesis that play a complex role in supporting cancer progression and suppressing immune responses [35].

### 3.4. Single-Cell Analysis for Patient-Derived Xenografts

Based on single-cell sequencing technology, differences between xenograft conditions were investigated. 

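Single cells of 1 EV control and 1 LV-SLFN12 xenograft were sequenced as 1 droplet library each, so cells are not replicates, no test was made across conditions and intervals cover counting error only. The authors deposited counts of unique molecular identifiers (UMIs) per gene and barcode on a joint human and mouse reference, for every barcode of the kit and before any calling of cells. A barcode was taken as a cell when its UMIs reached 1 over 10 of the 99th percentile of the top 3000 barcodes, which was 4758 UMIs in EV control and 3299 in LV-SLFN12. This called 2127 barcodes in EV control, of which 1852 held at least 90% of UMIs on human genes, 9 at most 10% and 266 lay between. In LV-SLFN12 it called 4856 barcodes, of which 4264 were human, 4 mouse and 588 between. Barcodes between the limits were left out. The human cells had a median of 8681 human UMIs in EV control and 5604 in LV-SLFN12, and 22294196 and 31853549 human UMIs in all. The mitochondrial share had a median of 5.38% of human UMIs in EV control and 18.5% in LV-SLFN12. Values below are CPM of the human UMIs of human cells, with exact 95% Poisson intervals, and exact Clopper-Pearson intervals for shares of cells.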

Using this approach, two samples, i.e., EV-control (C1: included a normal level of SLFN12 expression) and LV-SLFN12 (R1: was modified with a lentivirus to overexpress SLFN12) were examined. Figure 7 shows an overall SLFN12-gene expression only in human MDA-MB-231 cells of the C1 and R1 xenografts. 

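SLFN12 had 891 UMIs in the human cells of EV control, 40.0 CPM, and 31435 UMIs in those of LV-SLFN12, 987 CPM, a ratio of 24.7 (95% interval 23.1 to 26.4). At least 1 SLFN12 UMI was found in 640 of 1852 cells of EV control (34.6%, 32.4% to 36.8%) and in 2569 of 4264 cells of LV-SLFN12 (60.2%, 58.8% to 61.7%). With every cell thinned to 3000 human UMIs the shares were 12.6% and 43.9%, with 1 cell of LV-SLFN12 left out. Among mouse cells, which lack the human gene, 0 of 9 in EV control (median 7922 UMIs) and 2 of 4 in LV-SLFN12 (median 13868 UMIs) held a SLFN12 UMI, too few cells to set a background share. In the empty droplets SLFN12 stood at 22.8 CPM in EV control and 244 CPM in LV-SLFN12, so free RNA is part of the background of these shares, and it was not subtracted. In LV-SLFN12 39.8% of the cells held no SLFN12 UMI and 7.22% held 20 or more. Keeping only cells with a mitochondrial share under 20% moved the ratio most, to 40.6.

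**Figure D2:**
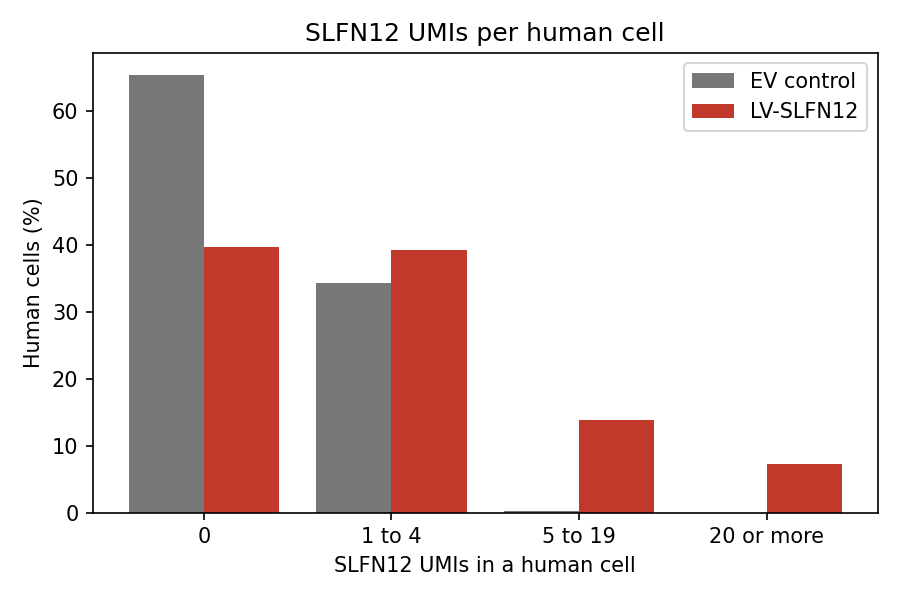
Share of human cells (%) by the number of SLFN12 UMIs in the cell, for the EV control and LV-SLFN12 libraries. Bars at 0 UMIs stand at 65.4% in EV control and 39.8% in LV-SLFN12, and bars at 20 or more UMIs at 0% and 7.22%.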

We found very limited expression of SLFN12 in C1 whereas it was significantly higher in R1 (Figure 7B) with a greater number of cells. 

Four K-means clusters were selected as described in the methods to further evaluate the functional properties of cells across those two conditions (i.e., C1 vs. R1) (Figure 7C,D). A review of the *p*-values of all genes in the analysis showed that the fourth cluster had no genes with *p* < 0.05 in C1 and only had 25 significant genes in R1 (Table 1: summary table, Supplementary Table S8: complete gene list). 

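K-means with 4 clusters was run in each library on 10 principal components of the log-normalized counts of the 2000 most variable human genes. The cluster of each barcode in the paper's analysis was not used here, so clusters are numbered by size and do not correspond to those of Figure 7. In EV control the clusters held 671, 507, 340 and 334 cells, with median mitochondrial shares of 23.0%, 1.59%, 1.60% and 1.98%. In LV-SLFN12 they held 1436, 1356, 1019 and 453 cells, with median mitochondrial shares of 1.18%, 35.1%, 28.0% and 9.88%. A SLFN12 UMI was found in 66.8%, 38.4%, 77.8% and 65.6% of the cells of these 4 clusters in LV-SLFN12. Clustering the libraries together placed their cells in different clusters. Of the EV control cells 49.9% and 48.4% lay in the joint clusters that held 3.05% and 0.422% of the LV-SLFN12 cells, and of the LV-SLFN12 cells 61.2% and 35.3% lay in those that held 1.46% and 0.216% of the EV control cells.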

The single-cell analysis showed an overall greater expression in R1 in the identified basal epithelial cell type compared with C1 (Figure 8A). 

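The summed counts of KRT14 and ITGA6, the basal epithelial genes the paper names, came to 150 CPM in EV control and 486 CPM in LV-SLFN12, a log2 ratio of 1.70 (95% interval 1.64 to 1.75). Among the clusters numbered by size, the sum was highest in the cluster of 1019 cells of LV-SLFN12, at 749 CPM (733 to 766), and in EV control highest in the cluster of 671 cells, at 194 CPM (186 to 202).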

The second cluster in R1 showed a higher expression level than other clusters in both R1 and C1. Within the basal epithelial cell type, there was a greater gene expression of KRT14 and IGTA6 and the greater expression was prominently shown in the second cluster (Supplementary Figure S2A, Figure 8B). 

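KRT14 (ENSG00000186847) had 1 UMI in EV control and 3129 UMIs in LV-SLFN12, a ratio of 2190 with a counting interval of 393 to 86530.  ITGA6 (ENSG00000091409) had 3346 and 12364 UMIs, a ratio of 2.59 (2.49 to 2.69). In LV-SLFN12 the cluster of 1019 cells had the highest level of both genes, 166 CPM of KRT14 and 584 CPM of ITGA6. In the bulk libraries KRT14 had a log2 fold change of 5.21 (edgeR adjusted p = 0.00979, but 0.0585 and 0.0608 without EV control replicates 1 and 2), which was 6.05 without EV control replicate 3. ITGA6 had one of 1.66 that did not pass the threshold (edgeR adjusted p = 0.0512) and passed without any one of LV-SLFN12 replicates 1, 2 and 3 (0.0179, 0.0385 and 0.0452) but not without EV control replicate 1, 2 or 3 (0.192, 0.165 and 0.141). It also passed without a filter (edgeR adjusted p = 0.0186) and with DESeq2 (adjusted p = 0.00382). Without LV-SLFN12 replicate 2 the log2 fold change of ITGA6 was 0.93.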

Within the epithelial-to-mesenchymal transition cell type, there was an overall greater expression in R1 compared with C1, and in genes FN1 and CD44, where the second cluster in R1 showed a higher expression than in C1 (Figure 8C–E). 

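The sum of FN1 and CD44 was 878 CPM in EV control and 2072 CPM in LV-SLFN12, a log2 ratio of 1.24 (1.22 to 1.26), which was 0.85 among cells with a mitochondrial share under 20%. FN1 (ENSG00000115414) had 12670 and 41517 UMIs, a ratio of 2.29 (2.25 to 2.34), and CD44 (ENSG00000026508) had 6900 and 24485 UMIs, a ratio of 2.48 (2.42 to 2.55). FN1 stood at 1664 CPM and CD44 at 1072 CPM in the cluster of 1019 cells of LV-SLFN12, the highest of its 4 clusters for both. In the bulk libraries FN1 was not changed beyond its spread, with 1515 ± 407 CPM in EV control and 1666 ± 676 CPM in LV-SLFN12 (SD, n = 3 each). Its log2 fold change was 0.14 (edgeR adjusted p = 0.820), and the sign changed without EV control replicate 1 (-0.06) and without LV-SLFN12 replicate 3 (-0.16). Bulk counts may include mouse reads, whose handling is not stated, so the bulk value does not speak for human cells alone.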

For the epithelial cell type, the single-cell analysis showed that the overall expression was stronger in R1’s second cluster as compared to C1’s second cluster (Supplementary Figure S2B). 

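The sum of EPCAM, EGFR and ERBB2, which counts EGFR most, was 311 CPM in EV control and 296 CPM in LV-SLFN12, a log2 ratio of -0.07 (-0.11 to -0.02). With mitochondrial genes left out of the denominator the log2 ratio was 0.08. Across clusters the sum ranged from 282 to 323 CPM in EV control and from 254 to 352 CPM in LV-SLFN12.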

Within the epithelial cell type, EPCAM, EGFR, and ERBB2 had differing expressions between C1 and R1. In EPCAM, R1’s overall expression was greater than C1’s (Supplementary Figure S2C). 

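EPCAM (ENSG00000119888) had 78 UMIs in EV control and 3058 in LV-SLFN12, a ratio of 27.4 (21.9 to 34.8). In the bulk libraries it had 2.50 ± 0.439 and 51.3 ± 35.4 CPM (SD, n = 3 each), a log2 fold change of 4.36 (edgeR adjusted p = 0.00379). For EPCAM it was 3.63 without LV-SLFN12 replicate 2.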

In EGFR, C1’s first cluster had a relatively large expression when compared to other clusters within EGFR (Supplementary Figure S2E). 

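EGFR (ENSG00000146648) had 6107 UMIs in EV control and 4960 in LV-SLFN12, a ratio of 0.568 (0.547 to 0.590), and a UMI was found in 81.6% and 57.0% of human cells, against 0 of 9 and 1 of 4 mouse cells at the depths given for SLFN12. In EV control the cluster of 671 cells had 282 CPM (272 to 291) and the other clusters 270, 276 and 253 CPM. In LV-SLFN12 the clusters ranged from 130.0 to 180.5 CPM. The bulk log2 fold change was -0.38 and did not pass the threshold (edgeR adjusted p = 0.387).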

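ERBB2 (ENSG00000141736) had 741 UMIs in EV control and 1421 in LV-SLFN12, a ratio of 1.34 (1.23 to 1.47), while the share of human cells with a UMI was 30.2% (28.2% to 32.4%) in EV control and 25.6% (24.3% to 26.9%) in LV-SLFN12, whose cells were less deep, against 0 of 9 and 0 of 4 mouse cells. With cells thinned to 3000 human UMIs (1 LV-SLFN12 cell left out) the direction was the opposite, with 8.53% (7.30% to 9.90%) in EV control and 12.2% (11.2% to 13.2%) in LV-SLFN12. The clusters of EV control ranged from 28.1 to 35.7 CPM and those of LV-SLFN12 from 36.0 to 47.6 CPM. In the bulk libraries the log2 fold change was 0.57 (edgeR adjusted p = 0.0619), which passed without LV-SLFN12 replicate 2 (edgeR adjusted p = 0.0428) and with DESeq2 (adjusted p = 0.0329).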

Within ERBB2 expression, relatively little expression was detected in C1’s clusters with greater expression in R1’s clusters (Supplementary Figure S2D). 

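The sum of MUC1, KRT8, KRT18 and KRT19 was 345 CPM in EV control and 1574 CPM in LV-SLFN12, a log2 ratio of 2.19 (2.15 to 2.22). By cluster it ranged from 238 to 416 CPM in EV control and from 850 to 2182 CPM in LV-SLFN12.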

In the luminal epithelial cell type, overall expression was higher in R1 when compared to C1 (Supplementary Figure S2F). MUC1, KRT8, KRT18, and KRT19 had differing expressions between C1 and R1 within this cell type. MUC1 expression was overall greater in R1 than C1 (Supplementary Figure S2G). 

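MUC1 (ENSG00000185499) had 134 UMIs in EV control and 6193 in LV-SLFN12, a ratio of 32.4 (27.3 to 38.7).  In the bulk libraries it had 26.8, 3.33 and 10.6 CPM in LV-SLFN12 replicates 1, 2 and 3 against 2.83 ± 0.287 CPM in EV control (SD, n = 3), a log2 fold change of 2.25 that did not pass the threshold (edgeR adjusted p = 0.0667) and passed without LV-SLFN12 replicate 2 (edgeR adjusted p = 0.0117), without a filter (edgeR adjusted p = 0.0276) and with DESeq2 (adjusted p = 0.00323). Without LV-SLFN12 replicate 1 it was 1.30 (edgeR adjusted p = 0.109).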

KRT8, KRT18, and KRT19 had overall greater expression in R1 and much of this expression was concentrated in R1’s second cluster (Supplementary Figure S2H,I, Figure 8F). 

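KRT19 (ENSG00000171345) rose most of the 3 keratins, from 1434 to 25316 UMIs, a ratio of 12.4 (11.7 to 13.0). KRT8 (ENSG00000170421) had 2405 and 7919 UMIs, a ratio of 2.31 (2.20 to 2.41), and KRT18 (ENSG00000111057) had 3723 and 10720 UMIs, a ratio of 2.02 (1.94 to 2.09). The cluster of 1019 cells of LV-SLFN12 was highest for KRT19 at 1068 CPM (1049 to 1088) and for KRT8 at 321 CPM (311 to 332). The cluster of 453 cells had 1031 CPM of KRT19 (998 to 1064) and 304.5 CPM of KRT8 (287 to 323), with overlapping intervals. For KRT18 the cluster of 453 cells was highest at 443 CPM (422 to 465) against 427 CPM (415 to 439) in that of 1019 cells. The bulk log2 fold changes were 2.48 for KRT19 (edgeR adjusted p = 0.00193), 1.48 for KRT8 (edgeR adjusted p = 0.00436) and 0.59 for KRT18, which did not pass the threshold (edgeR adjusted p = 0.120). The empty droplets had higher CPM than the cells of the same library for all of the 11 genes named for the cell types except EGFR and MUC1 in LV-SLFN12 and except EGFR and ERBB2 in EV control. KRT19 stood at 184.5 CPM in the empty droplets and 64.3 CPM in the cells of EV control, and at 2817 and 795 CPM in LV-SLFN12, and KRT18 at 651 and 167 CPM and at 1392 and 336.5 CPM. Free RNA was not subtracted from the values of cells and clusters. Of the 11 genes, 10 were higher in LV-SLFN12 and EGFR was lower. From the higher KRT8, MUC1 and EPCAM, the paper proposes that SLFN12 moved these cells toward a luminal phenotype.

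**Figure D3:**
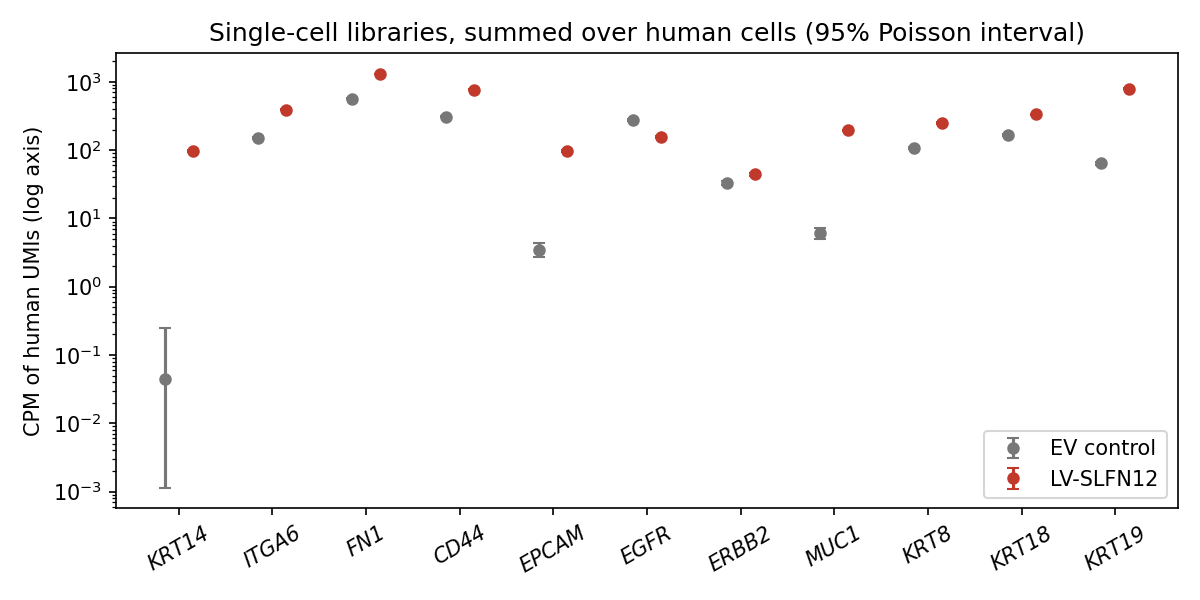
CPM of human UMIs (log axis) of the 11 genes summed over human cells in the EV control and LV-SLFN12 libraries, with 95% Poisson intervals. EGFR is the only one of the 11 that lies lower in LV-SLFN12, and KRT14, with 1 UMI in EV control, has the widest interval.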

Keratin 8 (KRT8) plays an essential role in the development and metastasis of several human cancers [36,37]. For instance, KRT18 induces an epithelial–mesenchymal transition (EMT) in human breast cancer [38] and KRT19 plays a critical role in breast cancer proliferation [39].

### 3.5. Favorable Survival with High Expression of SLFN12

Kaplan–Meier curves were generated to estimate the survival function from four publicly available datasets (Supplementary Table S1). The patients were classified into low and high SLFN12 status using machine learning based an optimal cutoff and median cutoff. SLFN12 and all four gene signatures were evaluated independently.

There was a significant difference in terms of hazard ratios with 0.43 (*p* = 0.004) and 0.66 (*p* = 0.13) for the optimal cutoff and median score, respectively, for the SLFN12 gene alone using Data-1 (Figure 9A). When the SLFN12 gene signature, i.e., SLFN12_Sig was examined, the hazard ratios were 0.41 (*p* = 0.0044) and 0.74 (*p* = 0.27) for the optimal cutoff and median score, respectively (Figure 9C). Similar results were illustrated for the SLFN12 upregulated (SLFN12_Up), SLFN12 downregulated (SLFN12_Dn), and SLFN12 signature genes without using the direction of the genes (SLFN12_Sig_NoDir) for the optimal cutoff and median score using relapse-free survival (RFS) (Figure 9A,C). Similar plots for Data-2 are demonstrated in Figure 9B,D.

To test the reproducibility power of the outcome, we used a total of four different datasets and a forest plot was created using the HR, 95% confidence interval, and *p*-value for the SLFN12 gene alone and all four gene signatures (Figure 9E–I). The results were very consistent across all the four different datasets using both optimal and median cutoffs (Figure 9E–I, Supplementary Figure S3). The distributions, maximally selected rank statistics, and Kaplan–Meier plots for all signature conditions are shown and provided in the following supplements (Supplementary Figures S4–S7). The survival curves suggest that a low SLFN12 expression in the tumor is associated with a poor prognosis for SLFN12 alone as well as for all of the gene signatures identified, with better survival prediction capabilities for the SLFN12 gene signature than for SLFN12 alone.

#### Conformation qPCR Analysis of SLFN12 Signature Genes

Utilizing qPCR, we measured the RNA expression of eight genes from the SLFN12 signature gene set (Supplementary Table S3) that were shown to be significantly up- or downregulated by RNA-seq and are known to be involved in breast cancer progression or regulation. 

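In the bulk RNA-seq libraries, NQO1 (ENSG00000181019) had 152 ± 19.1 CPM in EV control and 47.3 ± 6.52 CPM in LV-SLFN12 (SD, n = 3 each), a log2 fold change of -1.69 (standard error 0.18, edgeR adjusted p = 0.00282), and lies in a stretch of chromosome 16 whose genes were lower together. GJA1 and EEF1A2 were lower by log2 fold changes of -2.05 and -3.85 (edgeR adjusted p = 0.0235 and 0.0271), and neither passed without any one of EV control replicates 1, 2 and 3, with edgeR adjusted p between 0.0713 and 0.0945 and between 0.0713 and 0.108. EEF1A2 did not pass without LV-SLFN12 replicate 2 either (edgeR adjusted p = 0.0645). Without LV-SLFN12 replicate 1 the log2 fold changes of GJA1 and EEF1A2 were -2.72 and -4.99. PAEP had 1082 ± 482 and 227 ± 189 CPM, with 8.82 CPM in LV-SLFN12 replicate 3 alone, and its log2 fold change of -2.25 did not pass the threshold (edgeR adjusted p = 0.190) but did without that replicate (-1.68, edgeR adjusted p = 0.0361). CALB2 (ENSG00000172137) had 1.36 ± 0.622 and 104.8 ± 32.8 CPM, a log2 fold change of 6.28 (standard error 0.44, edgeR adjusted p = 0.00125). UCA1 and FBP1 had 4 counts each over the EV control libraries against 2707 and 2665 in LV-SLFN12, ratios of 758 (296 to 2785) and 746.5 (291 to 2742). All 4 counts of UCA1 lay in EV control replicate 3, and its edgeR log2 fold change of 9.06 was 12.59 without that replicate and 8.41 without EV control replicate 2. That of FBP1 was 9.19, and 8.55 without EV control replicate 2.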

PAEP, GJA1, EEF1A2, and NQO1 were confirmed by qPCR to be downregulated in the LV-SLFN12 samples compared to the EV-Control and UCA1, FBP1, CALB2, and GJB3 were confirmed to be upregulated (Figure 10).

### 3.6. SLFN12 Expression Behaves Differently amongst Different Races

To investigate potential racial disparity in SLFN12 biology across European (white) and African (black) populations, we analyzed the gene expression pattern of SLFN12 alone, and SLFN12 signature genes (SLFN12_Sig) in two different datasets. We further analyzed three other signatures (SLFN12_Sig_Up, SLFN12_Sig_Dn, and SLFN12_Sig_NoDir) to test their power of detection of racial differences. For Data-1 (Figure 11), significant racial differences were found for SLFN12_Sig_NoDir, SLFN12_Up, and SLFN12_Dn gene signatures (Figure 11C–E), while Data-2 (Supplementary Figure S8) showed a significant difference between black and white patients for only the SLFN12_Sig gene signature (Supplementary Figure S8B). The significant difference captured between races (such as African American and Caucasian American patients in this case) suggests the potential importance of SLFN12 in precision medicine.

## 4. Discussion

Our initial in vitro work had demonstrated that exogenous SLFN12 expression in TNBC cells slowed proliferation and reduced invasion [2]. Our present results now demonstrate that SLFN12 expression in vivo reduces tumorigenesis, increases tumor latency, and leads to a significantly smaller tumor volume. From these overexpressed SLFN12 xenograft tumors, an RNA-Seq analysis was performed and in the global gene expression analysis, we were able to identify major genes and functional pathways. Our xenografts were established from the triple-negative MDA-MB-231 cells which are characterized by a low expression of the luminal markers (KRT8, MUC1, EPCAM) [40,41]. However, the single-cell analysis showed that xenografts established from SLFN12-overexpressing MDA-MB-231 cells had a higher expression of luminal and epithelial markers. SLFN12 induces differentiation in enterocytes and breast cancer cells in 2D cultures [2,4]. Our current results show that SLFN12-overexpressing xenografts have a higher expression of luminal markers (KRT8, MUC1, and EPCAM) indicating that SLFN12 promoted TNBC cells from the undifferentiated basal phenotype toward a more differentiated luminal phenotype which is less aggressive and responds better to chemotherapy [40,41,42]. This could explain the positive correlation of SLFN12 expression with better survival in TNBC. Moreover, it could provide a differentiation therapy approach to target TNBC through modulating SLFN12 expression. Whether the switch from basal to luminal is partial or complete needs to be investigated in a dedicated study.

TNBC lacks the expression of estrogen, progesterone, and HER2 receptors [43]. Interestingly, our single-cell analysis showed an increased expression of both ERBB2 and EGFR in SLFN12-overexpressing xenografts. ERBB2/HER2 is a marker that is not expressed in TNBC [44], and HER2+ breast cancers respond well to trastuzumab (anti-HER2) [44,45]. Therefore, TNBC patients with a high SLFN12 expression might respond better to trastuzumab therapy. Similarly, higher SLFN12-expressing TNBC might respond better to EGFR inhibitors. EGFR inhibitors showed a limited response in TNBC clinical trials with variable response rates [46,47]. Therefore, it may be worthwhile in the future to explore selecting candidates for EGFR inhibitor therapeutic trials based on the expression of specific markers, such as SLFN12, that might improve the response and outcome of EGFR inhibitors in TNBC.

Although the basal markers (KRT14, IGTA6) and EMT markers (FN1, CD44) expressions were increased in SLFN12-overexpressing xenograft, the increase might be a compensatory mechanism to restore the basal phenotype of the cells and counteract the differentiating effect of SLFN12. Nevertheless, our tumor growth and survival data indicated that such increases did not abolish the effect of SLFN12.

The top two canonical pathways based on IPKB were the NAD signaling pathway and the superpathway of the cholesterol biosynthesis. Each had a negative z-score value, indicating that the overexpression of SLFN12 was downregulating these pathways. The NAD pathway has been implicated in the progression of multiple metabolic disorders, cancers, and neurodegenerative diseases [48]. NAD is an important factor in early tumorigenesis and can become a harmful factor in the cancer phase and promotion phase. It can either prevent or reverse the phenotype of malignant cells at early cancer stages [49]. Alterations in cholesterol pathways could also regulate mechanisms that are involved in the development of breast cancer. Very low density lipoproteins (VLDL) and LDL are necessary for breast cancer proliferation, anchorage-independent growth, EMT development, angiogenesis, and metastasis [50]. Conversely, high-density lipoproteins (HDL) reduces mammosphere formation and the mammary tumoral cells have augmented radiation sensitivity [50]. HDL levels have also been inversely correlated to breast cancer risk based on race. African American and Taiwanese women have low HDL levels, which was then connected to an elevated risk of breast cancer [50]. 

Our analysis demonstrates that the SLFN12 gene signature predicts a better survival in breast cancer. The reportability and robustness of the results across different datasets support the validity of this outcome. Although SLFN12 expression was similar in tumors from African Americans (black) and Caucasian Americans (white), we found a significant difference in the SLFN12 gene signature (Supplementary Table S3) between the two races. Such differences remained valid whether we analyzed the data in the SLFN12_Sig_NoDir, SLFN12_Sig_Up, or SLFN12_Sig_Dn gene signature genes (Figure 11C–E). Therefore, these data could indicate that if we had a targeted therapy that increased the expression of SLFN12, then the SLFN12_Upreg signature genes would be further upregulated and the SLFN12_Dnreg signature genes would be further downregulated in the African American population, which could lead to a better breast cancer survival rate. 

In a recent cohort study, African American women had nearly a threefold increased risk of triple-negative breast cancers and African American women with TNBC had a worse prognosis than Caucasian women [51]. Differences in socioeconomic status and the difficult access of African Americans to better health care and state-of-the-art health procedures surely contribute to such disparities in outcome [52]. However, differences in biology between different races might also affect African American breast cancer outcomes [53,54]. Differences in expression of SLFN12 gene signatures might be one of these biological differences. 

We have previously reported that SLFN12 itself is predictive of survival in triple-negative breast cancer but not in other breast cancers [2]. However, the present results indicate that the SLFN12-associated gene signature appears to predict survival not only in TNBC but in all breast cancers and is more predictive than SLFN12 alone. Furthermore, this SLFN12 gene signature could serve as a prognostic predictor of breast cancer severity and could help to develop personalized targeted therapy for African Americans or patients of other races. 

## 5. Conclusions

Schlafen 12 can induce differentiation and predict survival in triple negative breast cancer patients, as well as other types of breast cancer. SLFN12 signature genes could be part of the network that explain severity of triple negative breast cancer in African American and might play a role in future design of personalized therapy for patients with breast cancer.

## Figures and Tables

**Figure 1:**
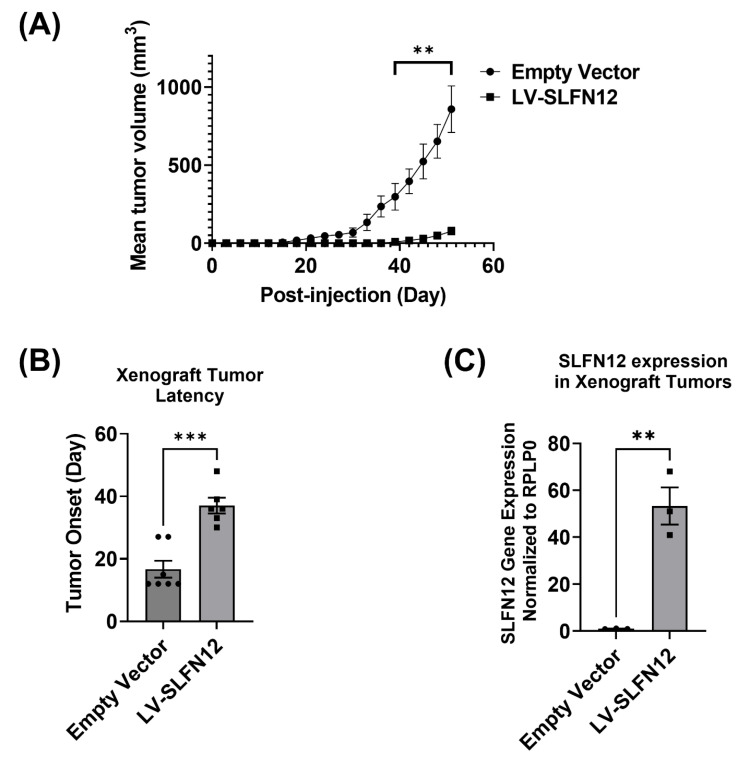
Schlafen 12 reduces mammary xenograft tumor growth in vivo. (**A**) Average tumor volume as a function of time in NSG mice that were orthotopically injected with MDA-MB-231 cells overexpressing SLFN12 (LV-SLFN12) compared to NSG mice injected with control MDA-MB-231 cells (empty vector) over a 12-week period (n = 6, ** *p* ≤ 0.01, student *t*-test). (**B**) NSG mice injected with MDA-MB-231 cells overexpressing SLFN12 (LV-SLFN12) showed significantly increased latency compared to mice injected with control empty vector cells (n = 6, ** *p* ≤ 0.01, student *t*-test). (**C**) mRNA analysis by Primer-probe RT-qPCR of SLFN12 expressions in LV-SLFN12 mammary xenograft tumors that were processed for RNA-seq analysis compared to the control empty vector mammary xenograft tumor; RPLP0 was used as a reference gene (n = 3, ** *p* ≤ 0.01, *** *p* ≤ 0.001). Data are expressed as mean ± SEM.

**Figure 2:**
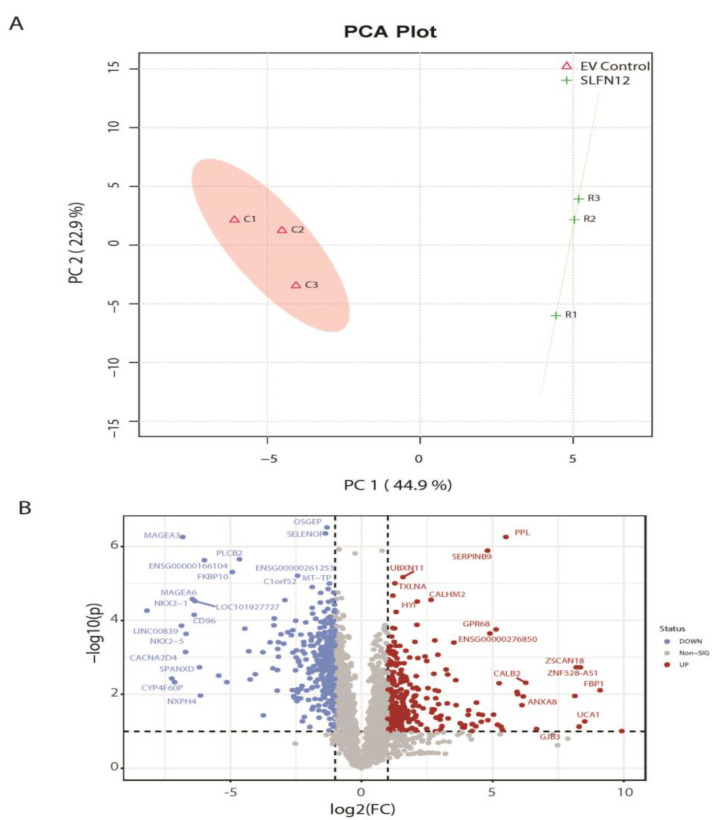
(**A**) Sample distribution of gene expression profiles: principal component analysis (PCA) plot showing clusters of samples based on similarity. The first two PCA components (PC1 and PC2) of the gene expression profile and overall variance between the groups are displayed. Each dot represents a sample color coded by both latency and SLFN12 expression. (**B**) Volcano plot of differentially expressed genes described in Supplementary Table S2.

**Figure 3:**
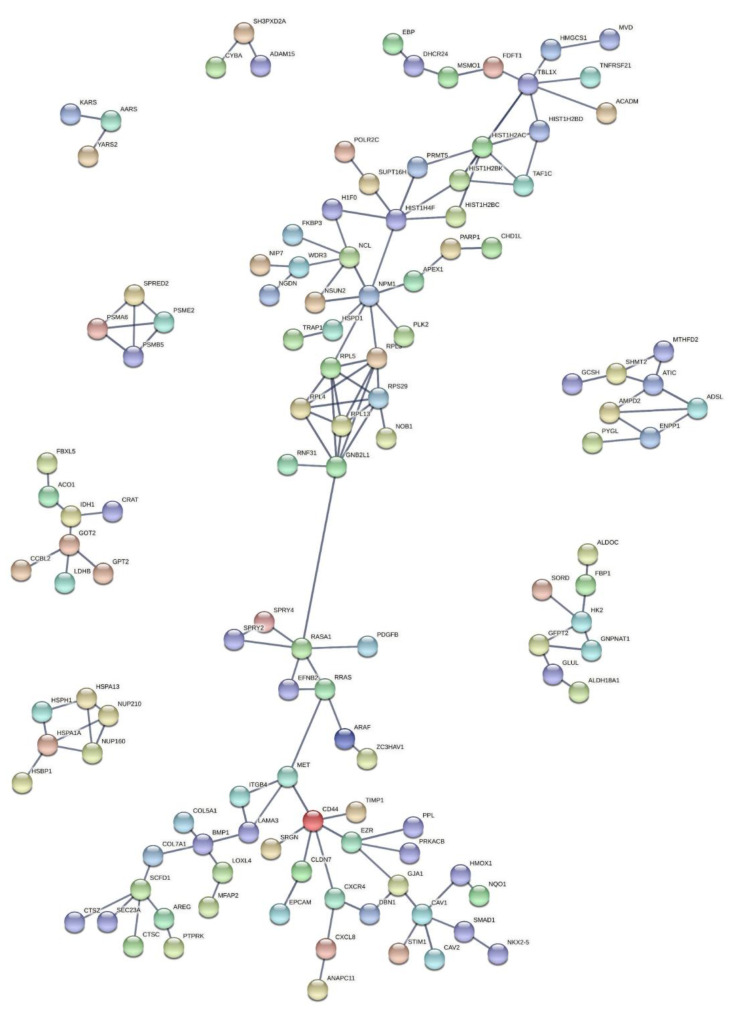
Functional enrichment analysis: STRING plot of interaction network functional enrichment analysis for all 512 genes based on the 549 genes from Supplementary Table S3. The connecting lines indicate the degree of interconnection and enrichment in certain molecular functions.

**Figure 4:**
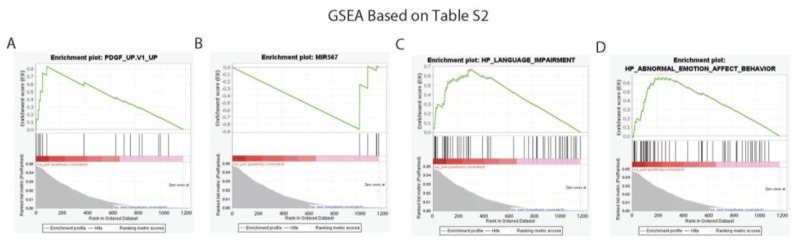
Enrichment plots from the gene set enrichment analysis: (**A**,**B**) are enrichment plots based on Supplementary Table S2’s 1182 genes with a minimum gene set size of five with FWER *p* < 0.05. (**C**,**D**) are enrichment plots based on Supplementary Table S2’s 1182 genes with a minimum gene set size of fifty with FWER *p* < 0.05.

**Figure 5:**
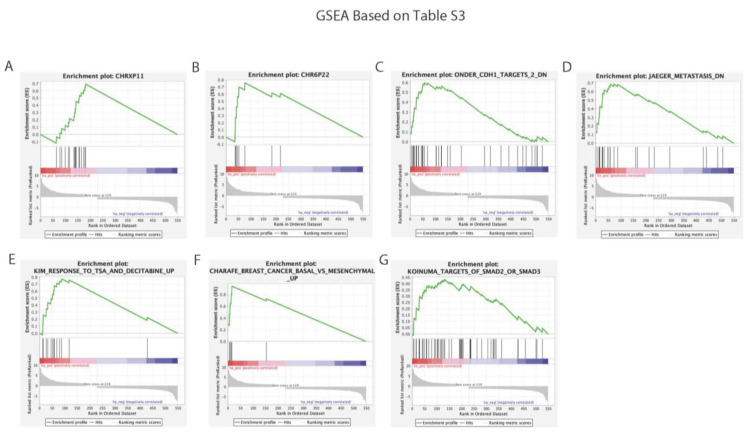
Enrichment plots from the gene set enrichment analysis. (**A**–**F**) are enrichment plots based on Supplementary Table S3’s 549 genes with a minimum gene set size of five with FWER *p* < 0.05. (**G**) is an enrichment plot based on Supplementary Table S3’s 549 genes with a minimum gene set size of fifty with FWER *p* < 0.05.

**Figure 6:**
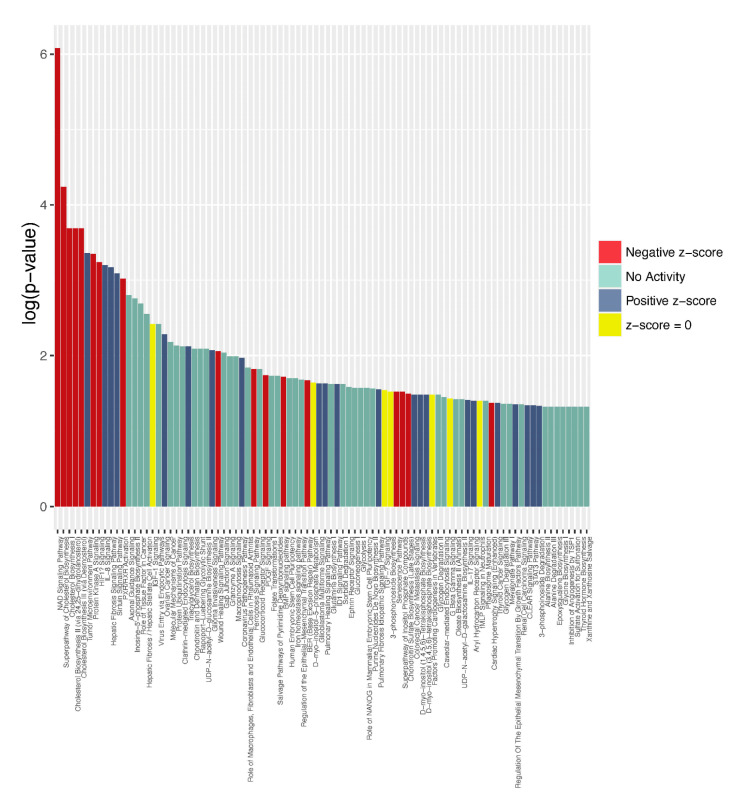
Ingenuity Pathway Analysis identified canonical pathways for human expression amongst −log(*p*-value) and z-score classes. The bar plot describes all the canonical pathways for the z-score positive, negative, zero, and no activity pattern.

**Figure 7:**
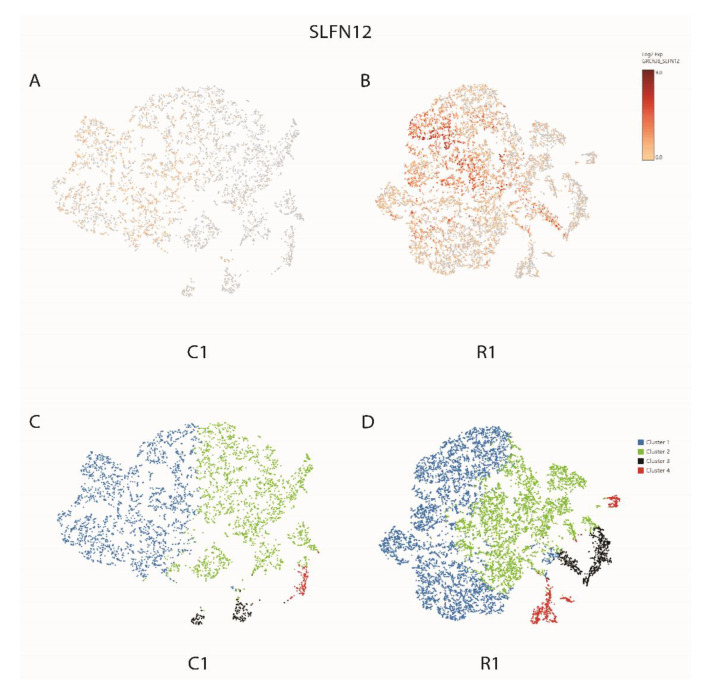
Single-cell expression of SLFN12 in (**A**) C1 and (**B**) R1. Log2 expression in 0–9.0. (**C**) Four K-means clusters of C1. (**D**) Four K-means clusters of R1.

**Figure 8:**
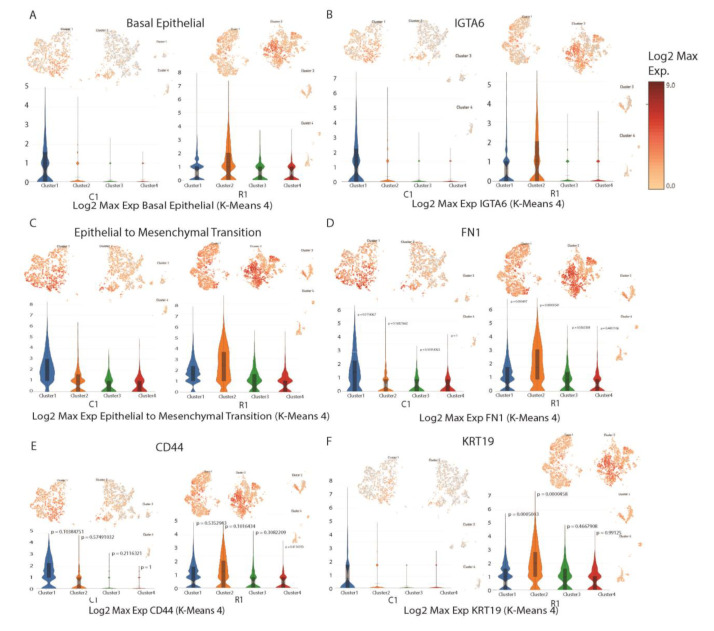
Cell type from single-cell analysis. (**A**) Basal epithelial cell type’s overall expression (**B**) IGTA6 gene expression (basal epithelial cell type gene) (**C**) Epithelial-to-mesenchymal transition cell type’s overall expression (**D**) FN1 gene expression (epithelial-to-mesenchymal transition cell type gene) (**E**) CD44 gene expression (epithelial-to-mesenchymal transition cell type gene). (**F**) KRT19 gene expression (luminal epithelial cell type gene). Log2 expression in 0–9.0. *p*-values given for significant clusters identified by the single-cell analysis.

**Figure 9:**
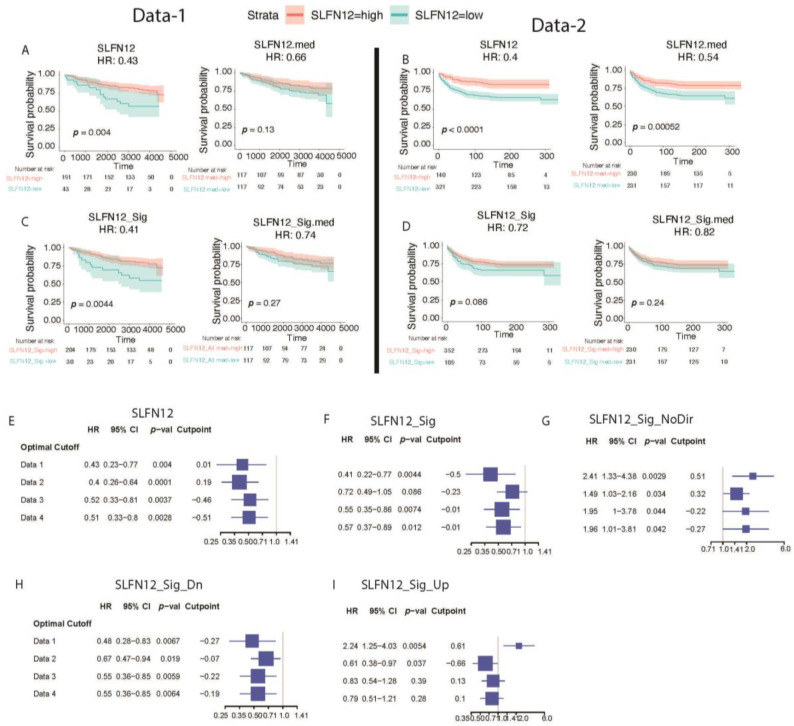
Kaplan–Meier curve describing the relapse-free survival (RFS) association of SLFN12, SLFN12 signature, and SLFN12 downregulated gene sets with the survival probability based on (**A**) optimal cutoff and (**C**) median score for Data-1. Kaplan–Meier curve describing the distant metastasis-free survival (DMFS) association of SLFN12 and SLFN12 signature with the survival probability based on (**B**) optimal cutoff and (**D**) median score for Data-2. Hazards Ratios (HRs) based on optimal cutoffs of Data-1, Data-2, Data-3, and Data-4 for signatures: (**E**) SLFN12, (**F**) SLFN12 Sig, (**G**) SLFN12 genes without direction, (**H**) SLFN12 downregulated genes, (**I**) SLFN12 upregulated genes as defined in the methods. Horizontal bars represent the 95% CIs of the HRs.

**Figure 10:**
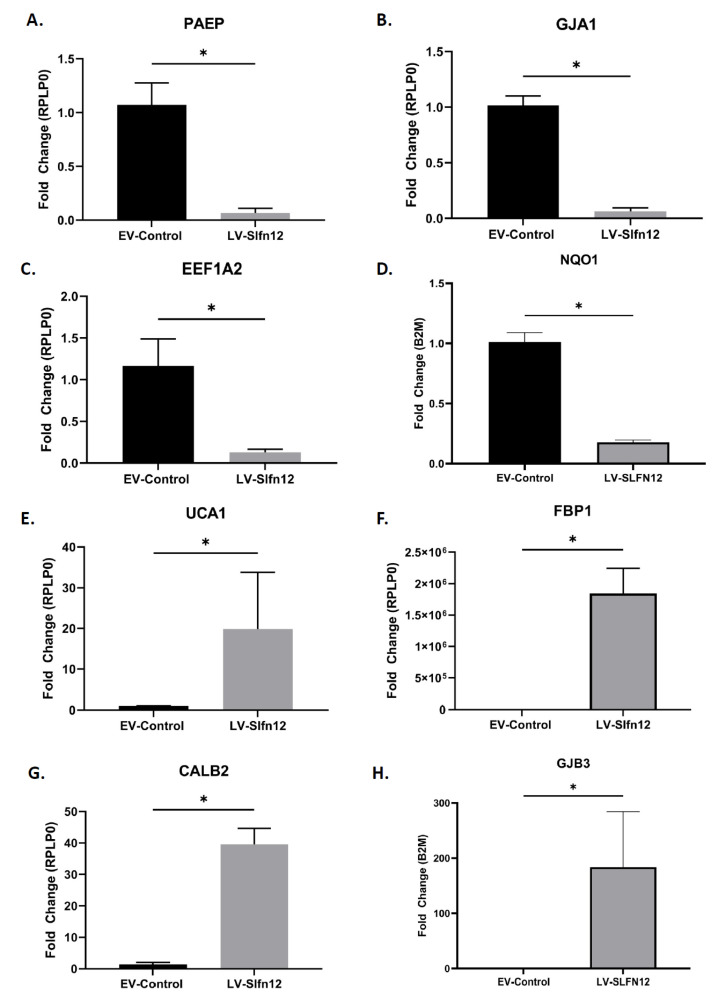
Conformation qPCR analysis of SLFN12 signature genes for EV-control and LV-SLFN12 including: (**A**) PAEP, (**B**) GJA1, (**C**) EEF1A2, (**D**) NQO1, (**E**) UCA1, (**F**) FBP1, (**G**) CALB2, and (**H**) GJB3. RPLP0 or B2M was used as a reference gene (n = 4–5, * *p* < 0.01). Data are expressed as mean ± SEM.

**Figure 11:**
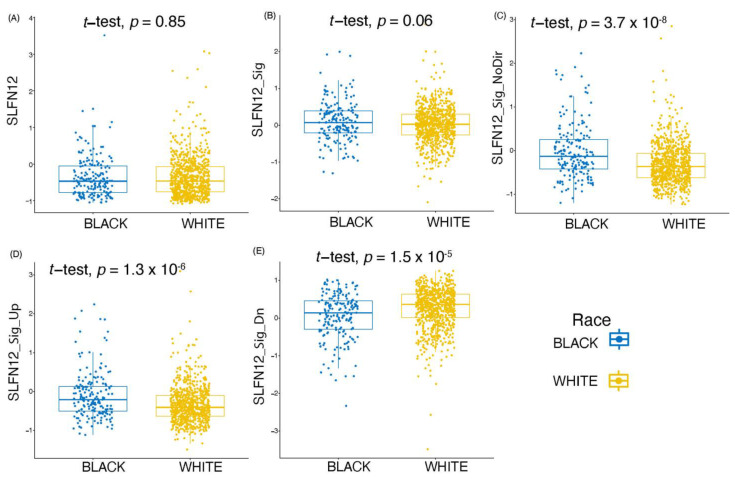
A box plot describing the race difference for (**A**) SLFN12, (**B**) SLFN12_Sig, (**C**) SLFN12_Sig_NoDir, (**D**) SLFN12_Sig_Up, and (**E**) SLFN12_Sig_Dn genes for white and black patients for Data-1.

**Table 1:** Genes with *p* < 0.05 based on a single-cell K-means analysis. Genes for C1 and R1 are shown in parentheses for each cluster with overlapping genes shown in the table.

		C1			
		Cluster 1 (236)	Cluster 2 (271)	Cluster 3 (91)	Cluster 4 (0)
**R1**	Cluster 1 (200)	87	112	41	0
	Cluster 2 (225)	99	126	40	0
	Cluster 3 (15)	4	4	20	0
	Cluster 4 (25)	6	19	19	0

## Data Availability

The data generated in this study are publicly available in Gene Expression Omnibus (GEO) at GSE215442.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15020402/s1, Figure S1: Flowchart of the study design; Figure S2: Cell type single cell analysis; Figure S3: hazards ratios (HRs) based on median cutoffs of data-1, data-2, data-3, and data-4 for signatures; Figure S4: Distribution, Maximally Selected Rank Statistics, and Kaplan Meier survival plots for Data-1; Figure S5: Distribution, Maximally Selected Rank Statistics, and Kaplan Meier survival plots for Data-2; Figure S6: Distribution, Maximally Selected Rank Statistics, and Kaplan Meier survival plots for Data-3; Figure S7: Distribution, Maximally Selected Rank Statistics, and Kaplan Meier survival plots for Data-4; Figure S8: A box plot describing the race difference; Table S1: Dataset characteristics; Table S2: Global gene expression analysis of genes with *p* < 0.05; Table S3: Global Gene Expression Analysis of Human Genes with *p* < 0.05 and FC > 2 and FC < 0.5, and genes with FC > 4-fold; Table S4: GSEA identified gene sets with minimum size 5 and nominal *p*-value < 0.05 based on Table 1’s 1182 genes (*p* < 0.05); Table S5: GSEA identified gene sets with minimum size 50 and nominal *p*-value < 0.05 based on Table 1’s 1182 genes (*p* < 0.05); Table S6: GSEA identified gene sets with minimum size 5 and nominal *p*-value < 0.05 based on Table S2’s 549 genes; Table S7: GSEA identified gene sets with minimum size 50 and nominal *p*-value < 0.05 based on Table S2’s 549 genes; Table S8: *p*-values from Single Cell analysis of C1 and R1.

# Supplementary material for: Schlafen 12 Slows TNBC Tumor Growth, Induces Luminal Markers, and Predicts Favorable Survival
**Source:** Cancers (Basel). 2023 Jan 7;15(2):402. doi: 10.3390/cancers15020402

# Supplementary Figure-3

A

SLFN12

HR 95% CI p-val Cutpoint

Median Cutoff

|        |      |           |         |
|--------|------|-----------|---------|
| Data 1 | 0.54 | 0.38–0.77 | 0.00052 |
| Data 2 | 0.66 | 0.39–1.14 | 0.13    |
| Data 3 | 0.89 | 0.57–1.37 | 0.58    |
| Data 4 | 0.91 | 0.59–1.4  | 0.67    |

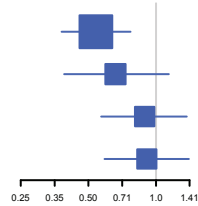

B

SLFN12\_Sig

HR 95% CI p-val Cutpoint

Median Cutoff

|        |      |           |      |
|--------|------|-----------|------|
| Data 1 | 0.82 | 0.58–1.15 | 0.24 |
| Data 2 | 0.74 | 0.43–1.27 | 0.27 |
| Data 3 | 0.93 | 0.6–1.43  | 0.73 |
| Data 4 | 0.94 | 0.61–1.45 | 0.78 |

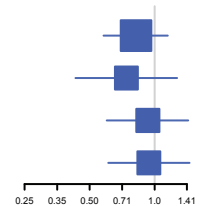

C

SLFN12\_Sig\_NoDir

HR 95% CI p-val Cutpoint

Median Cutoff

|        |      |           |      |
|--------|------|-----------|------|
| Data 1 | 1.28 | 0.91–1.8  | 0.16 |
| Data 2 | 1.23 | 0.72–2.11 | 0.45 |
| Data 3 | 1.14 | 0.74–1.75 | 0.56 |
| Data 4 | 1.15 | 0.74–1.76 | 0.53 |

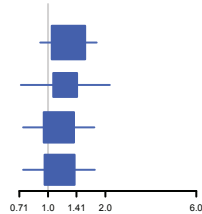

D

SLFN12\_Sig\_Dn

HR 95% CI p-val Cutpoint

Median Cutoff

|        |      |           |       |
|--------|------|-----------|-------|
| Data 1 | 0.84 | 0.6–1.19  | 0.33  |
| Data 2 | 0.85 | 0.49–1.45 | 0.54  |
| Data 3 | 0.59 | 0.38–0.91 | 0.017 |
| Data 4 | 0.6  | 0.39–0.92 | 0.019 |

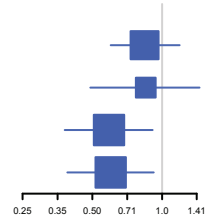

E

SLFN12\_Sig\_Up

HR 95% CI p-val Cutpoint

Median Cutoff

|        |      |           |      |
|--------|------|-----------|------|
| Data 1 | 1.22 | 0.86–1.71 | 0.27 |
| Data 2 | 1.08 | 0.63–1.84 | 0.78 |
| Data 3 | 1.02 | 0.67–1.58 | 0.91 |
| Data 4 | 0.95 | 0.62–1.47 | 0.83 |

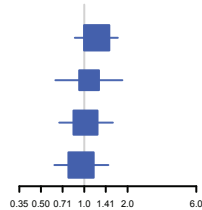

**Supplement:** Supplementary file 1

# Supplementary material for: Schlafen 12 Slows TNBC Tumor Growth, Induces Luminal Markers, and Predicts Favorable Survival
**Source:** Cancers (Basel). 2023 Jan 7;15(2):402. doi: 10.3390/cancers15020402
**Supplement:** Supplementary file 1

Supplementary Figure-4  
SLFN12

Distribution

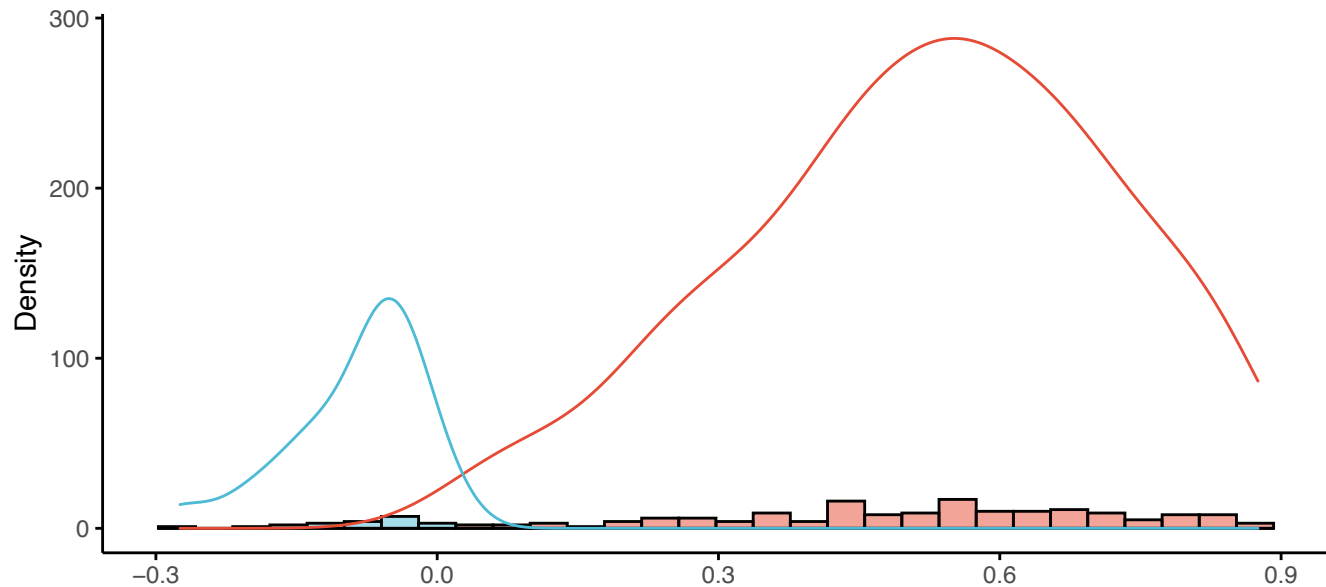

Maximally Selected Rank Statistics

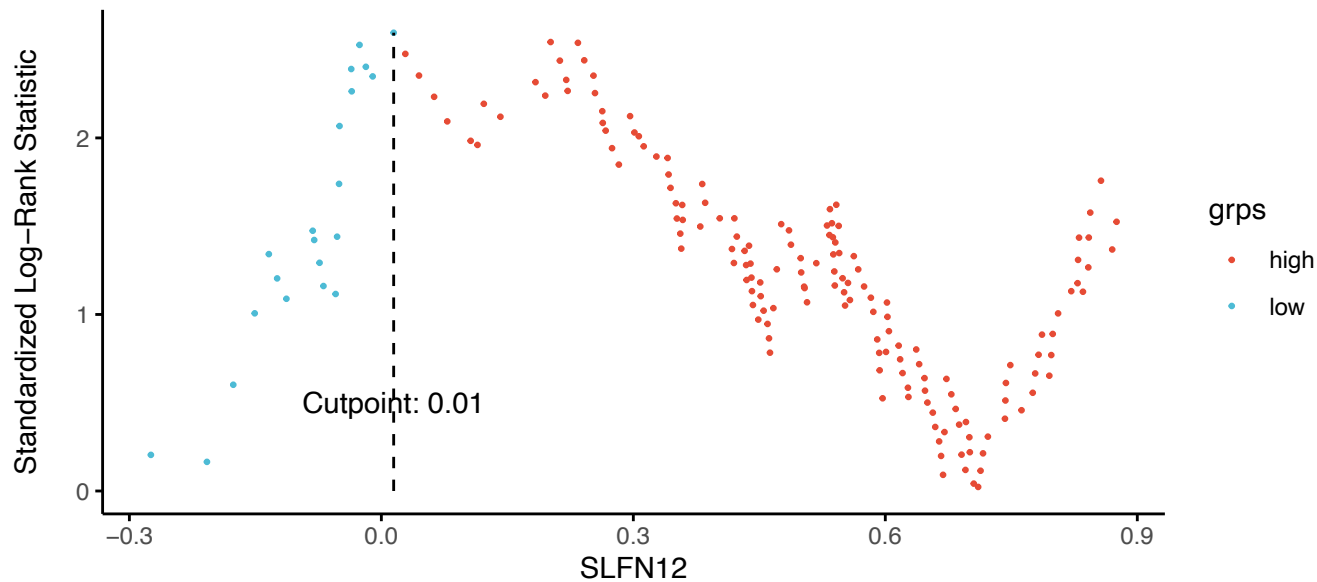

# SLFN12\_Sig

## Distribution

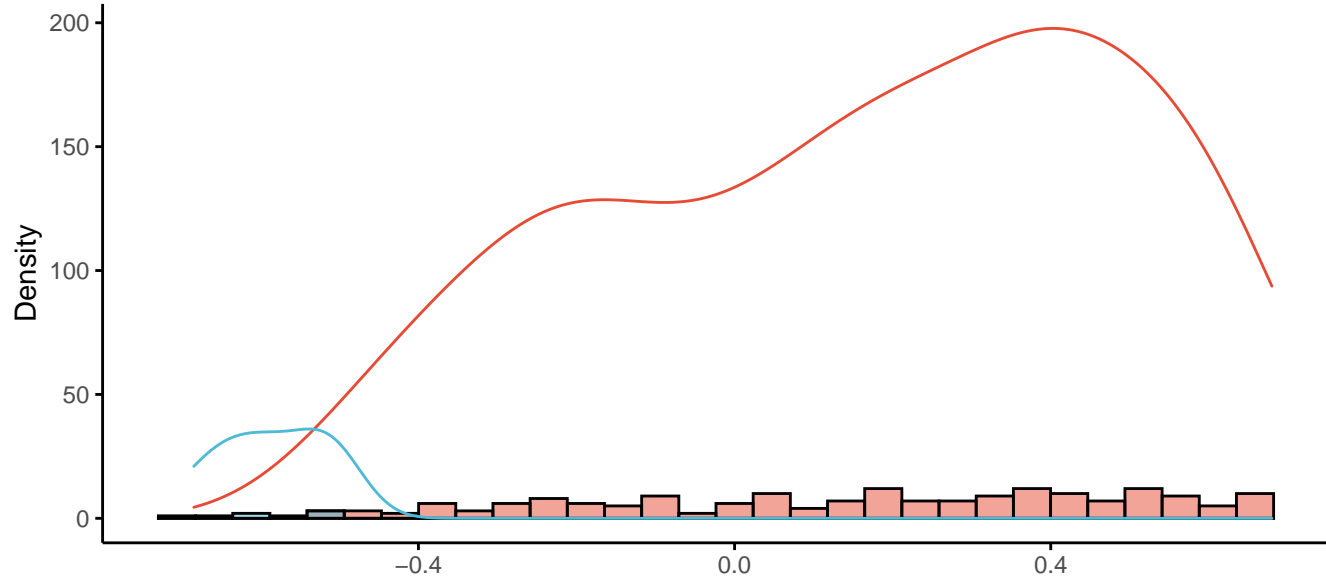

## Maximally Selected Rank Statistics

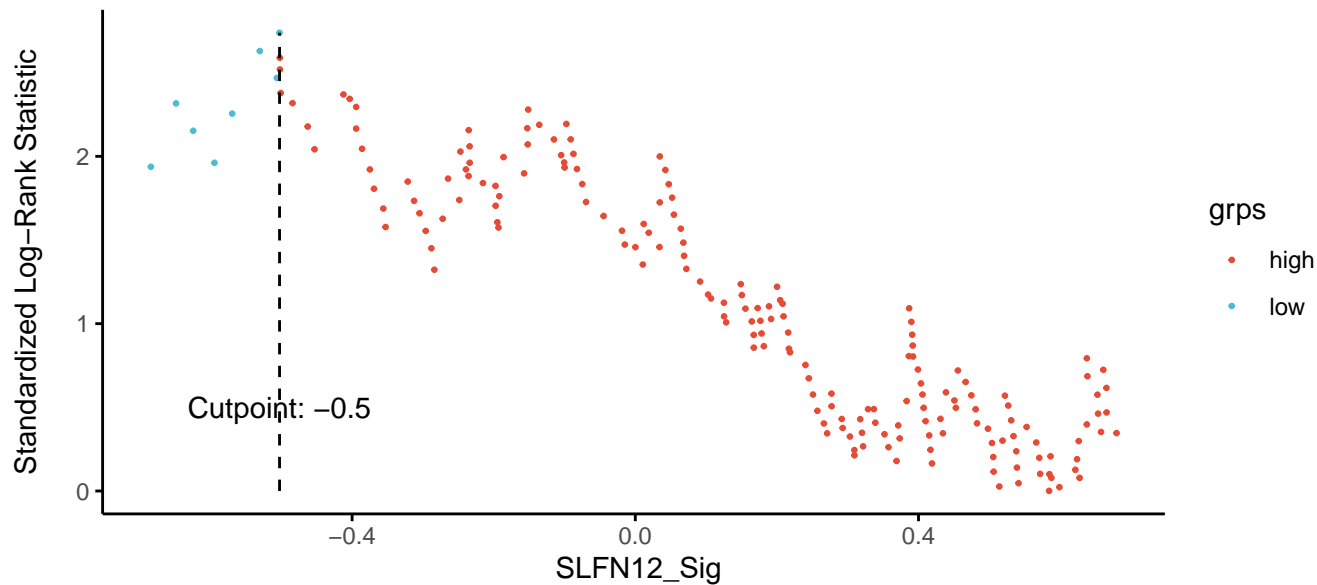

## SLFN12\_Sig\_NoDir

Distribution

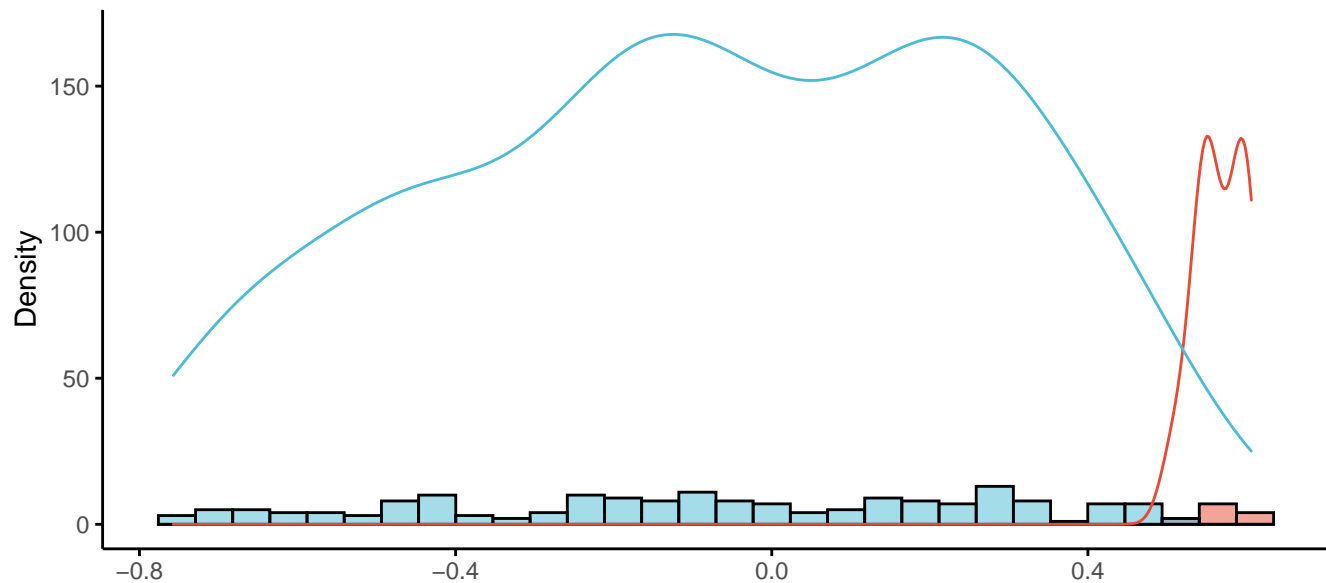

Maximally Selected Rank Statistics

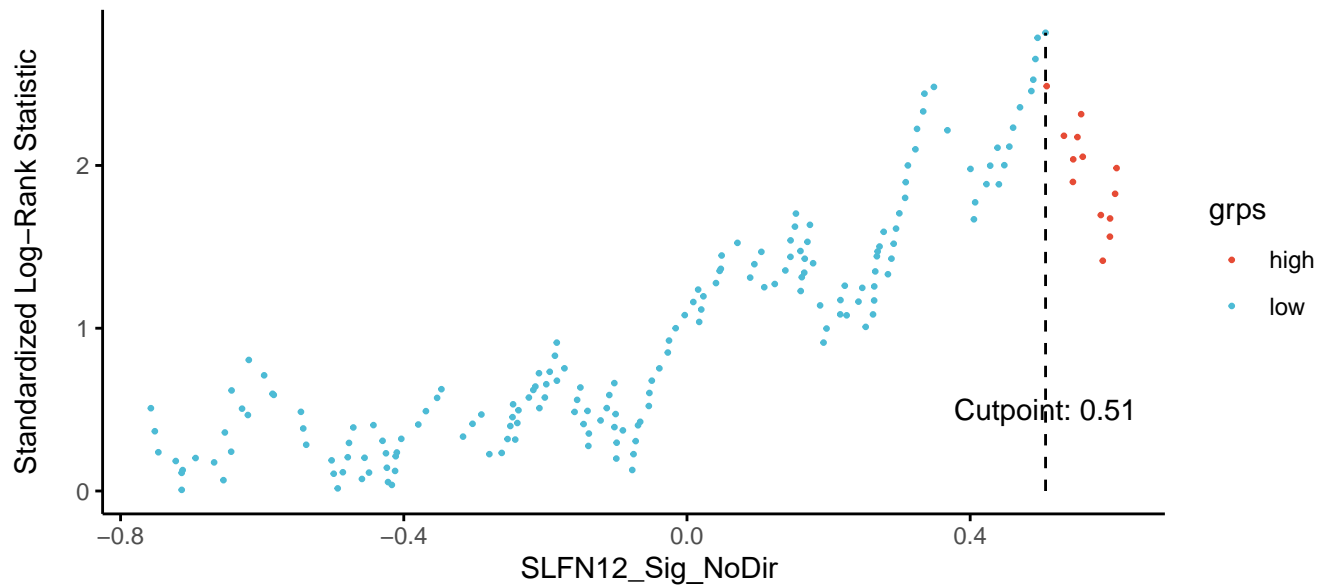

# SLFN12\_Sig\_Up

## Distribution

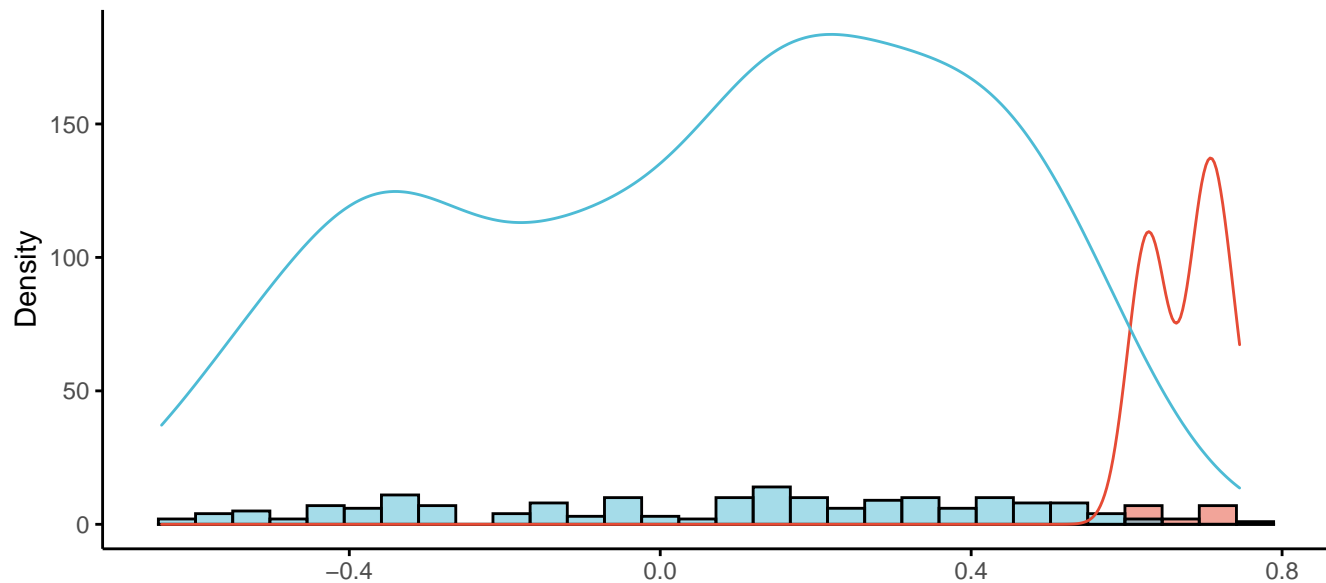

## Maximally Selected Rank Statistics

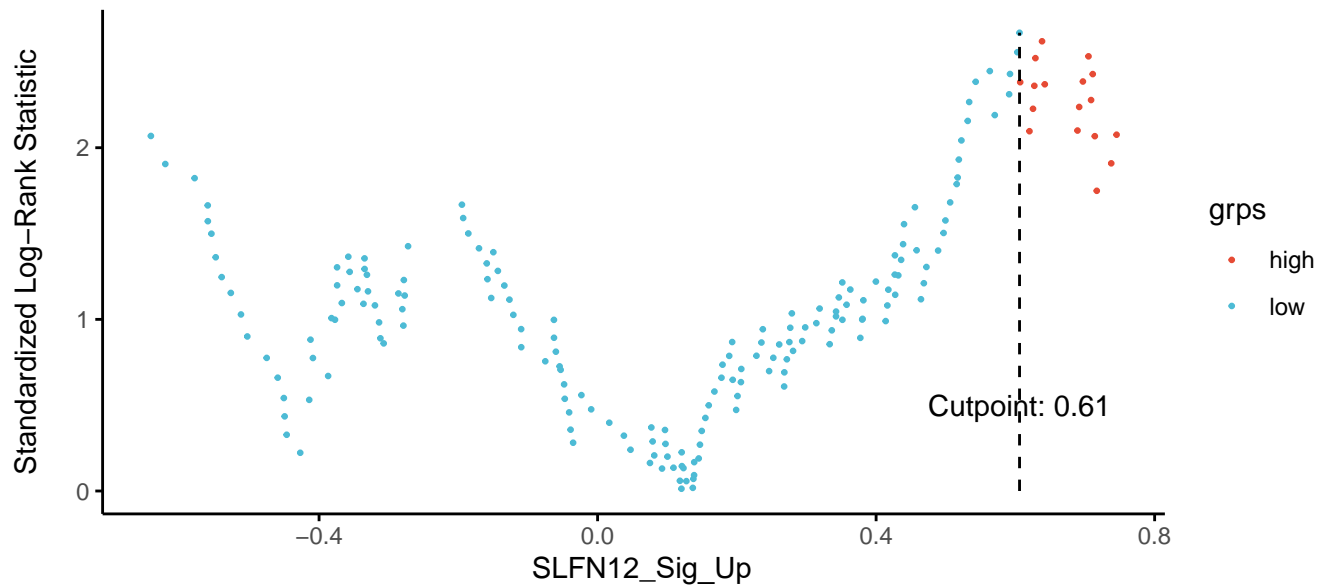

# SLFN12\_Sig\_Dn

## Distribution

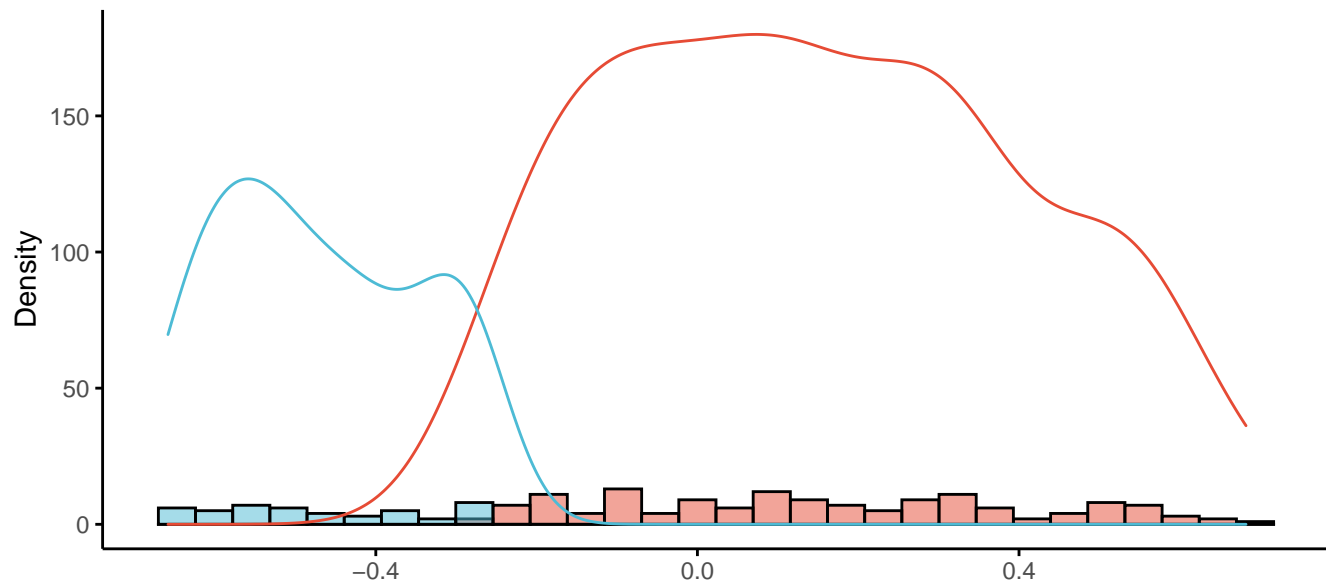

## Maximally Selected Rank Statistics

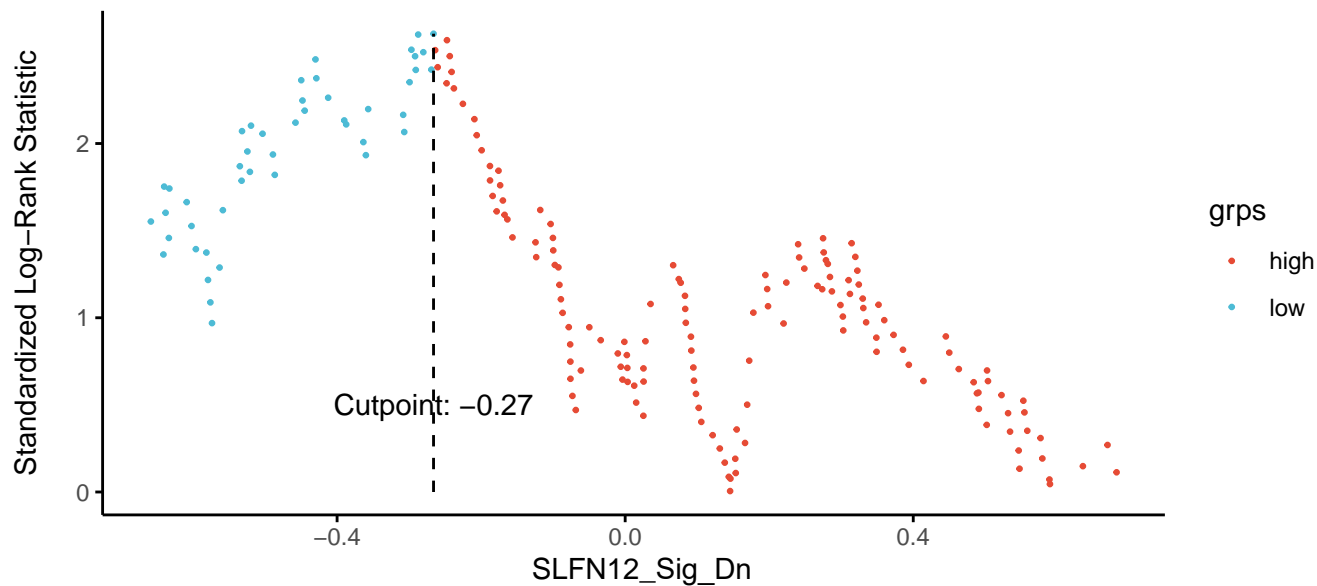

# SLFN12 HR:0.43(0.23–0.77)

Strata SLFN12=high SLFN12=low

Survival probability

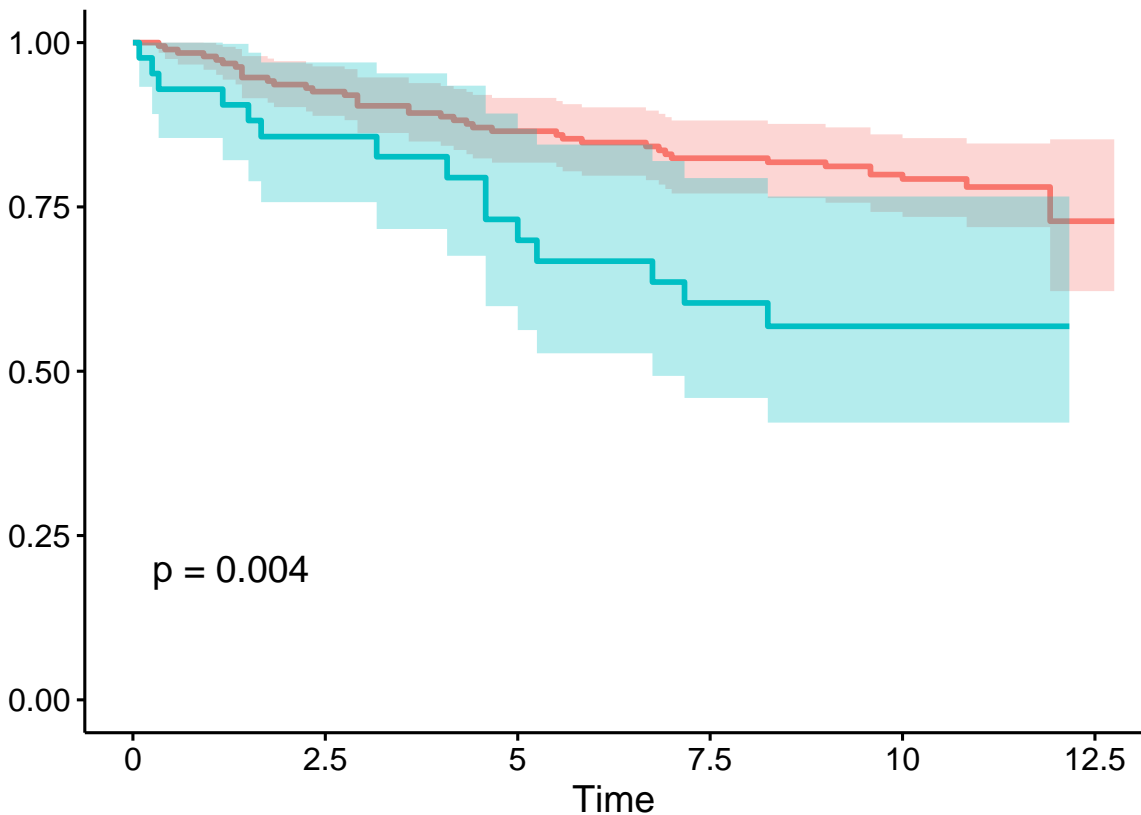

p = 0.004

Number at risk

|             |     |     |     |     |     |   |
|-------------|-----|-----|-----|-----|-----|---|
| SLFN12=high | 191 | 172 | 154 | 136 | 119 | 5 |
| SLFN12=low  | 43  | 30  | 23  | 18  | 15  | 0 |

# SLFN12.med HR:0.66(0.39–1.14)

Strata SLFN12.med=high SLFN12.med=low

Survival probability

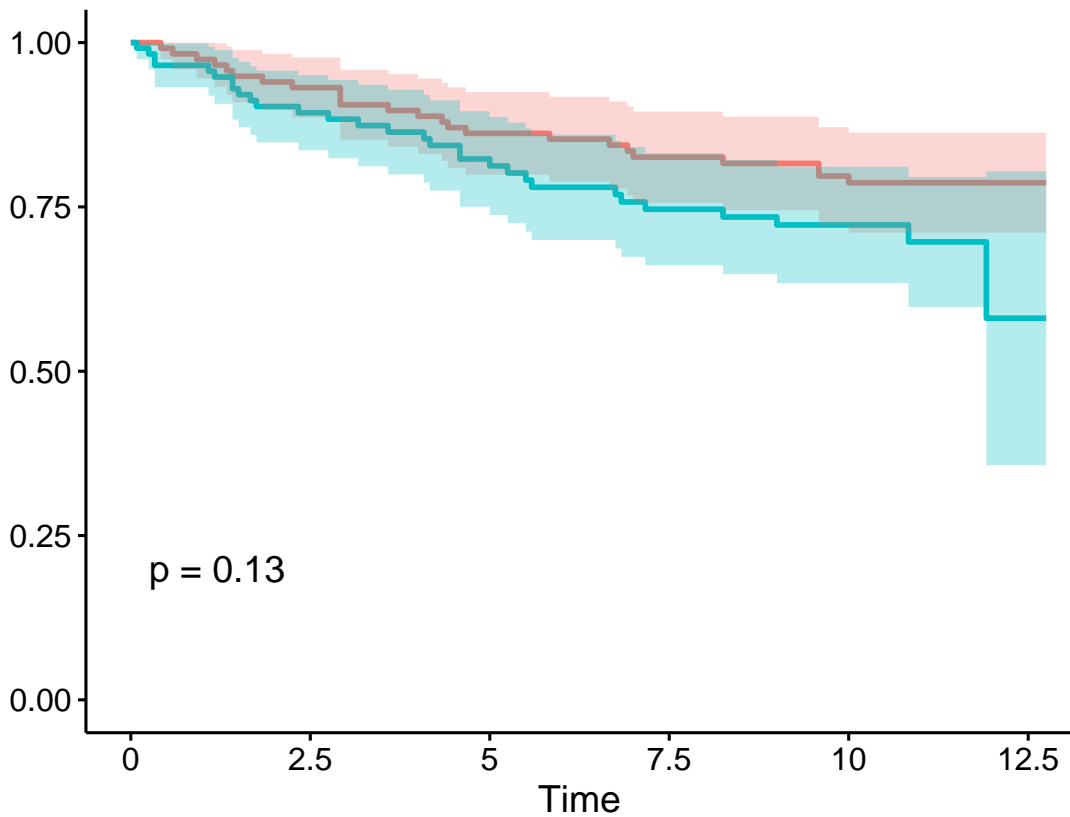

p = 0.13

Number at risk

|                 |     |     |    |    |    |   |
|-----------------|-----|-----|----|----|----|---|
| SLFN12.med=high | 117 | 108 | 99 | 88 | 78 | 2 |
| SLFN12.med=low  | 117 | 94  | 78 | 66 | 56 | 3 |

# SLFN12\_Sig HR:0.41(0.22–0.77)

Strata SLFN12\_Sig=high SLFN12\_Sig=low

Survival probability

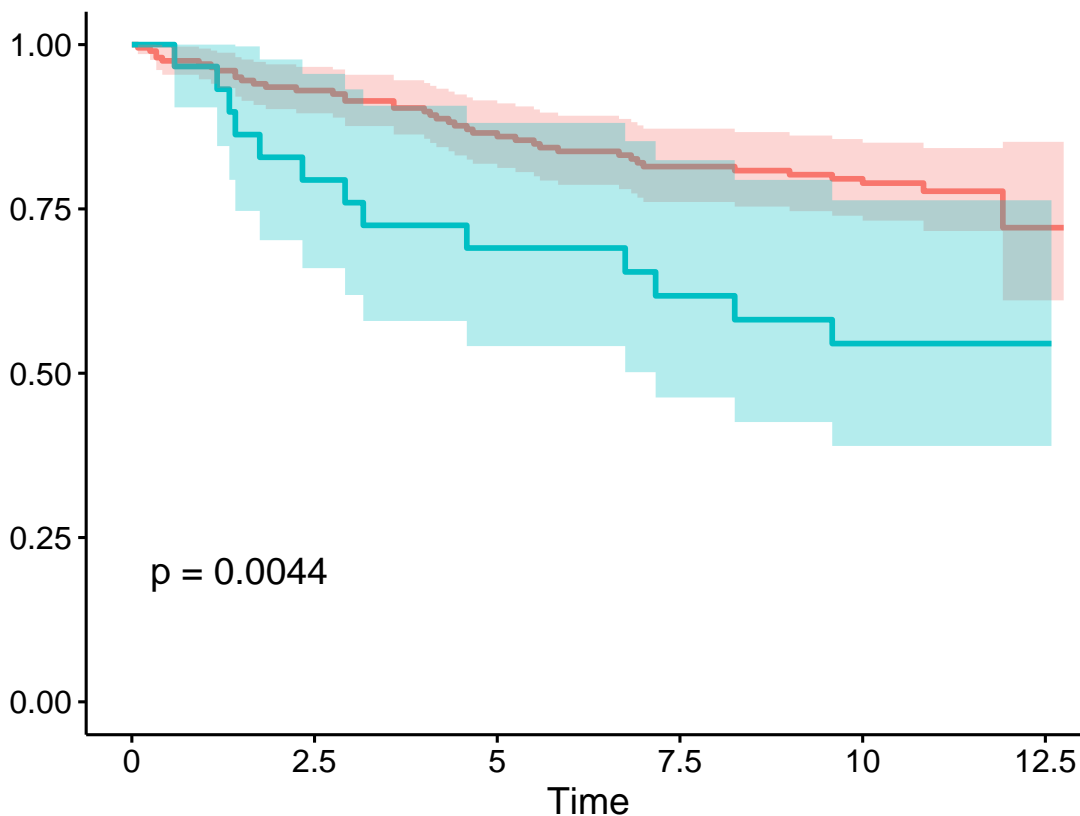

Number at risk

|                 |     |     |     |     |     |   |
|-----------------|-----|-----|-----|-----|-----|---|
| SLFN12_Sig=high | 204 | 179 | 157 | 137 | 121 | 4 |
| SLFN12_Sig=low  | 30  | 23  | 20  | 17  | 13  | 1 |

# SLFN12\_Sig.med HR:0.74(0.43–1.27)

Strata SLFN12\_Sig.med=high SLFN12\_Sig.med=low

Survival probability

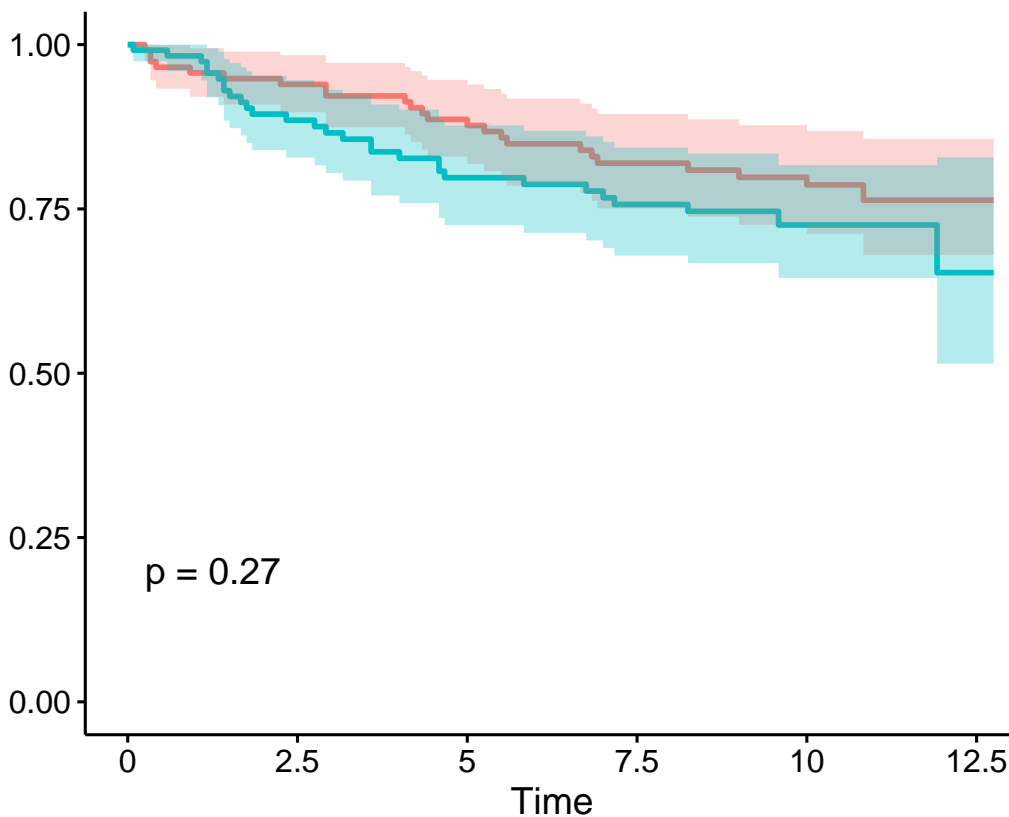

p = 0.27

Number at risk

|                     |     |     |    |    |    |   |
|---------------------|-----|-----|----|----|----|---|
| SLFN12_Sig.med=high | 117 | 107 | 96 | 81 | 69 | 3 |
| SLFN12_Sig.med=low  | 117 | 95  | 81 | 73 | 65 | 2 |

# SLFN12\_Sig\_NoDir HR:2.41(1.33–4.38)

Strata SLFN12\_Sig\_NoDir=high SLFN12\_Sig\_NoDir=low

Survival probability

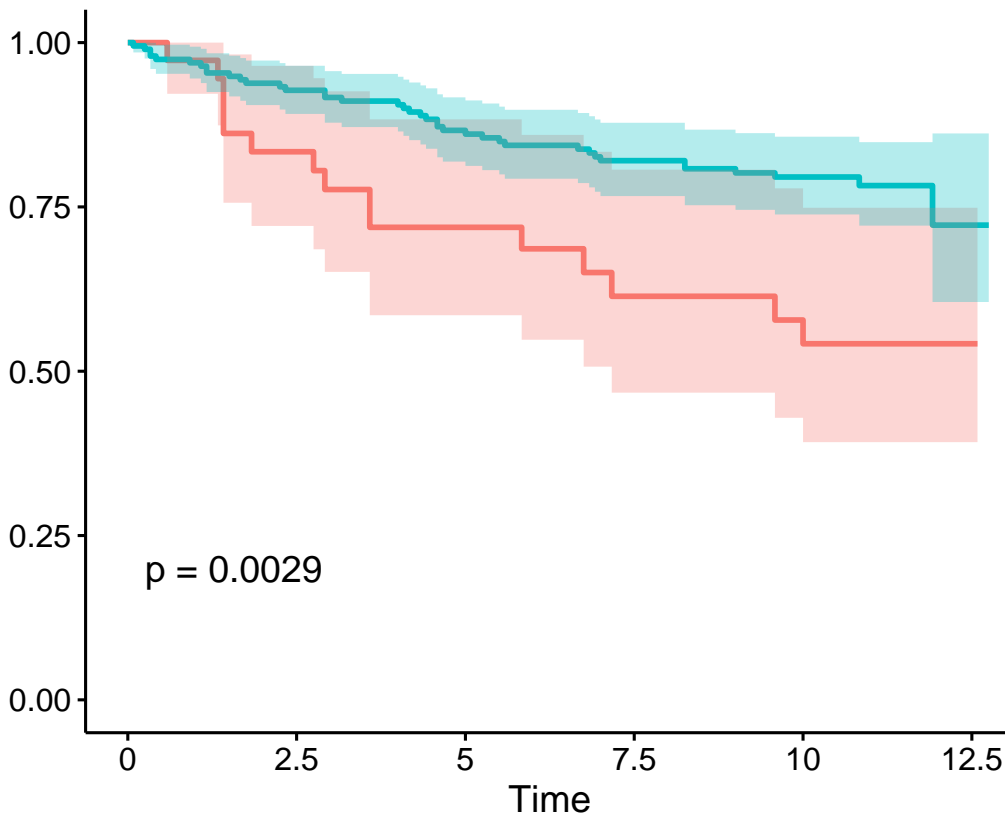

Number at risk

|                       |     |     |     |     |     |   |
|-----------------------|-----|-----|-----|-----|-----|---|
| SLFN12_Sig_NoDir=high | 37  | 30  | 24  | 17  | 16  | 1 |
| SLFN12_Sig_NoDir=low  | 197 | 172 | 153 | 137 | 118 | 4 |

# SLFN12\_Sig\_NoDir.med HR:1.23(0.72–2.11)

Strata SLFN12\_Sig\_NoDir.med=high SLFN12\_Sig\_NoDir.med=low

Survival probability

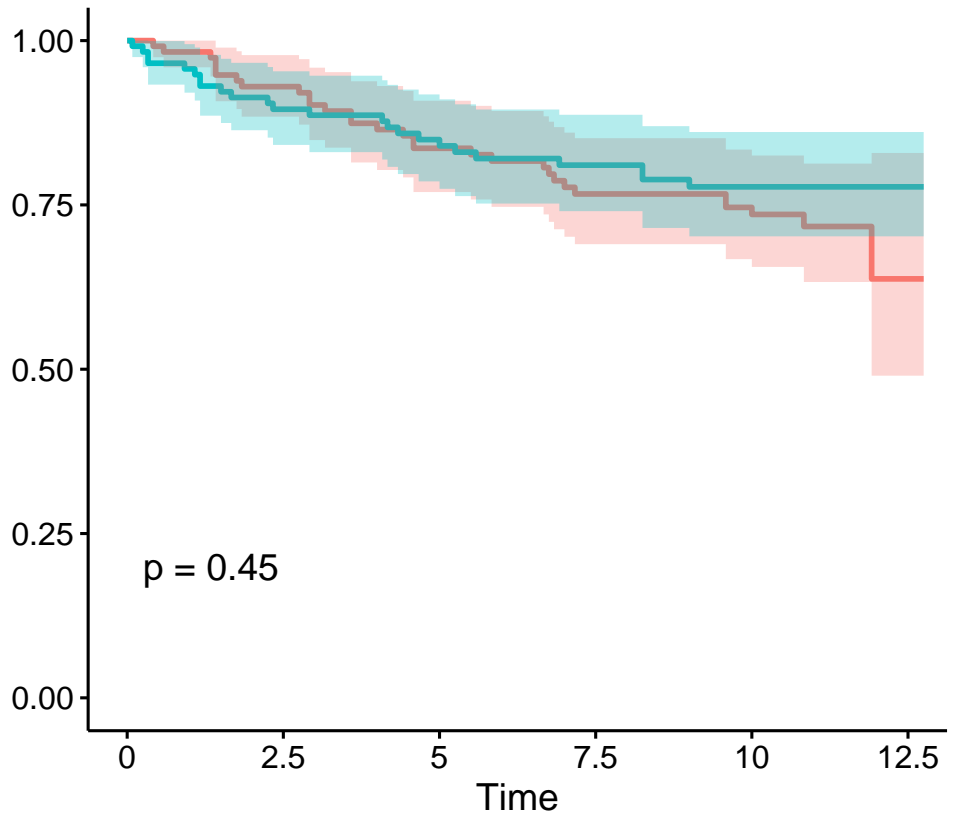

Number at risk

SLFN12\_Sig\_NoDir.med=high 117 102 88 76 70 3

SLFN12\_Sig\_NoDir.med=low 117 100 89 78 64 2

# SLFN12\_Sig\_Up HR:2.24(1.25–4.03)

Strata SLFN12\_Sig\_Up=high SLFN12\_Sig\_Up=low

Survival probability

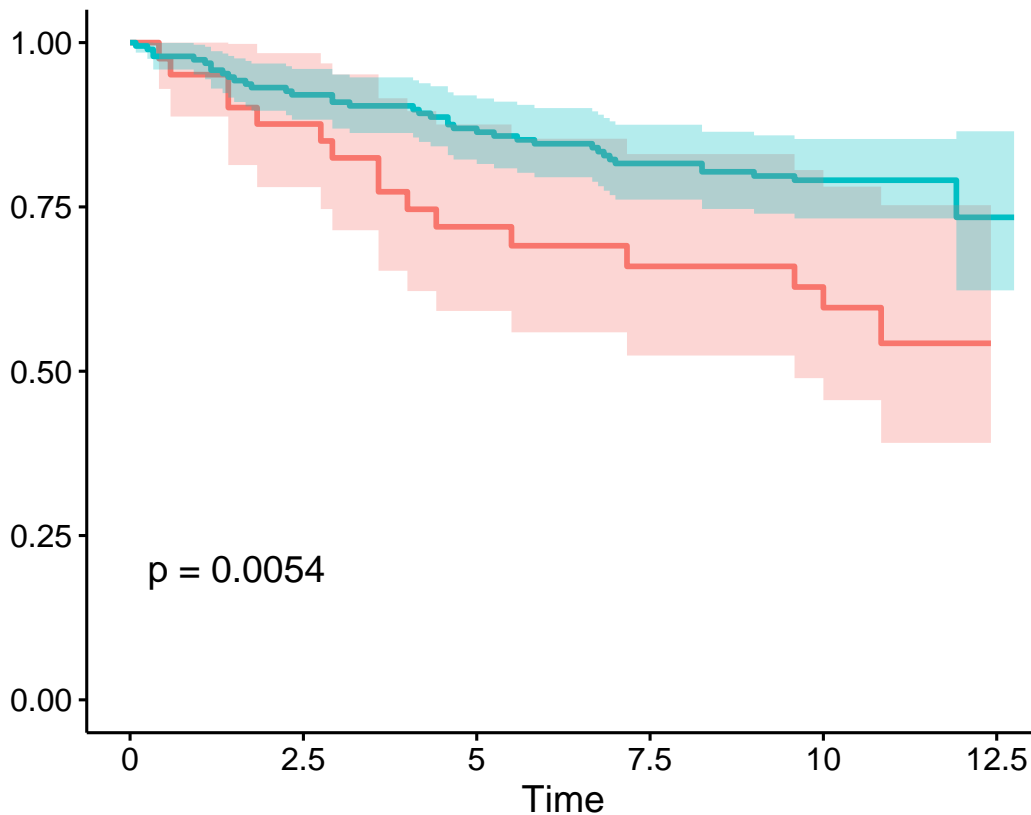

p = 0.0054

Number at risk

|                    |     |     |     |     |     |   |
|--------------------|-----|-----|-----|-----|-----|---|
| SLFN12_Sig_Up=high | 41  | 35  | 27  | 21  | 20  | 0 |
| SLFN12_Sig_Up=low  | 193 | 167 | 150 | 133 | 114 | 5 |

# SLFN12\_Sig\_Up.med HR:1.08(0.63–1.84)

Strata SLFN12\_Sig\_Up.med=high SLFN12\_Sig\_Up.med=low

Survival probability

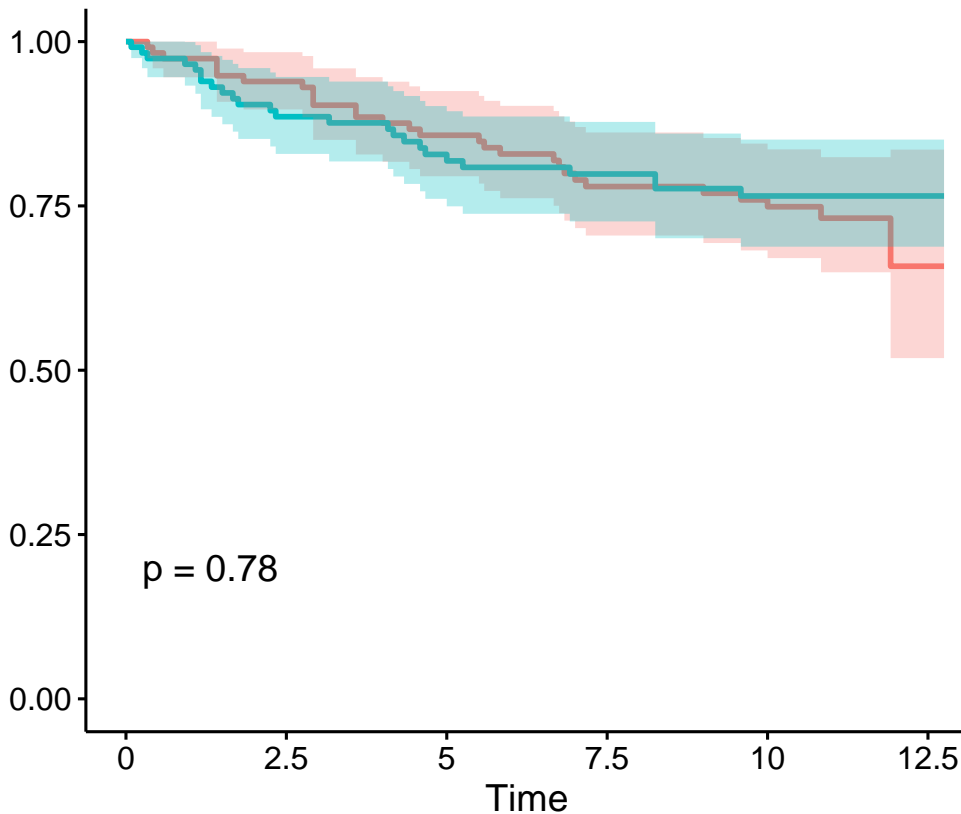

Number at risk

|                        |     |     |    |    |    |   |
|------------------------|-----|-----|----|----|----|---|
| SLFN12_Sig_Up.med=high | 117 | 106 | 93 | 78 | 73 | 4 |
| SLFN12_Sig_Up.med=low  | 117 | 96  | 84 | 76 | 61 | 1 |

# SLFN12\_Sig\_Dn HR:0.48(0.28–0.83)

Strata SLFN12\_Sig\_Dn=high SLFN12\_Sig\_Dn=low

Survival probability

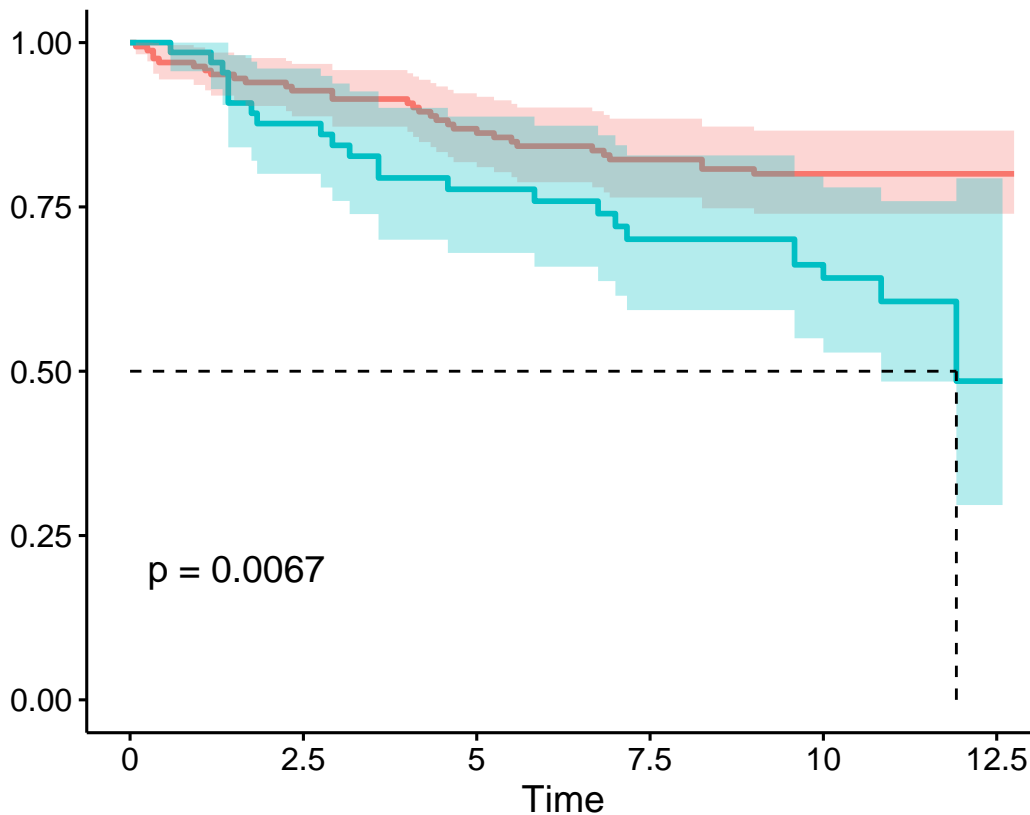

p = 0.0067

Number at risk

|                    |     |     |     |     |     |   |
|--------------------|-----|-----|-----|-----|-----|---|
| SLFN12_Sig_Dn=high | 166 | 148 | 132 | 118 | 101 | 4 |
| SLFN12_Sig_Dn=low  | 68  | 54  | 45  | 36  | 33  | 1 |

# SLFN12\_Sig\_Dn.med HR:0.85(0.49–1.45)

Strata SLFN12\_Sig\_Dn.med=high SLFN12\_Sig\_Dn.med=low

Survival probability

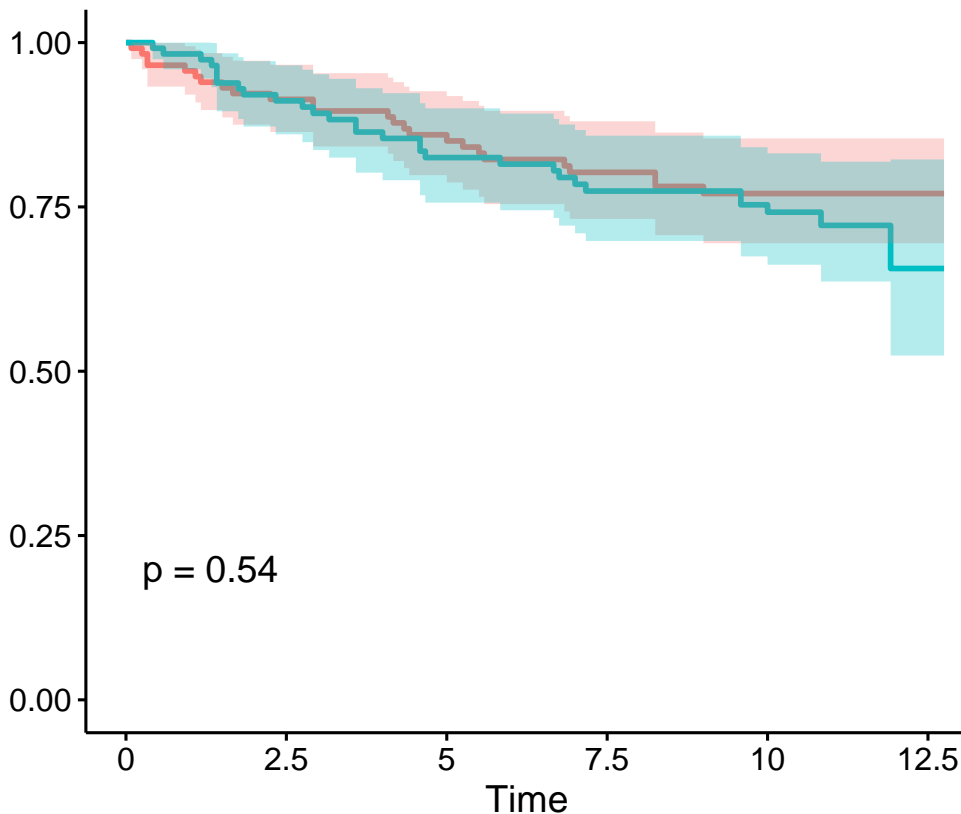

Number at risk

|                        |     |     |    |    |    |   |
|------------------------|-----|-----|----|----|----|---|
| SLFN12_Sig_Dn.med=high | 117 | 104 | 92 | 79 | 67 | 2 |
| SLFN12_Sig_Dn.med=low  | 117 | 98  | 85 | 75 | 67 | 3 |

# Supplementary material for: Schlafen 12 Slows TNBC Tumor Growth, Induces Luminal Markers, and Predicts Favorable Survival
**Source:** Cancers (Basel). 2023 Jan 7;15(2):402. doi: 10.3390/cancers15020402
**Supplement:** Supplementary file 1

Supplementary Figure-5  
SLFN12

Distribution

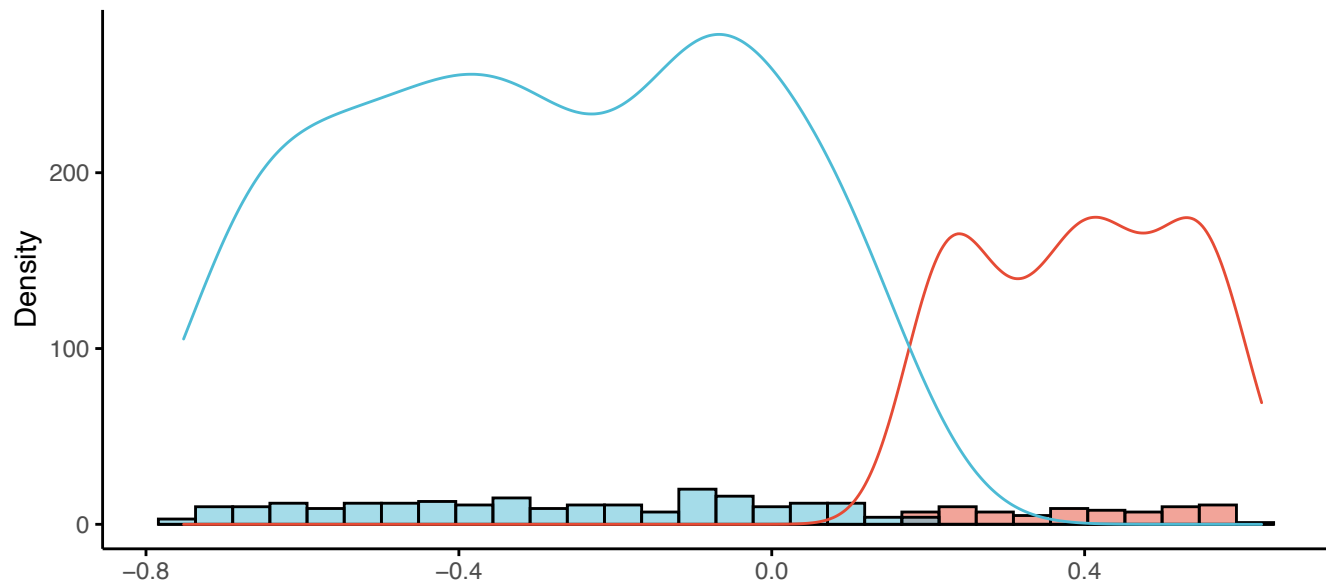

Maximally Selected Rank Statistics

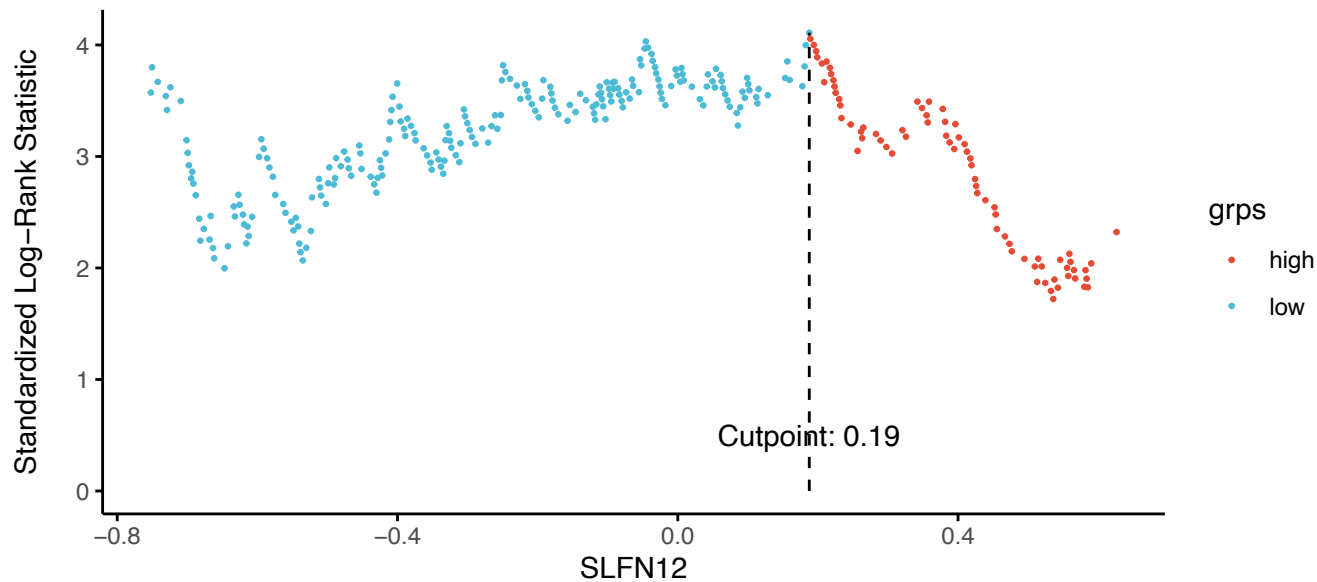

# SLFN12\_Sig

## Distribution

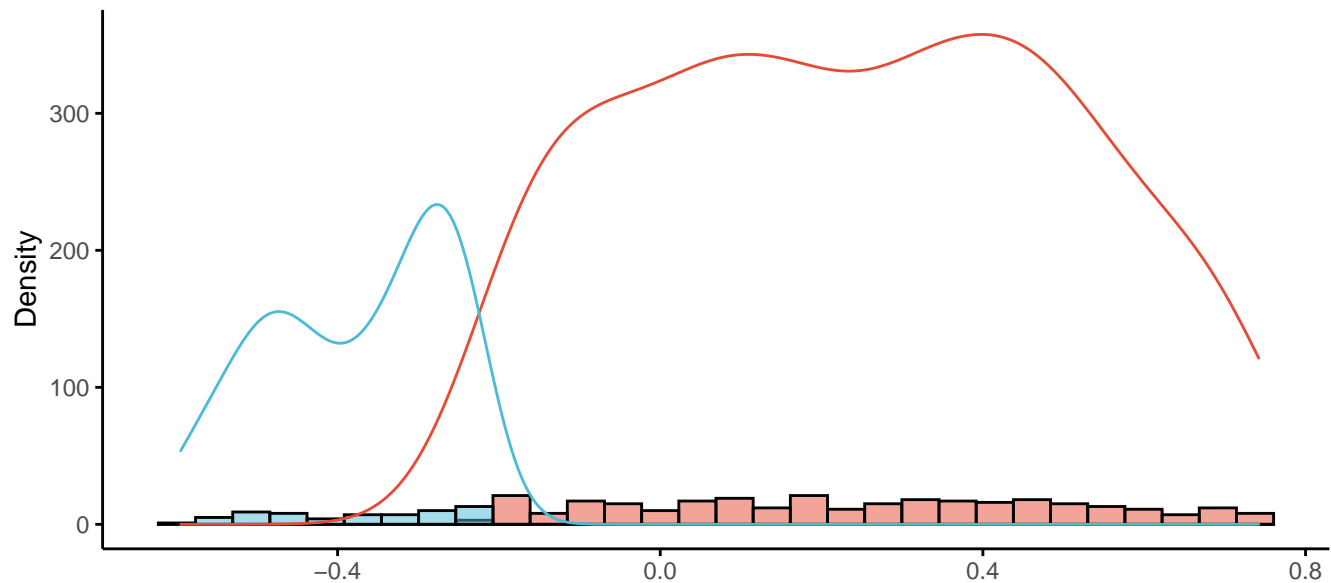

## Maximally Selected Rank Statistics

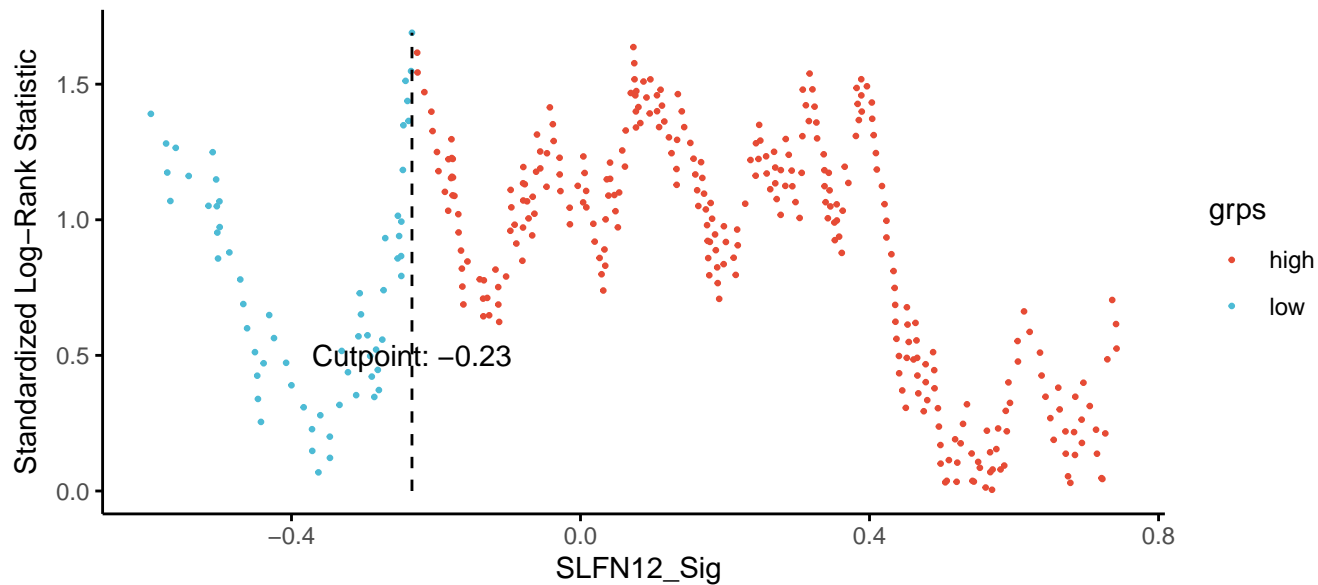

## SLFN12\_Sig\_NoDir

Distribution

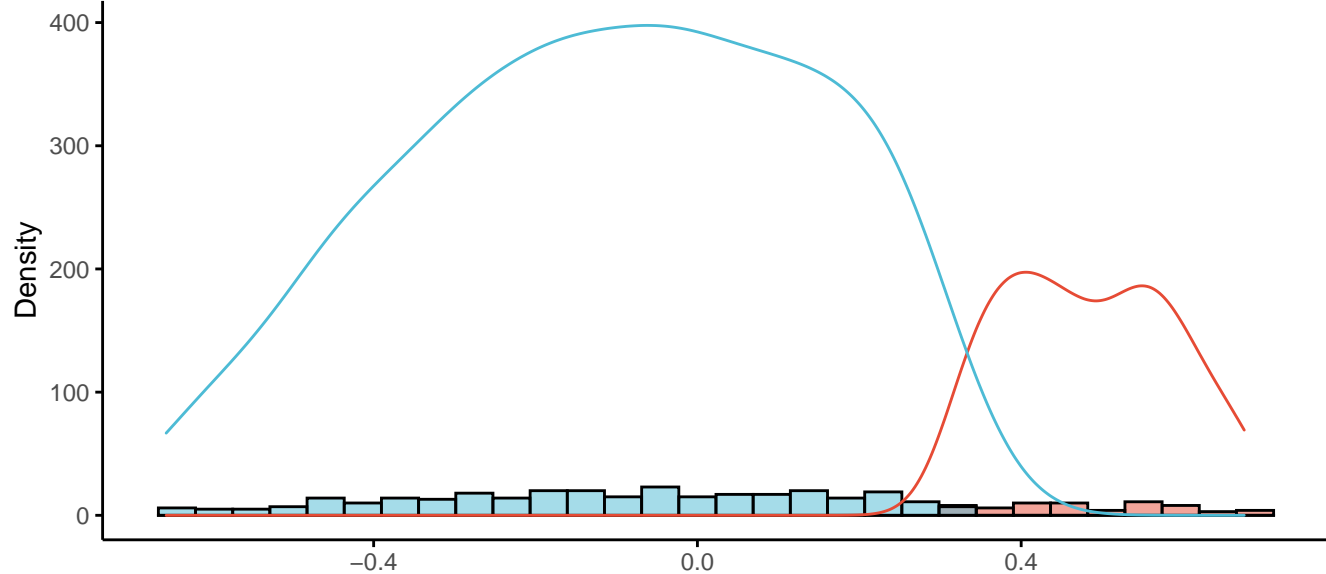

Maximally Selected Rank Statistics

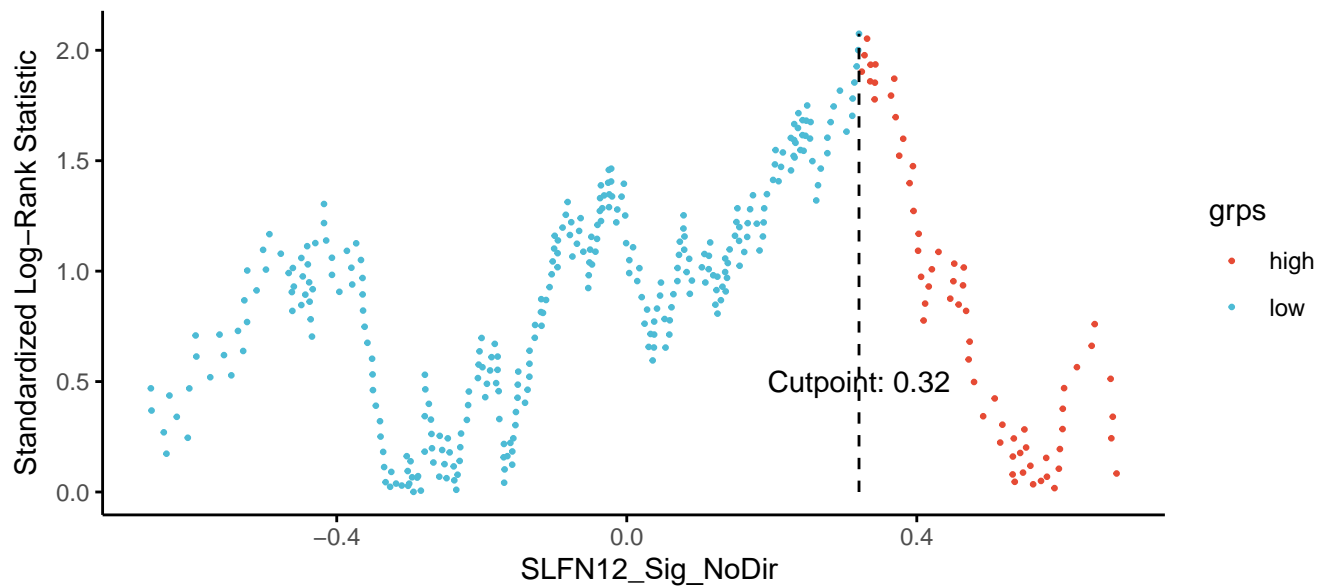

# SLFN12\_Sig\_Up

## Distribution

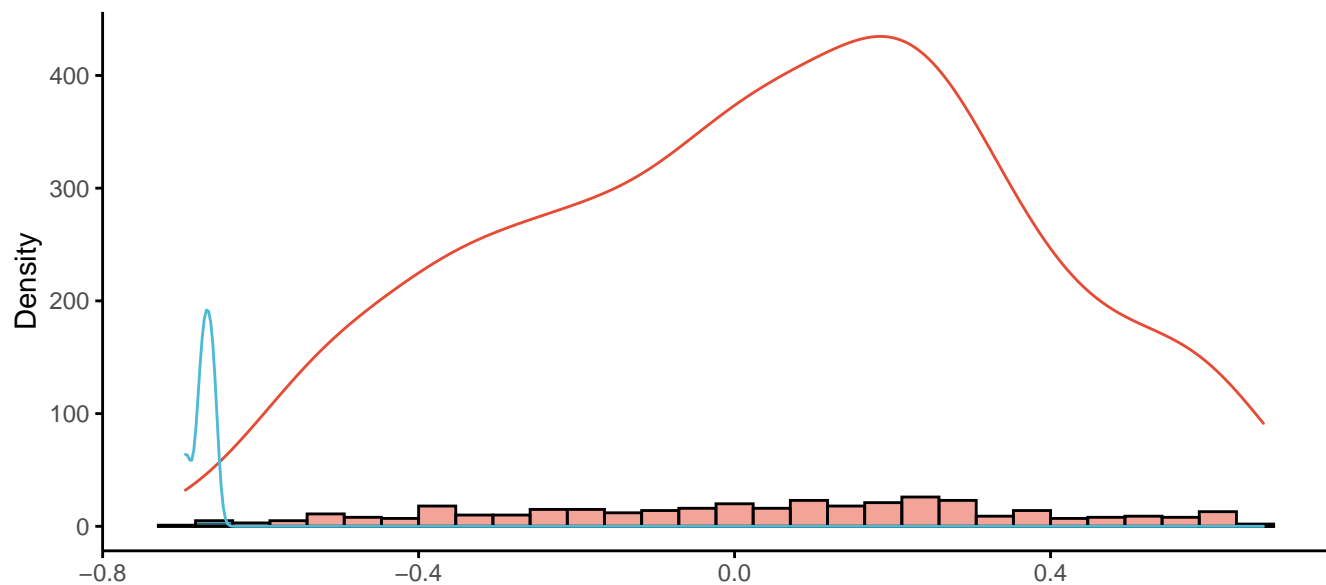

## Maximally Selected Rank Statistics

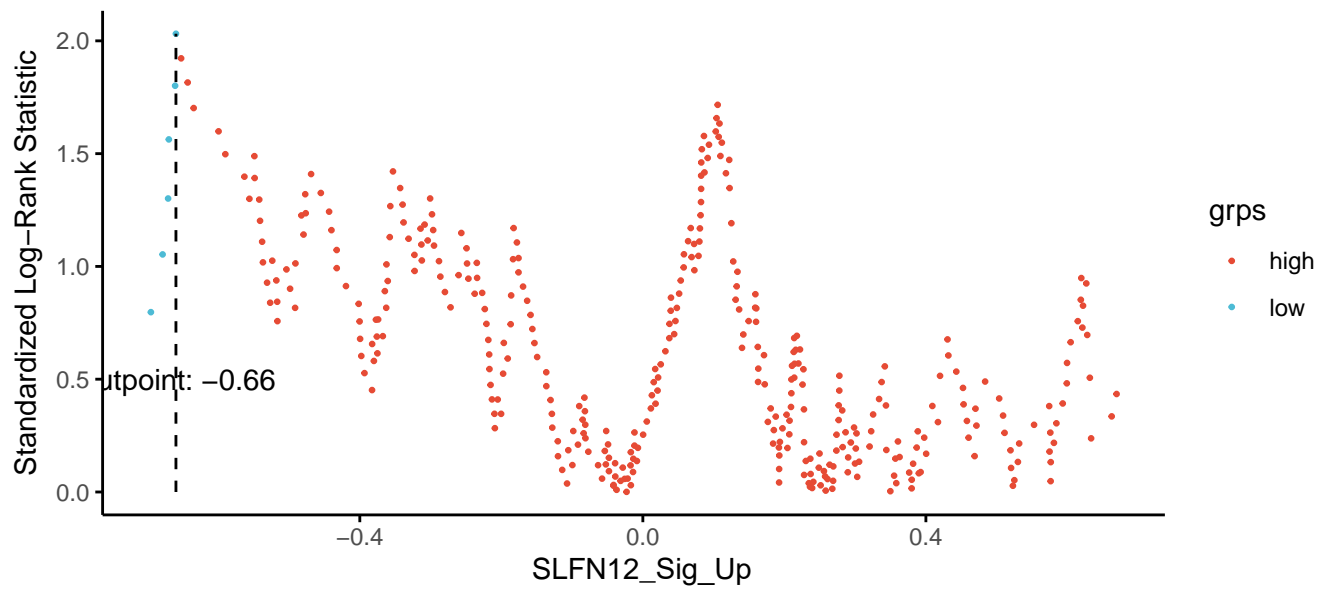

## SLFN12\_Sig\_Dn

Distribution

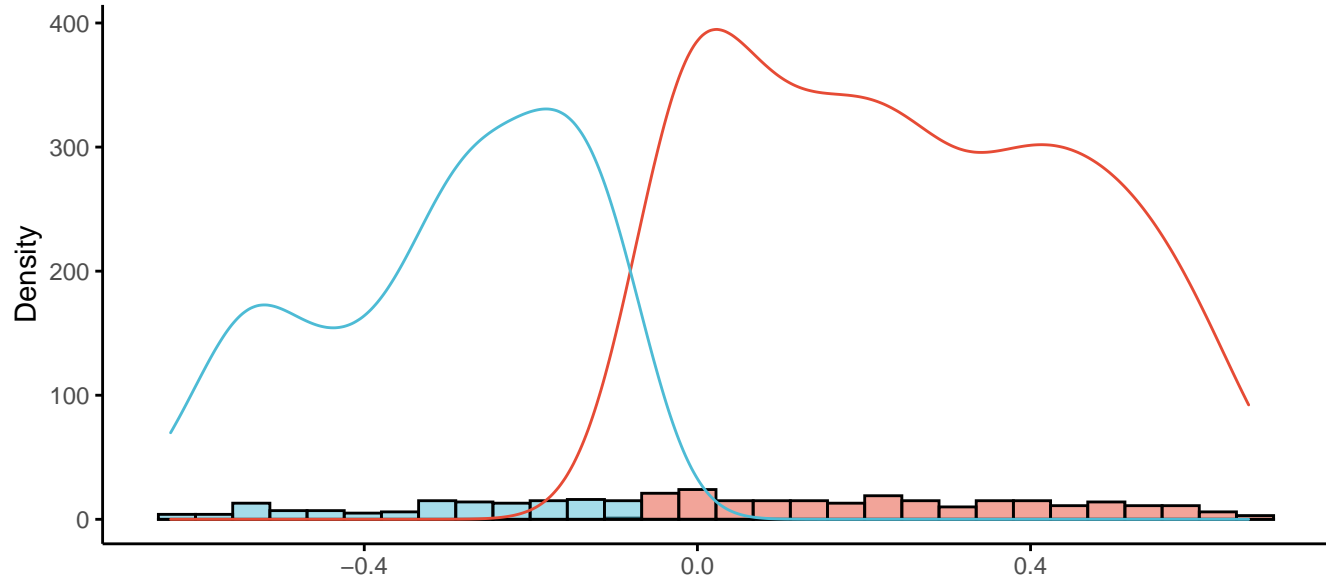

Maximally Selected Rank Statistics

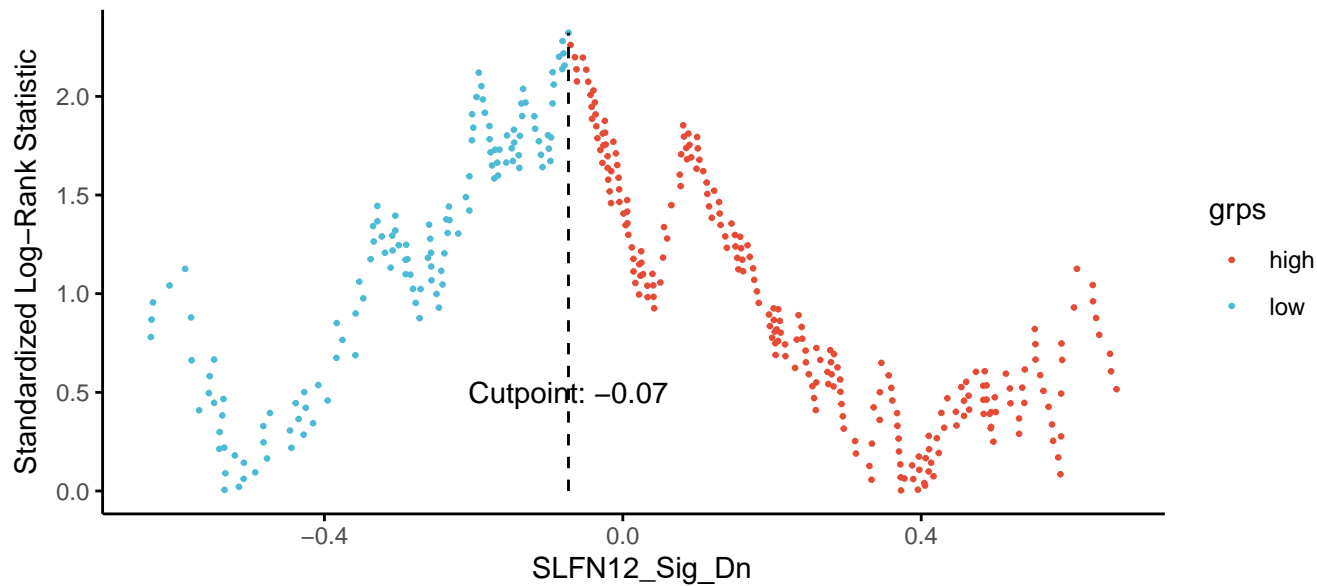

# SLFN12 HR:0.4(0.26–0.64)

Strata SLFN12=high SLFN12=low

Survival probability

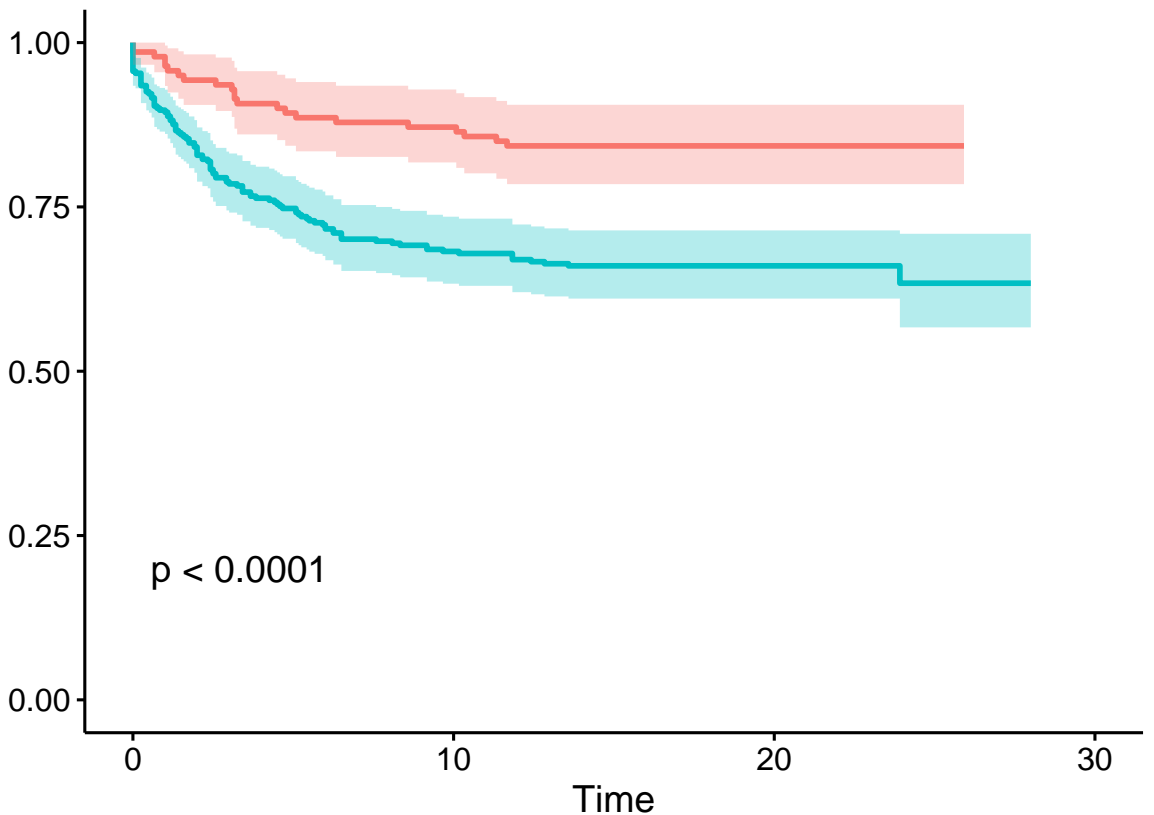

$p < 0.0001$

Number at risk

|             |     |     |    |   |
|-------------|-----|-----|----|---|
| SLFN12=high | 140 | 122 | 52 | 0 |
| SLFN12=low  | 321 | 219 | 91 | 0 |

# SLFN12.med HR:0.54(0.38–0.77)

Strata SLFN12.med=high SLFN12.med=low

Survival probability

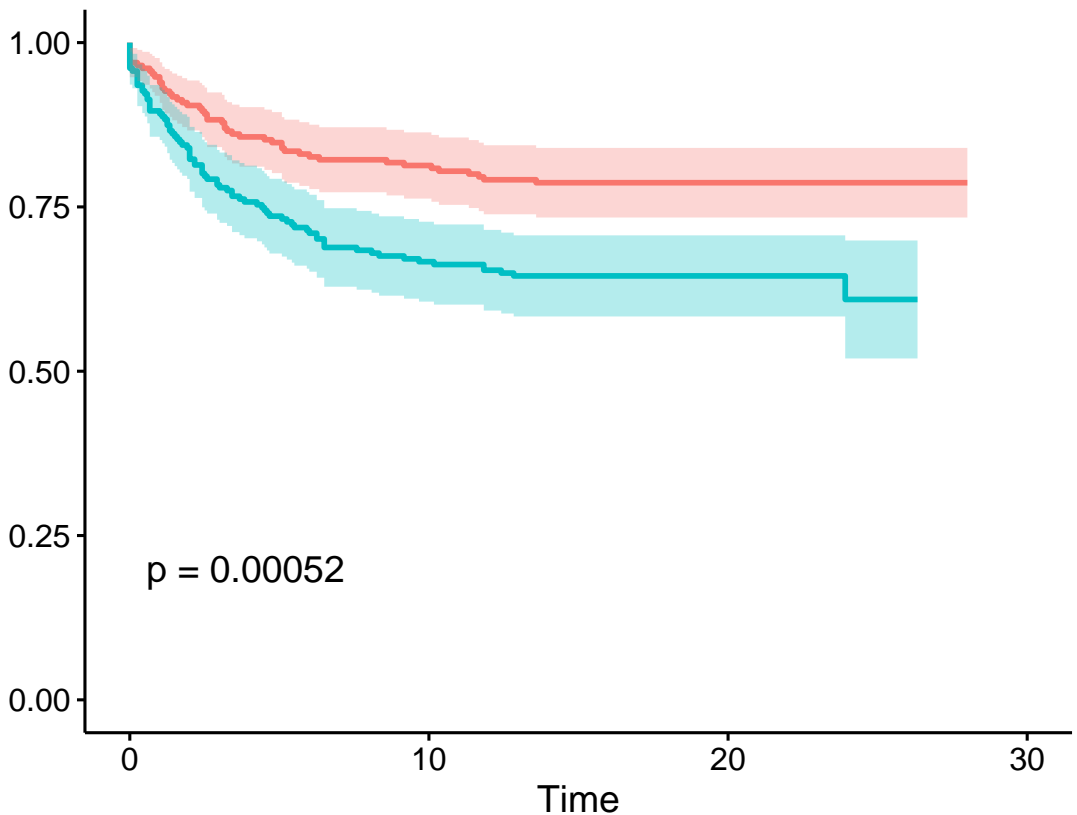

p = 0.00052

Number at risk

|                 |     |     |    |   |
|-----------------|-----|-----|----|---|
| SLFN12.med=high | 230 | 187 | 82 | 0 |
| SLFN12.med=low  | 231 | 154 | 61 | 0 |

# SLFN12\_Sig HR:0.72(0.49–1.05)

Strata SLFN12\_Sig=high SLFN12\_Sig=low

Survival probability

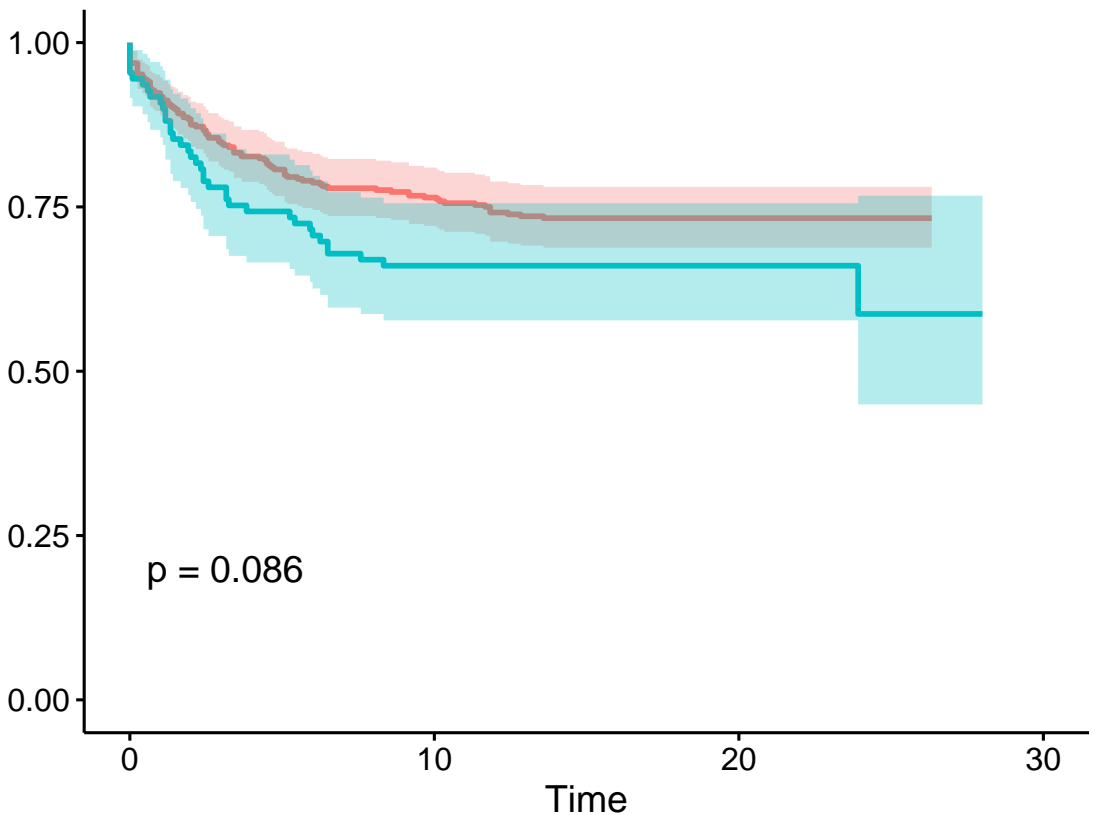

Number at risk

|                 |     |     |     |   |
|-----------------|-----|-----|-----|---|
| SLFN12_Sig=high | 352 | 269 | 108 | 0 |
| SLFN12_Sig=low  | 109 | 72  | 35  | 0 |

# SLFN12\_Sig.med HR:0.82(0.58–1.15)

Strata SLFN12\_Sig.med=high SLFN12\_Sig.med=low

Survival probability

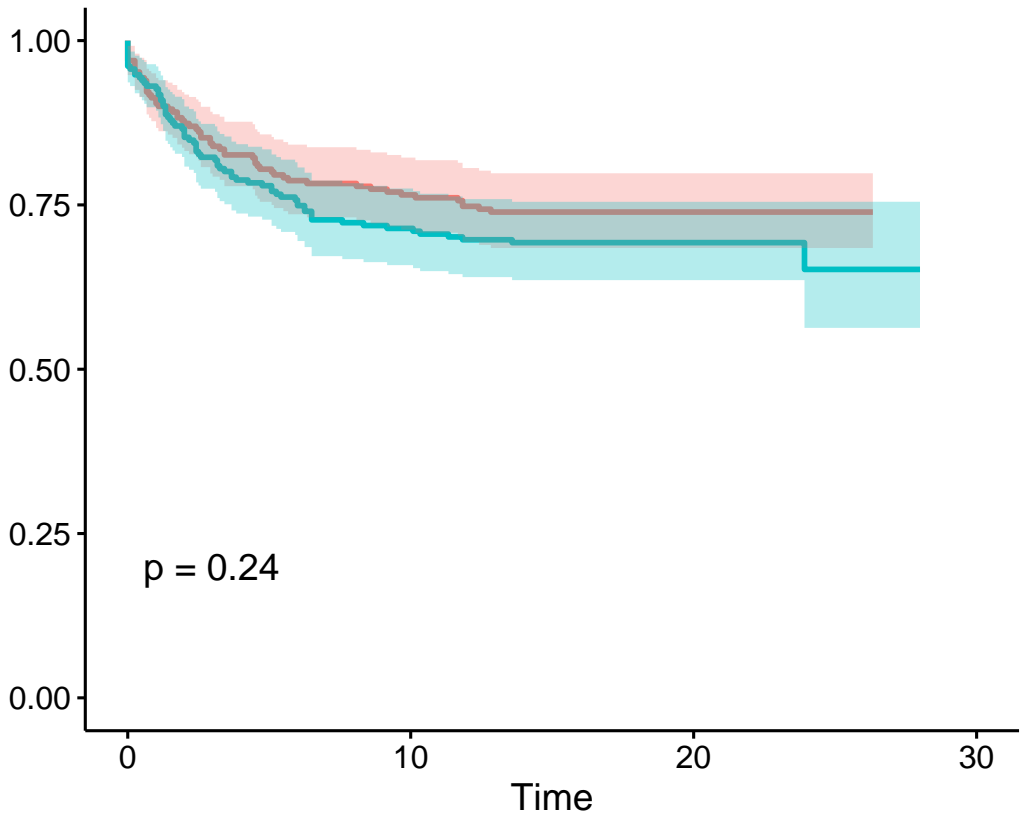

p = 0.24

Number at risk

|                     |     |     |    |   |
|---------------------|-----|-----|----|---|
| SLFN12_Sig.med=high | 230 | 176 | 76 | 0 |
| SLFN12_Sig.med=low  | 231 | 165 | 67 | 0 |

# SLFN12\_Sig\_NoDir HR:1.49(1.03–2.16)

Strata SLFN12\_Sig\_NoDir=high SLFN12\_Sig\_NoDir=low

Survival probability

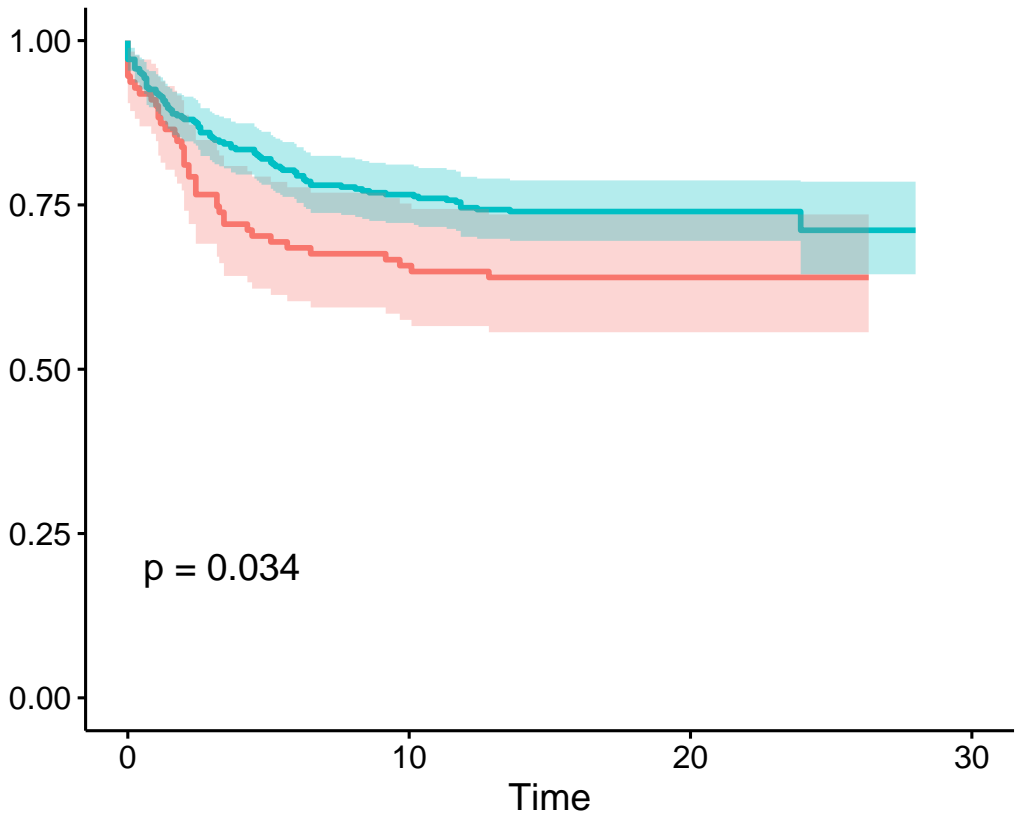

Number at risk

SLFN12\_Sig\_NoDir=high 111 73 26 0

SLFN12\_Sig\_NoDir=low 350 268 117 0

# SLFN12\_Sig\_NoDir.med HR:1.28(0.91–1.8)

Strata SLFN12\_Sig\_NoDir.med=high SLFN12\_Sig\_NoDir.med=low

Survival probability

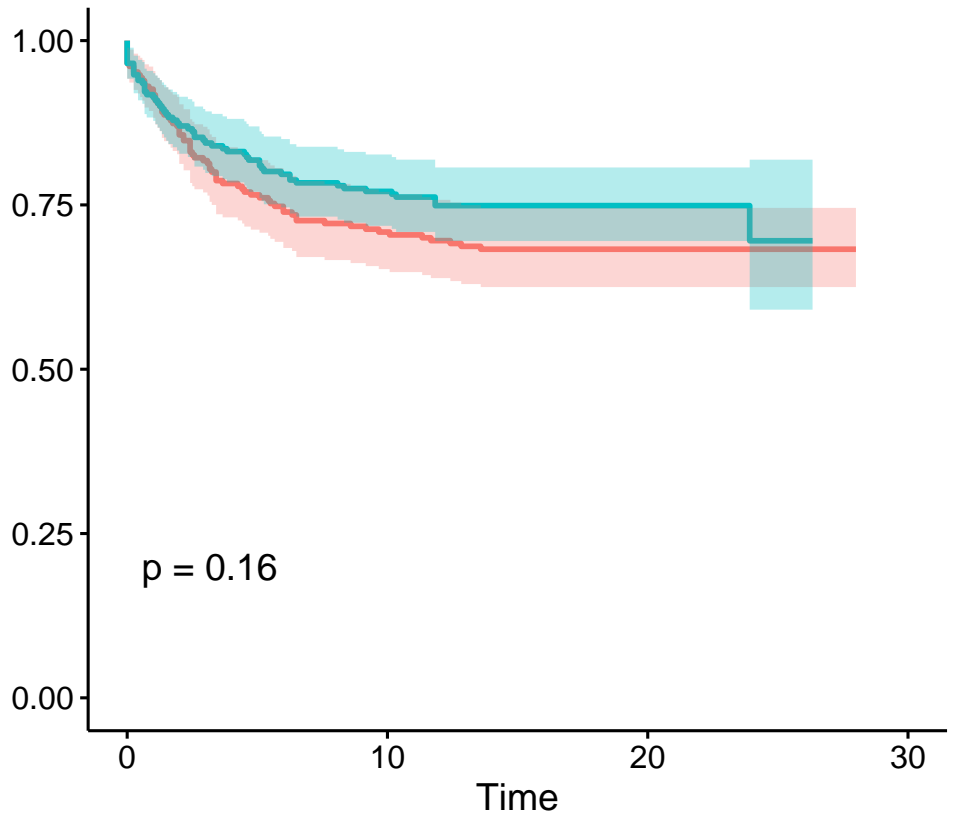

Number at risk

|                           |     |     |    |   |
|---------------------------|-----|-----|----|---|
| SLFN12_Sig_NoDir.med=high | 230 | 163 | 70 | 0 |
| SLFN12_Sig_NoDir.med=low  | 231 | 178 | 73 | 0 |

# SLFN12\_Sig\_Up HR:0.61(0.38–0.97)

Strata SLFN12\_Sig\_Up=high SLFN12\_Sig\_Up=low

Survival probability

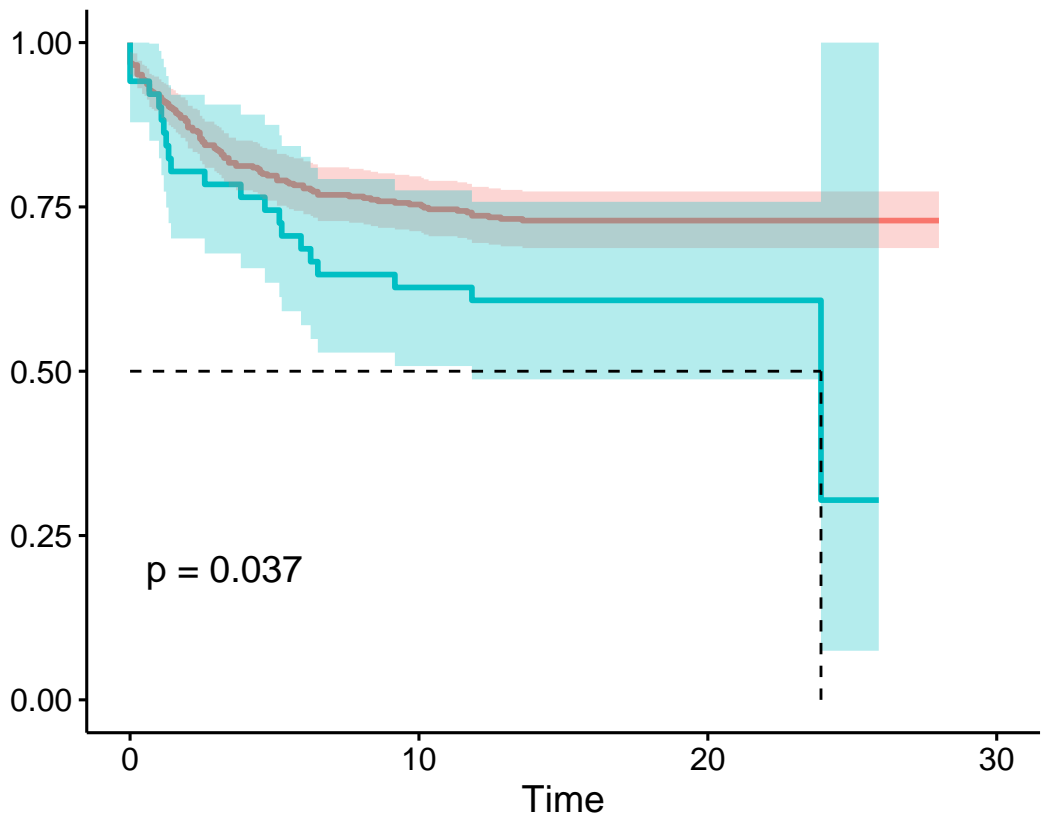

Number at risk

|                    |     |     |     |   |
|--------------------|-----|-----|-----|---|
| SLFN12_Sig_Up=high | 410 | 309 | 128 | 0 |
| SLFN12_Sig_Up=low  | 51  | 32  | 15  | 0 |

# SLFN12\_Sig\_Up.med HR:1.22(0.86–1.71)

Strata SLFN12\_Sig\_Up.med=high SLFN12\_Sig\_Up.med=low

Survival probability

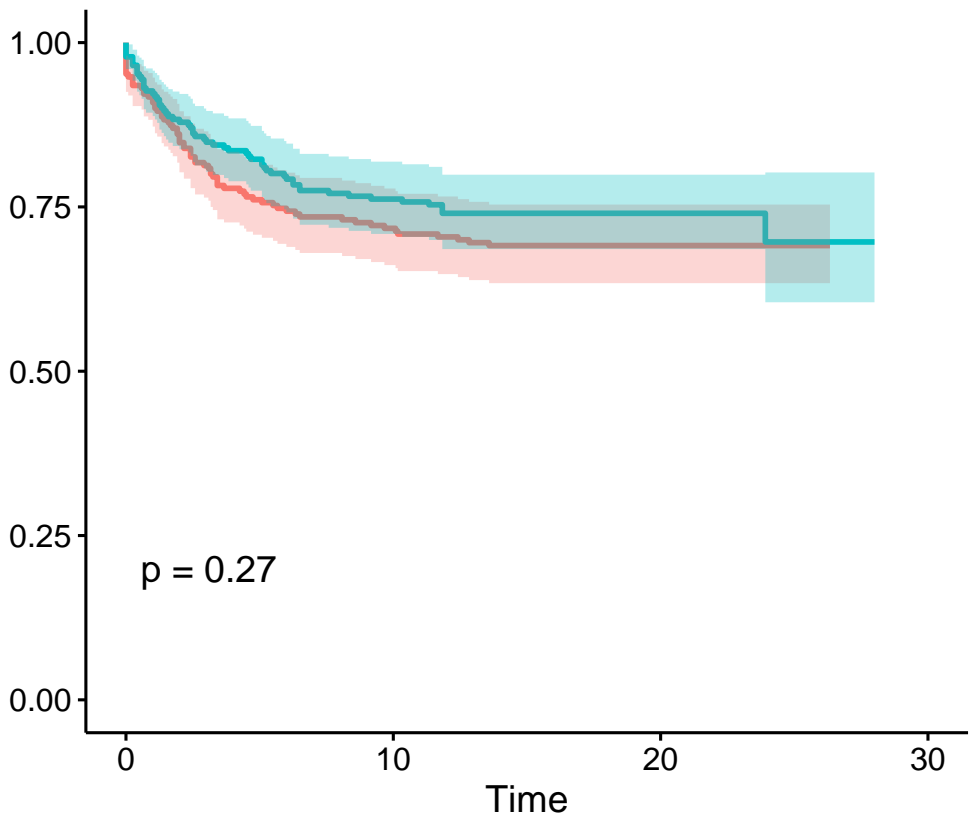

Number at risk

|                        |     |     |    |   |
|------------------------|-----|-----|----|---|
| SLFN12_Sig_Up.med=high | 230 | 165 | 67 | 0 |
| SLFN12_Sig_Up.med=low  | 231 | 176 | 76 | 0 |

# SLFN12\_Sig\_Dn HR:0.67(0.47–0.94)

Strata SLFN12\_Sig\_Dn=high SLFN12\_Sig\_Dn=low

Survival probability

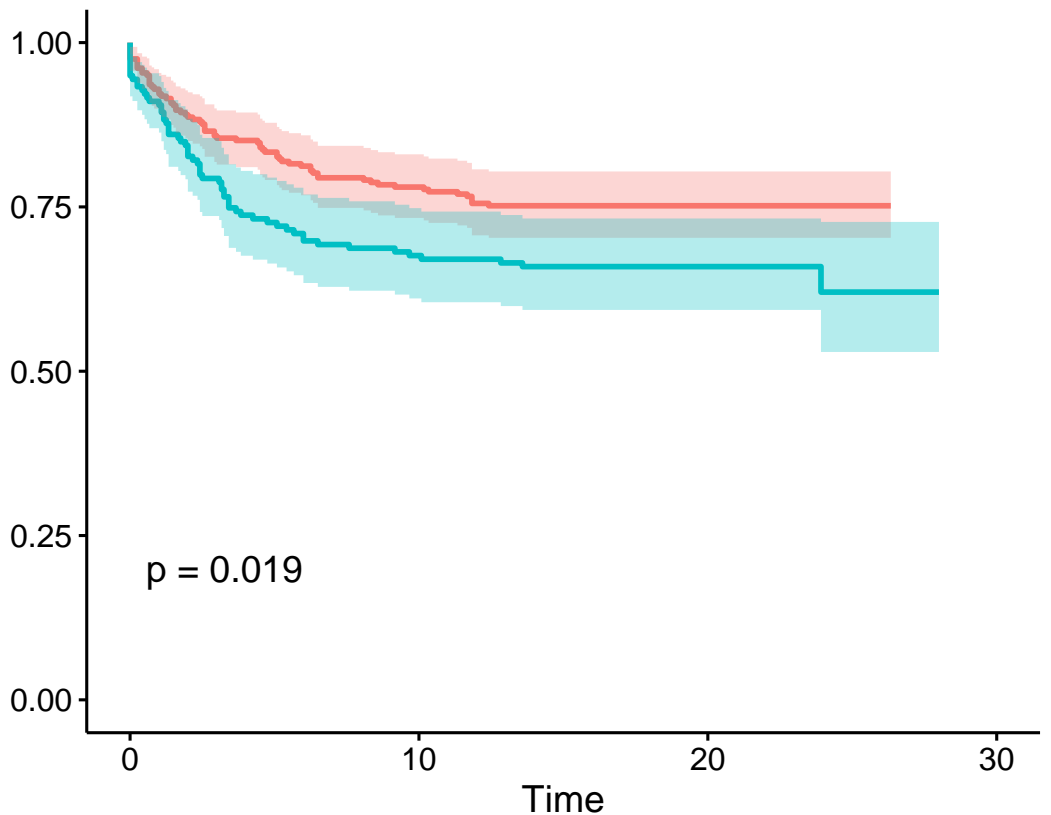

p = 0.019

Number at risk

|                    |     |     |    |   |
|--------------------|-----|-----|----|---|
| SLFN12_Sig_Dn=high | 282 | 220 | 91 | 0 |
| SLFN12_Sig_Dn=low  | 179 | 121 | 52 | 0 |

# SLFN12\_Sig\_Dn.med HR:0.84(0.6–1.19)

Strata SLFN12\_Sig\_Dn.med=high SLFN12\_Sig\_Dn.med=low

Survival probability

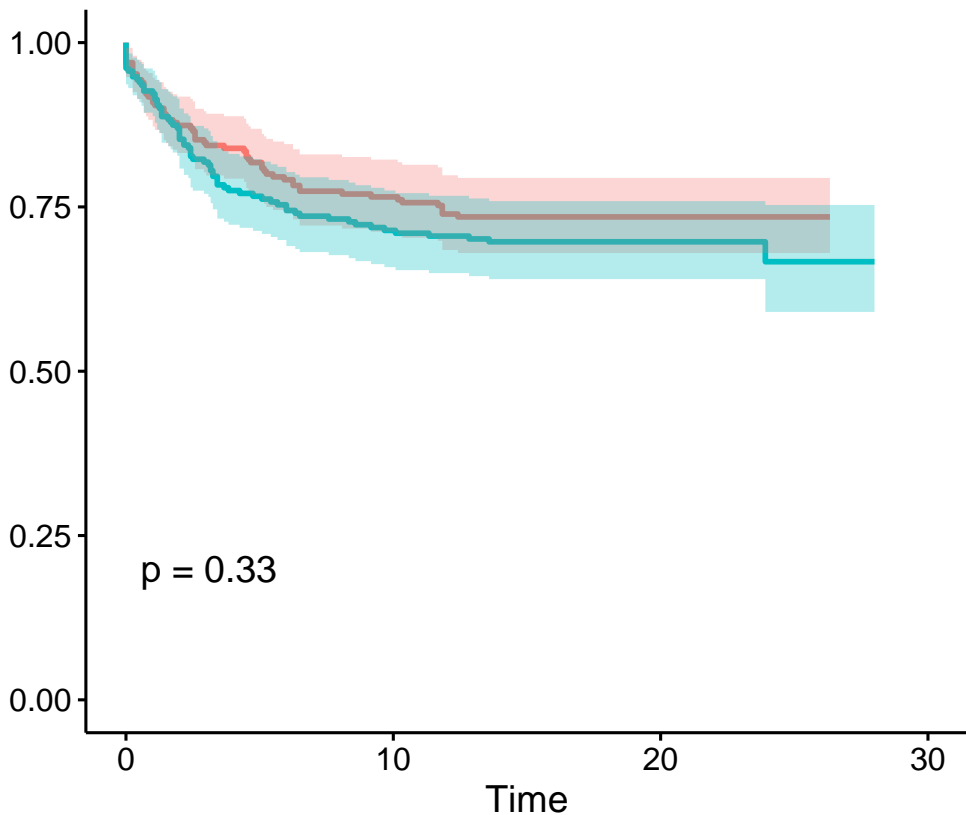

Time

Number at risk

|                        |     |     |    |   |
|------------------------|-----|-----|----|---|
| SLFN12_Sig_Dn.med=high | 230 | 176 | 70 | 0 |
| SLFN12_Sig_Dn.med=low  | 231 | 165 | 73 | 0 |

# Supplementary material for: Schlafen 12 Slows TNBC Tumor Growth, Induces Luminal Markers, and Predicts Favorable Survival
**Source:** Cancers (Basel). 2023 Jan 7;15(2):402. doi: 10.3390/cancers15020402
**Supplement:** Supplementary file 1

Supplementary Figure-6

SLFN12

Distribution

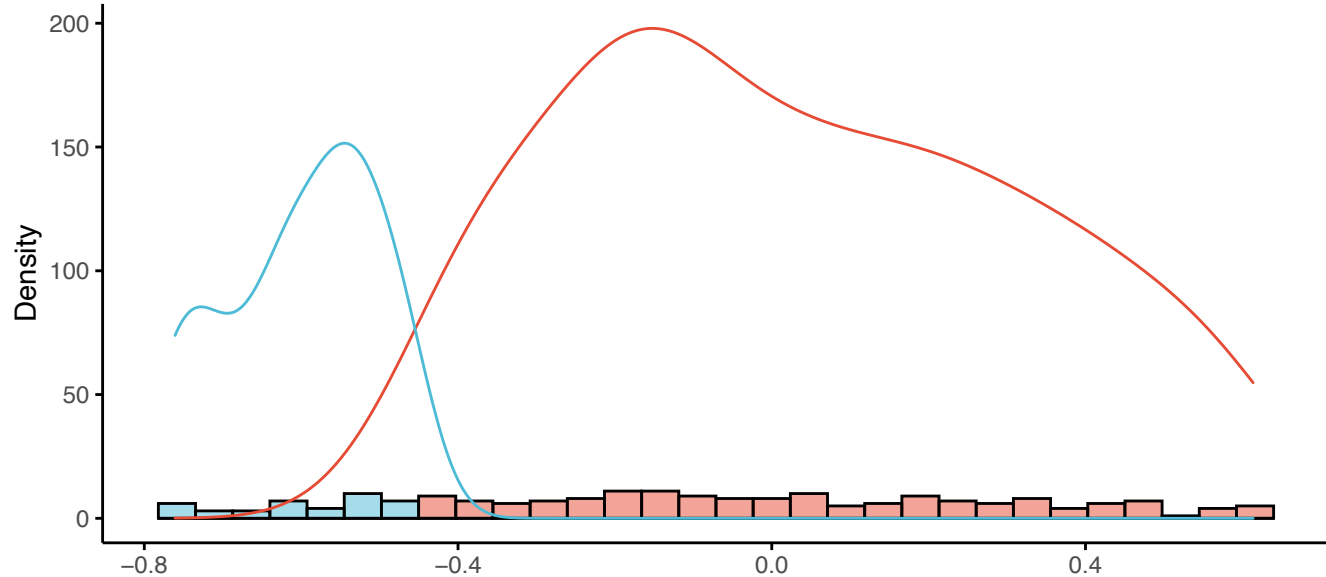

Maximally Selected Rank Statistics

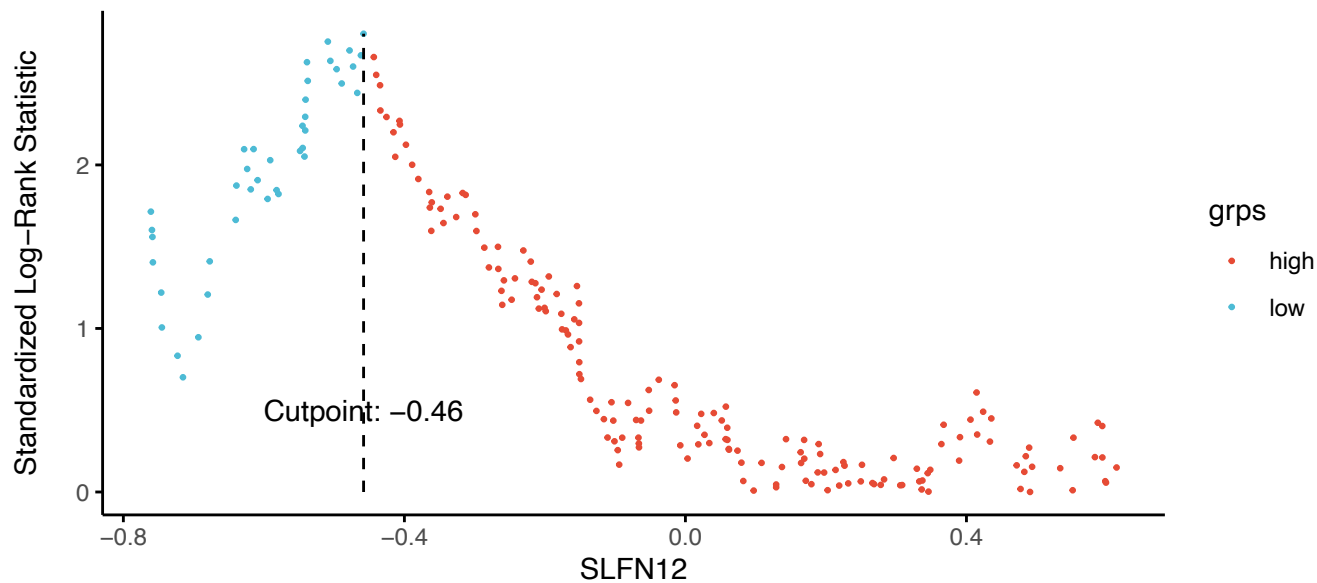

# SLFN12\_Sig

## Distribution

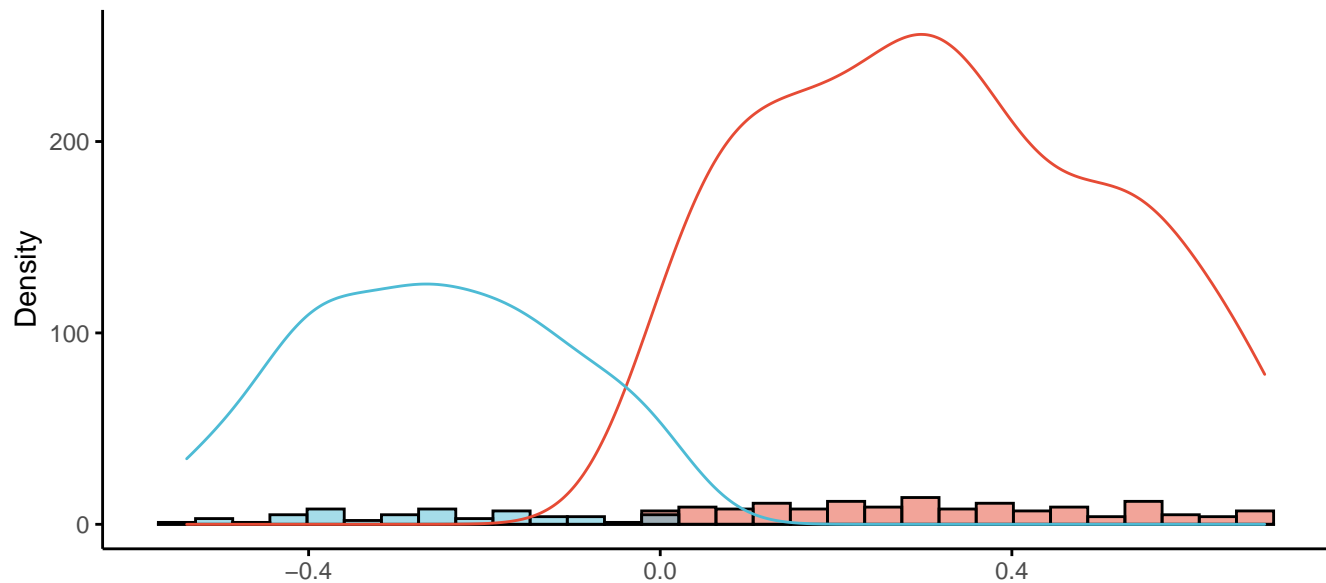

## Maximally Selected Rank Statistics

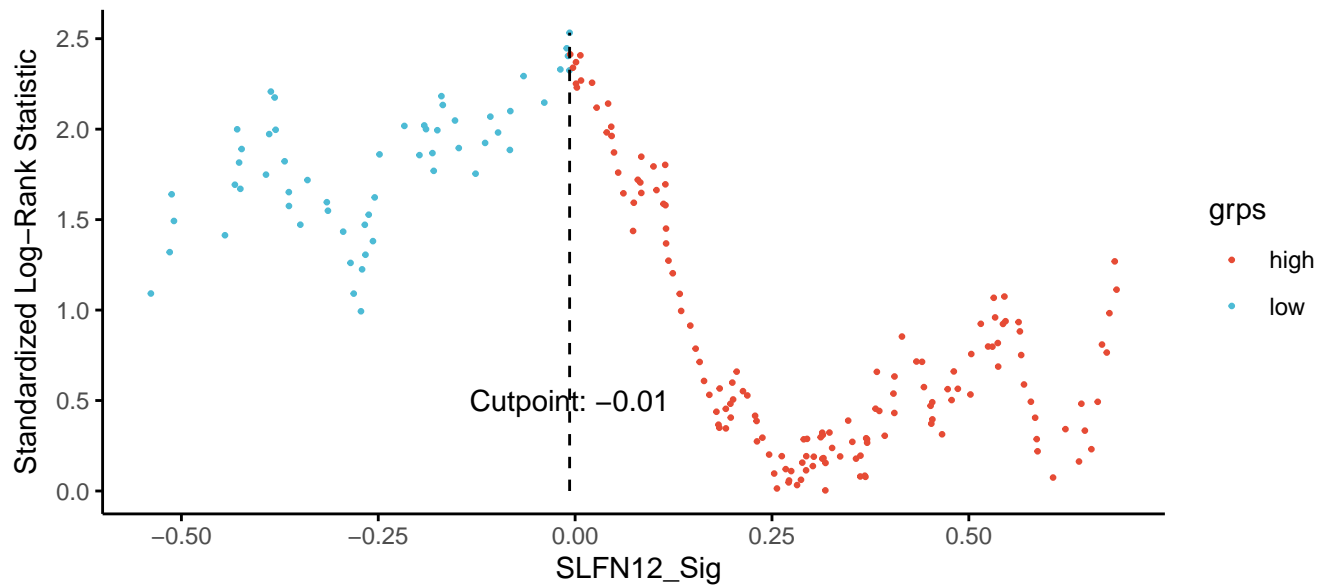

## SLFN12\_Sig\_NoDir

Distribution

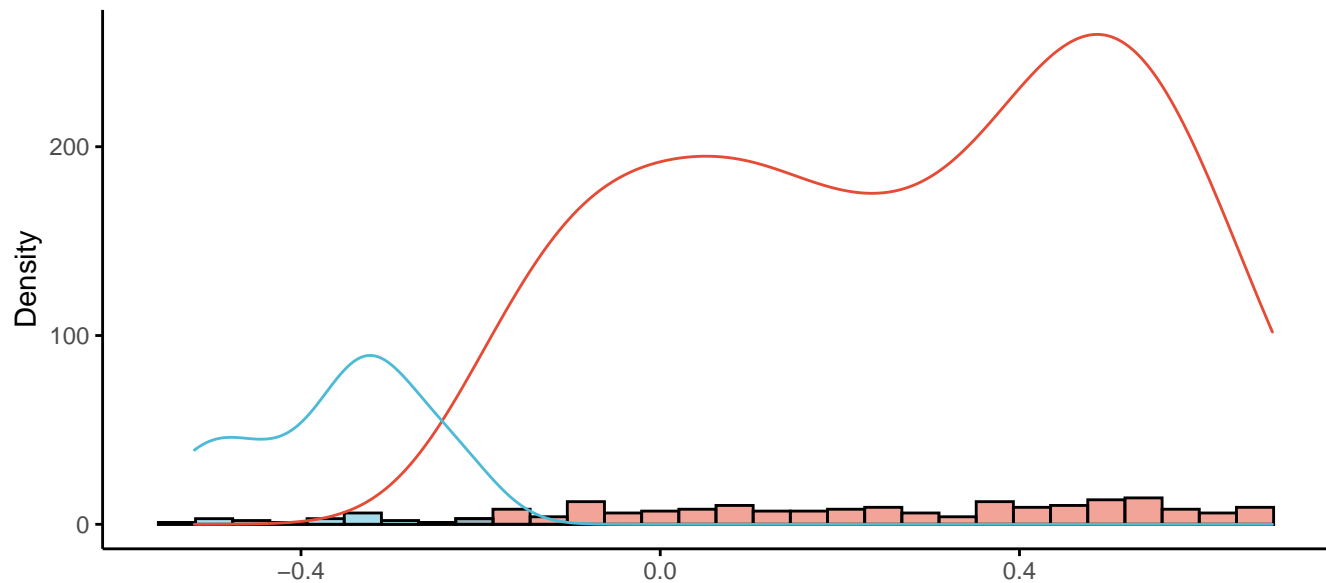

Maximally Selected Rank Statistics

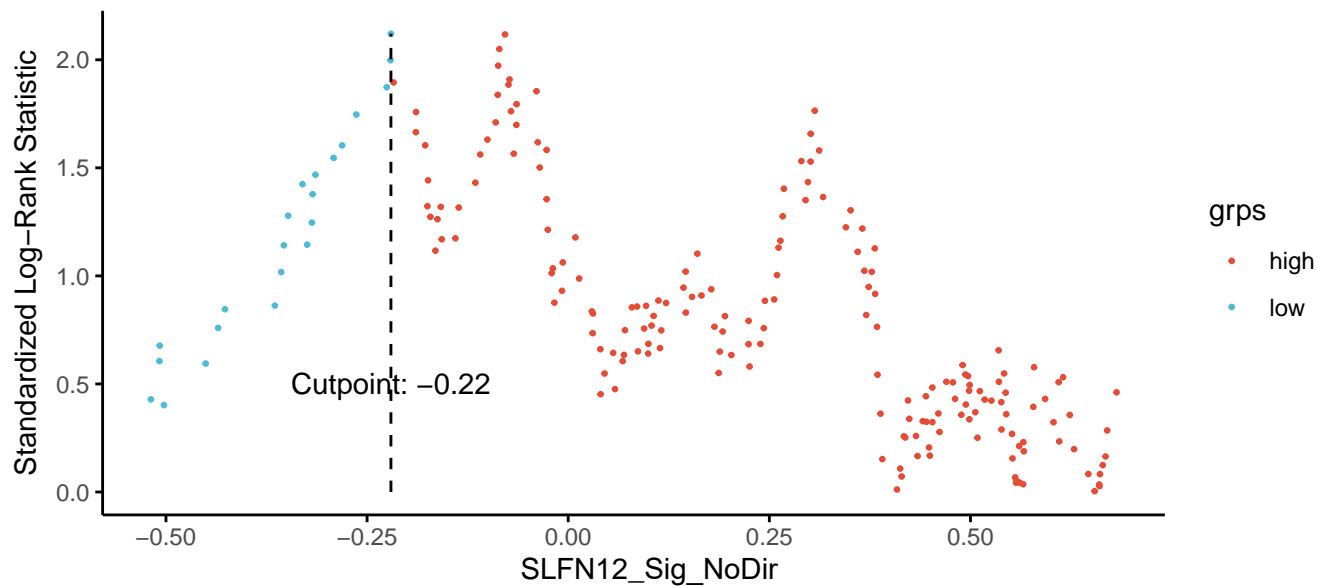

# SLFN12\_Sig\_Up

## Distribution

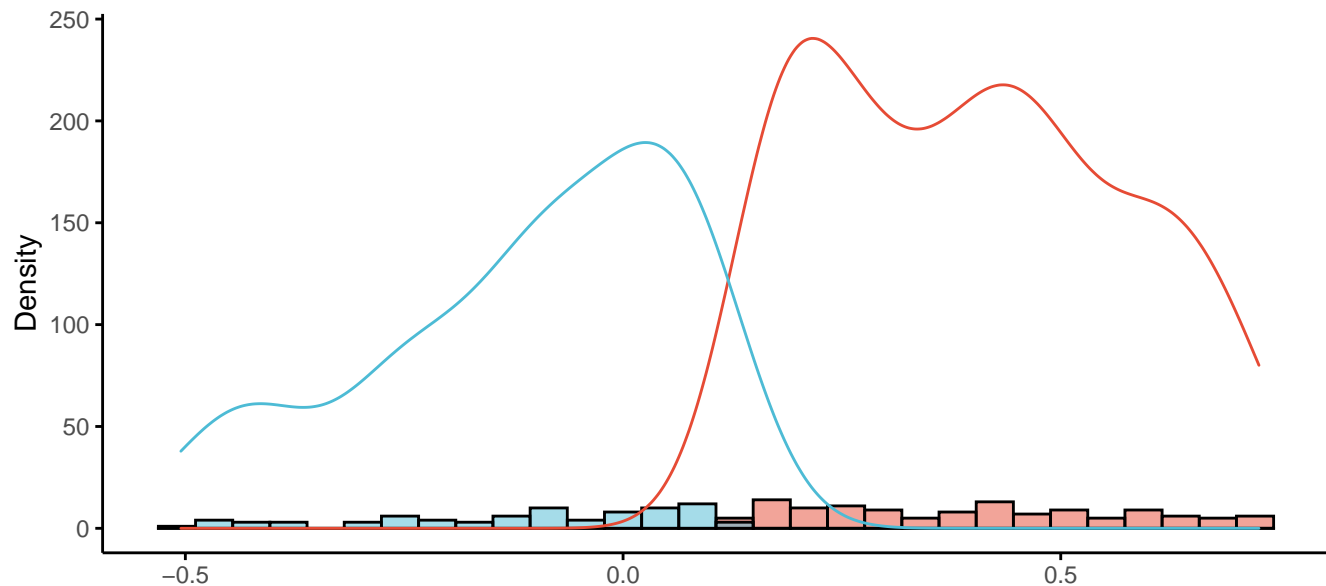

## Maximally Selected Rank Statistics

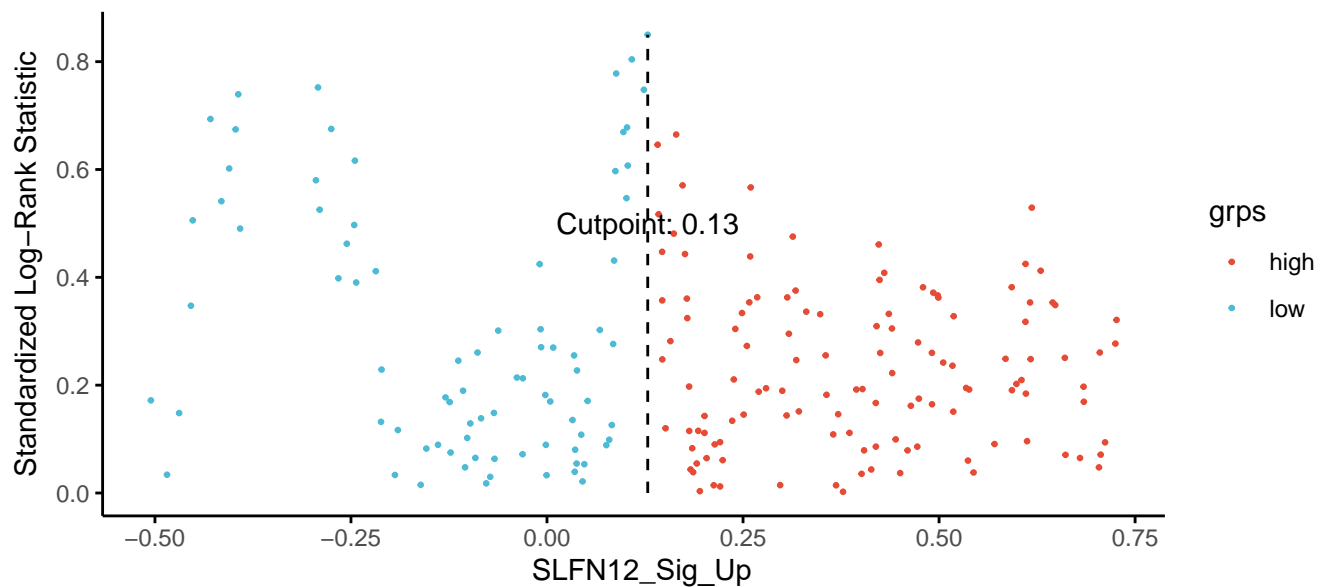

# SLFN12\_Sig\_Dn

## Distribution

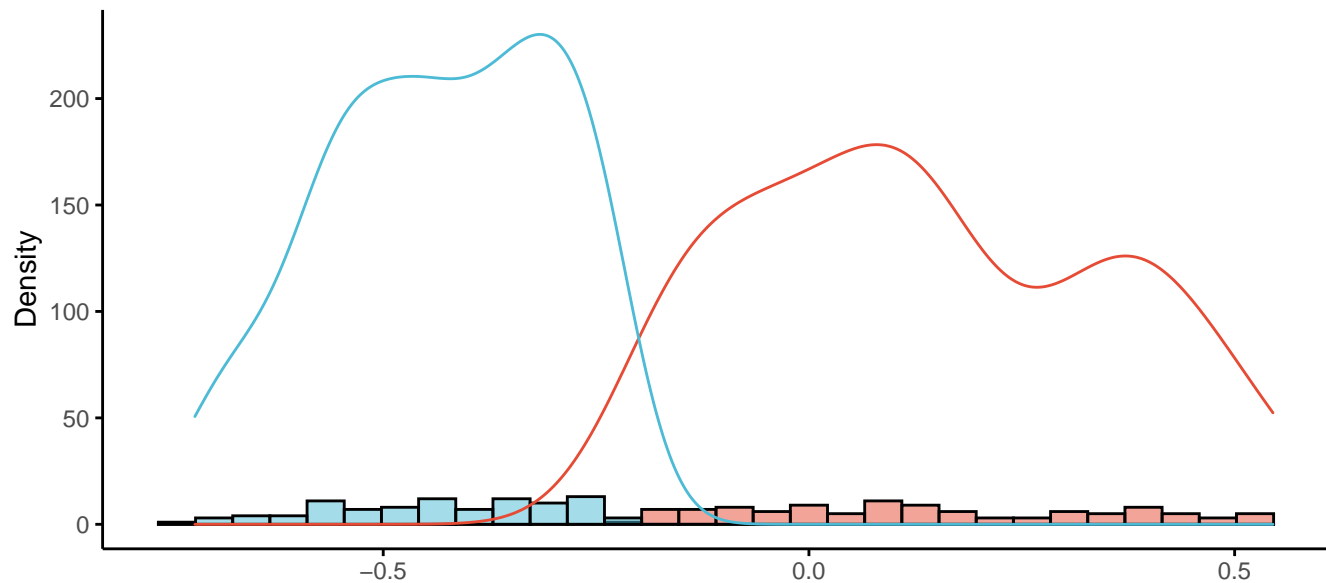

## Maximally Selected Rank Statistics

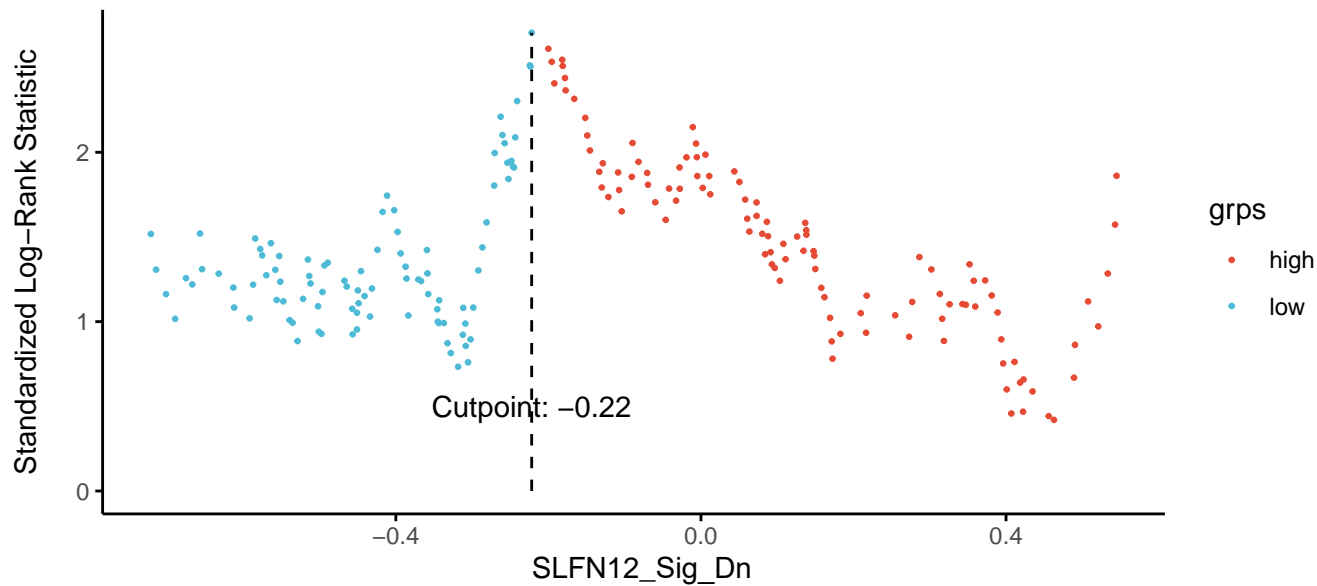

# SLFN12 HR:0.52(0.33–0.81)

Strata SLFN12=high SLFN12=low

Survival probability

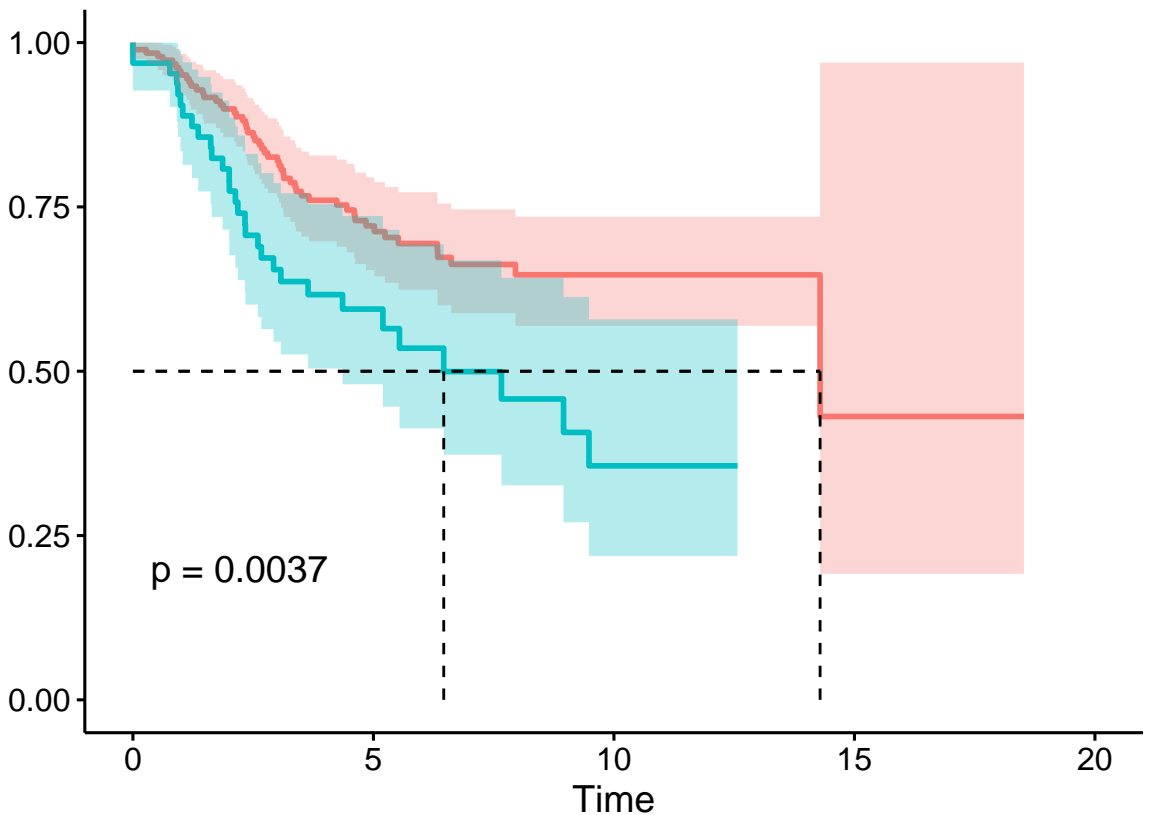

Number at risk

|             |     |    |    |   |   |
|-------------|-----|----|----|---|---|
| SLFN12=high | 188 | 83 | 16 | 2 | 0 |
| SLFN12=low  | 64  | 22 | 6  | 0 | 0 |

# SLFN12.med HR:0.89(0.57–1.37)

Strata SLFN12.med=high SLFN12.med=low

Survival probability

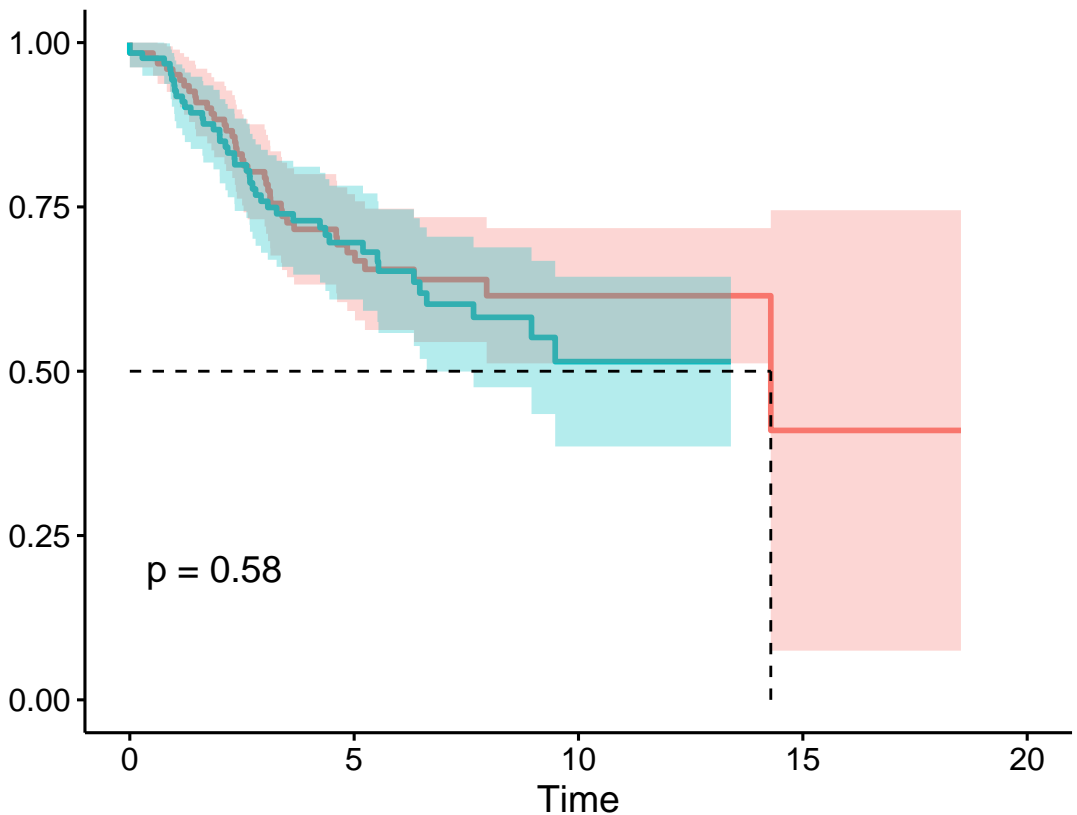

p = 0.58

Number at risk

|                 |     |    |    |   |   |
|-----------------|-----|----|----|---|---|
| SLFN12.med=high | 126 | 54 | 12 | 2 | 0 |
| SLFN12.med=low  | 126 | 51 | 10 | 0 | 0 |

# SLFN12\_Sig HR:0.55(0.35–0.86)

Strata SLFN12\_Sig=high SLFN12\_Sig=low

Survival probability

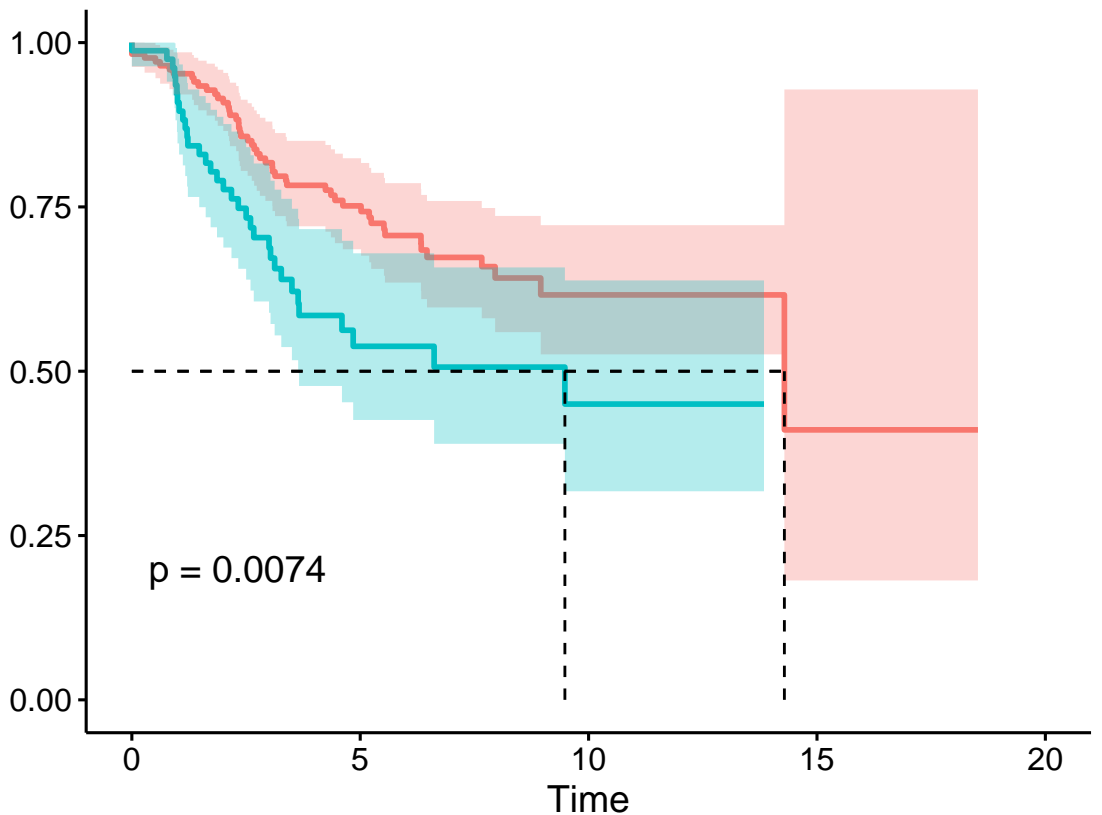

Number at risk

|                 |     |    |    |   |   |
|-----------------|-----|----|----|---|---|
| SLFN12_Sig=high | 171 | 87 | 15 | 2 | 0 |
| SLFN12_Sig=low  | 81  | 18 | 7  | 0 | 0 |

# SLFN12\_Sig.med HR:0.93(0.6–1.43)

Strata SLFN12\_Sig.med=high SLFN12\_Sig.med=low

Survival probability

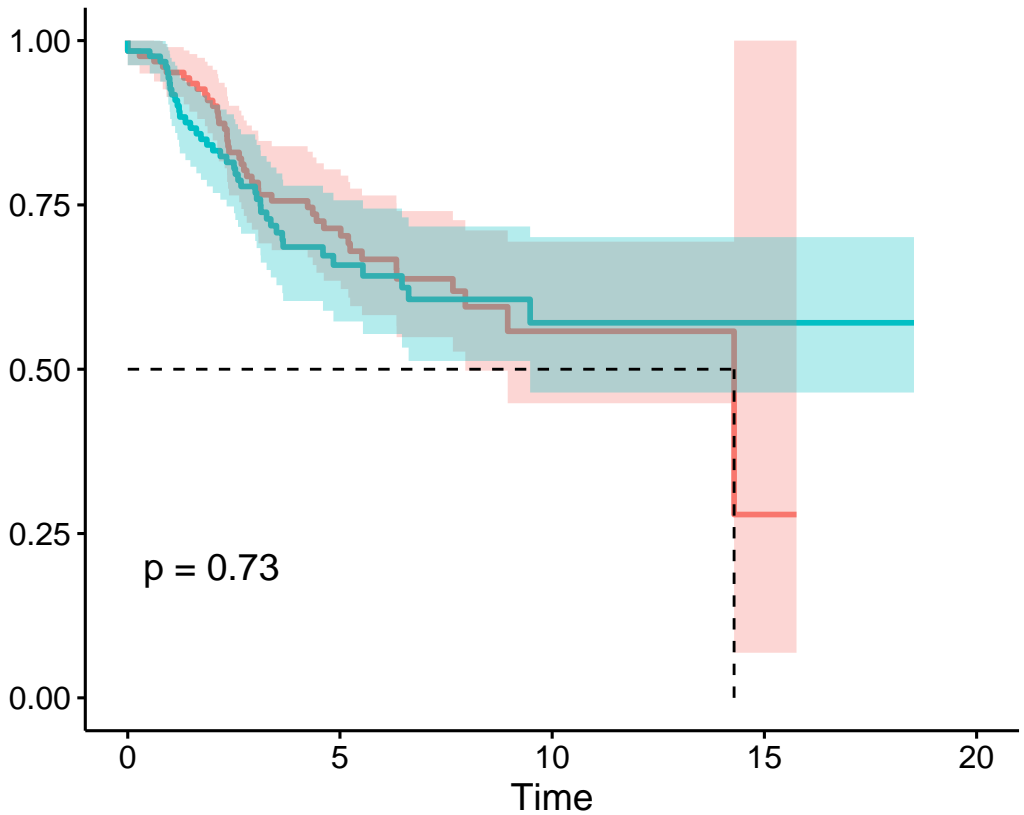

Number at risk

|                     |     |    |    |   |   |
|---------------------|-----|----|----|---|---|
| SLFN12_Sig.med=high | 126 | 63 | 8  | 1 | 0 |
| SLFN12_Sig.med=low  | 126 | 42 | 14 | 1 | 0 |

# SLFN12\_Sig\_NoDir HR:1.95(1-3.78)

Strata SLFN12\_Sig\_NoDir=high SLFN12\_Sig\_NoDir=low

Survival probability

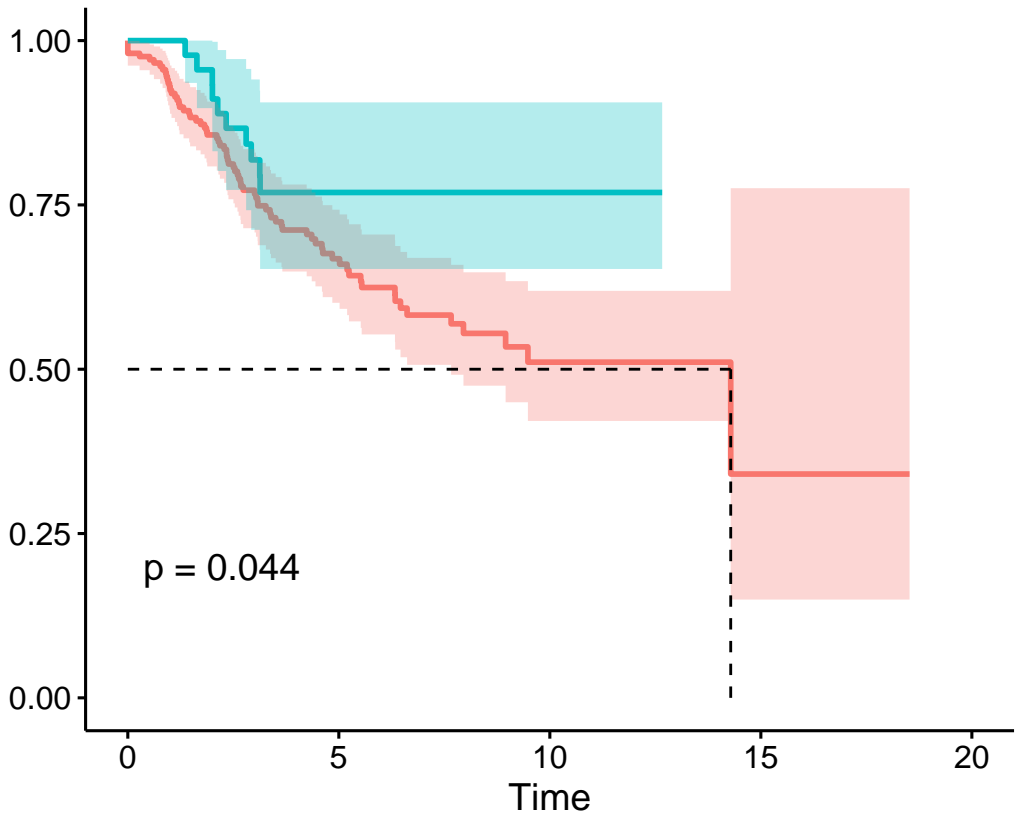

Number at risk

|                       |     |    |    |   |   |
|-----------------------|-----|----|----|---|---|
| SLFN12_Sig_NoDir=high | 206 | 80 | 18 | 2 | 0 |
| SLFN12_Sig_NoDir=low  | 46  | 25 | 4  | 0 | 0 |

# SLFN12\_Sig\_NoDir.med HR:1.14(0.74–1.75)

Strata SLFN12\_Sig\_NoDir.med=high SLFN12\_Sig\_NoDir.med=low

Survival probability

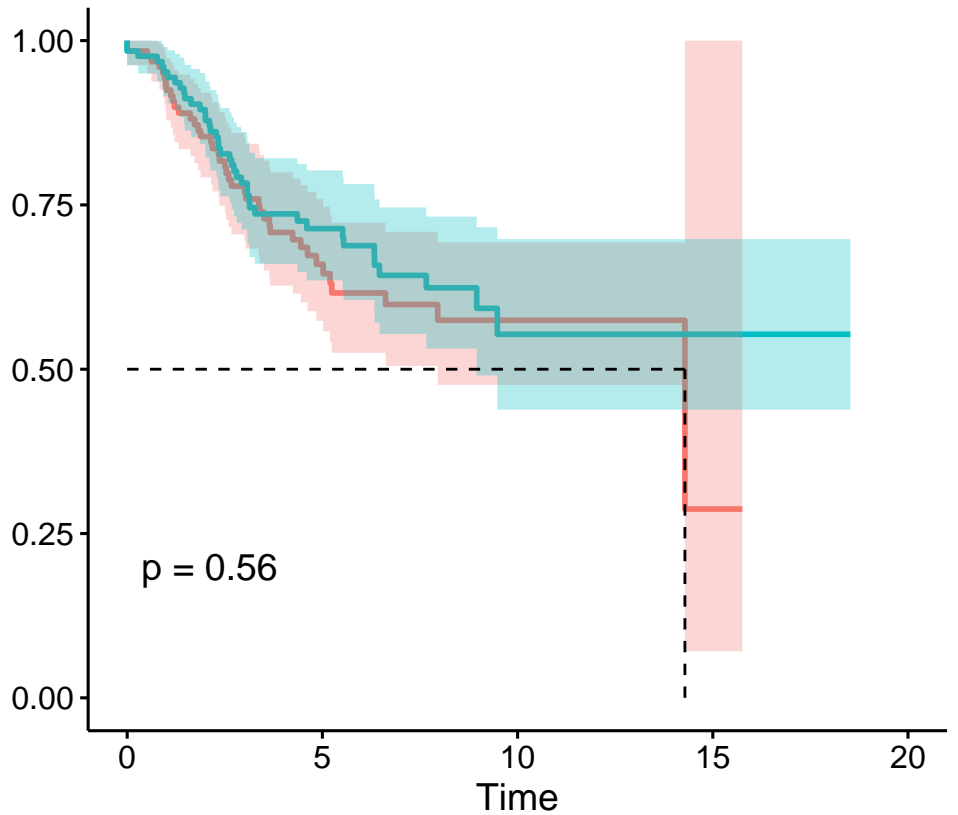

Number at risk

|                           |     |    |    |   |   |
|---------------------------|-----|----|----|---|---|
| SLFN12_Sig_NoDir.med=high | 126 | 46 | 11 | 1 | 0 |
| SLFN12_Sig_NoDir.med=low  | 126 | 59 | 11 | 1 | 0 |

# SLFN12\_Sig\_Up HR:0.83(0.54–1.28)

Strata SLFN12\_Sig\_Up=high SLFN12\_Sig\_Up=low

Survival probability

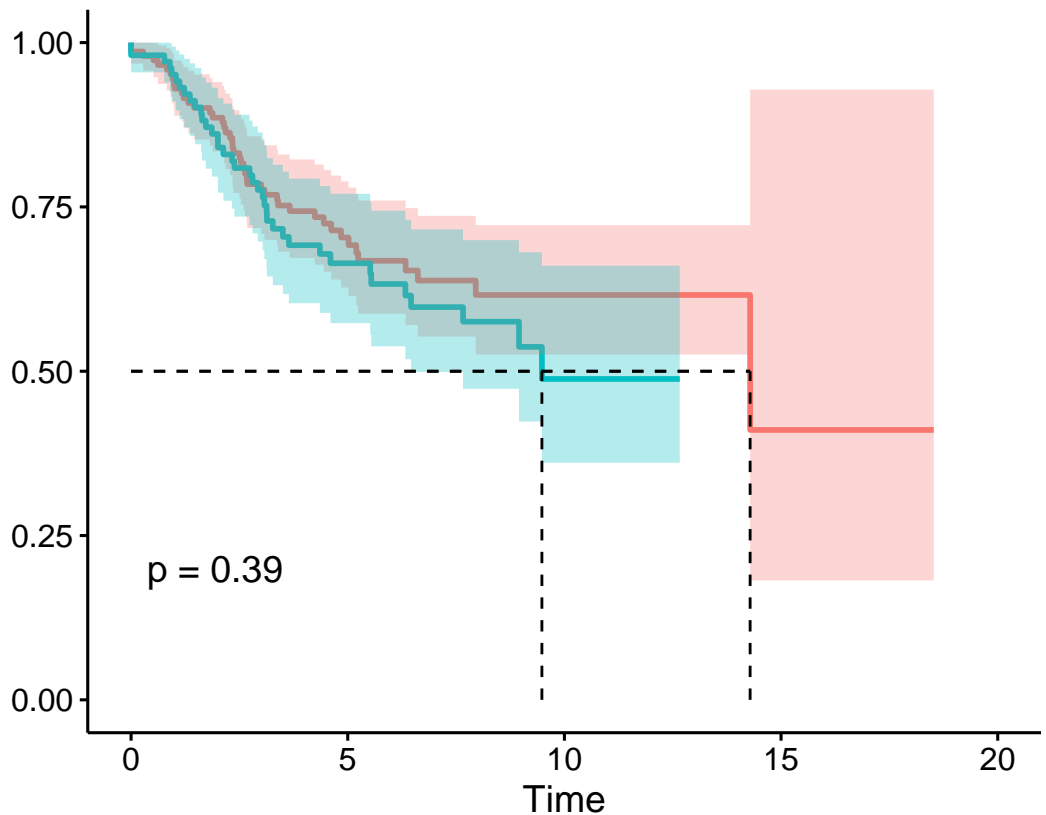

Number at risk

|                    |     |    |    |   |   |
|--------------------|-----|----|----|---|---|
| SLFN12_Sig_Up=high | 148 | 61 | 15 | 2 | 0 |
| SLFN12_Sig_Up=low  | 104 | 44 | 7  | 0 | 0 |

# SLFN12\_Sig\_Up.med HR:1.02(0.67–1.58)

Strata SLFN12\_Sig\_Up.med=high SLFN12\_Sig\_Up.med=low

Survival probability

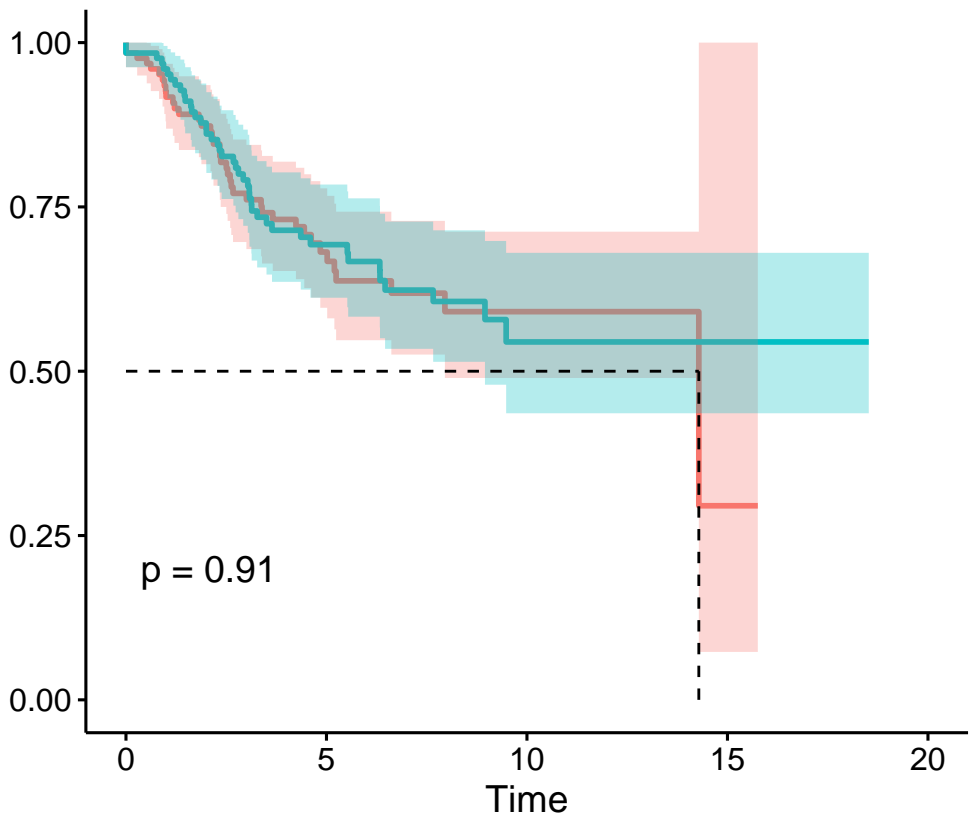

Number at risk

|                        |     |    |    |   |   |
|------------------------|-----|----|----|---|---|
| SLFN12_Sig_Up.med=high | 126 | 48 | 9  | 1 | 0 |
| SLFN12_Sig_Up.med=low  | 126 | 57 | 13 | 1 | 0 |

# SLFN12\_Sig\_Dn HR:0.55(0.36–0.85)

Strata SLFN12\_Sig\_Dn=high SLFN12\_Sig\_Dn=low

Survival probability

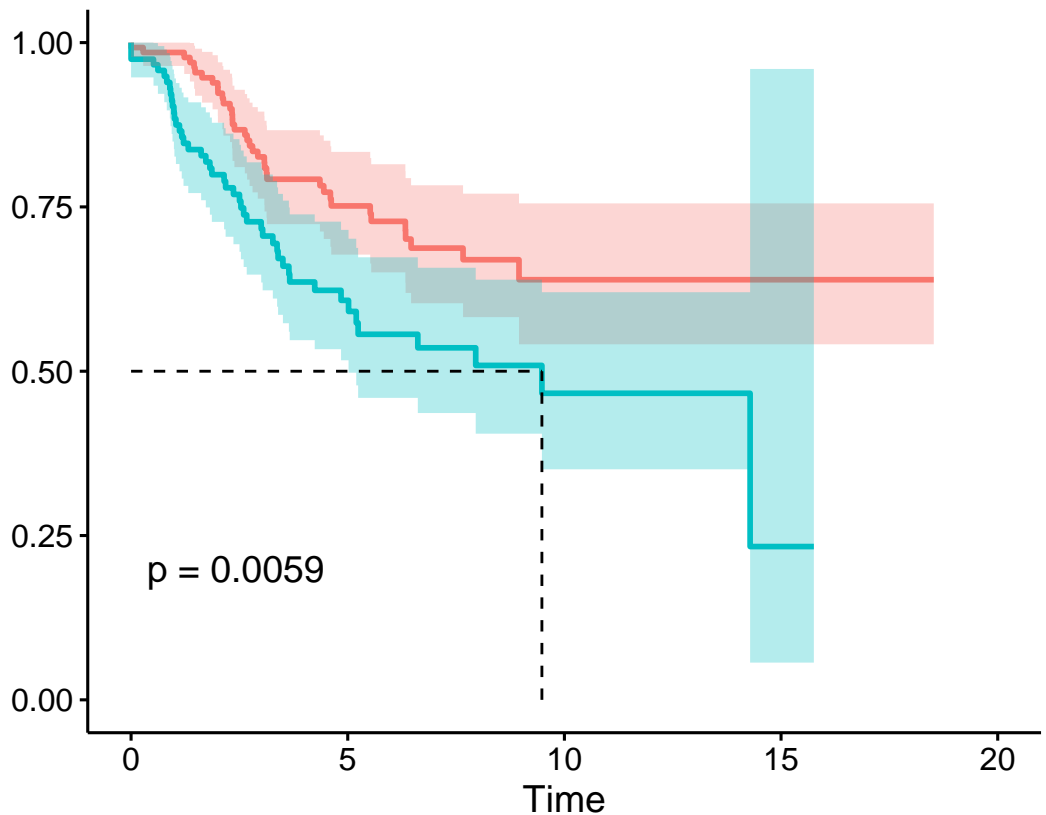

Number at risk

SLFN12\_Sig\_Dn=high 133 69 13 1 0

SLFN12\_Sig\_Dn=low 119 36 9 1 0

# SLFN12\_Sig\_Dn.med HR:0.59(0.38–0.91)

Strata SLFN12\_Sig\_Dn.med=high SLFN12\_Sig\_Dn.med=low

Survival probability

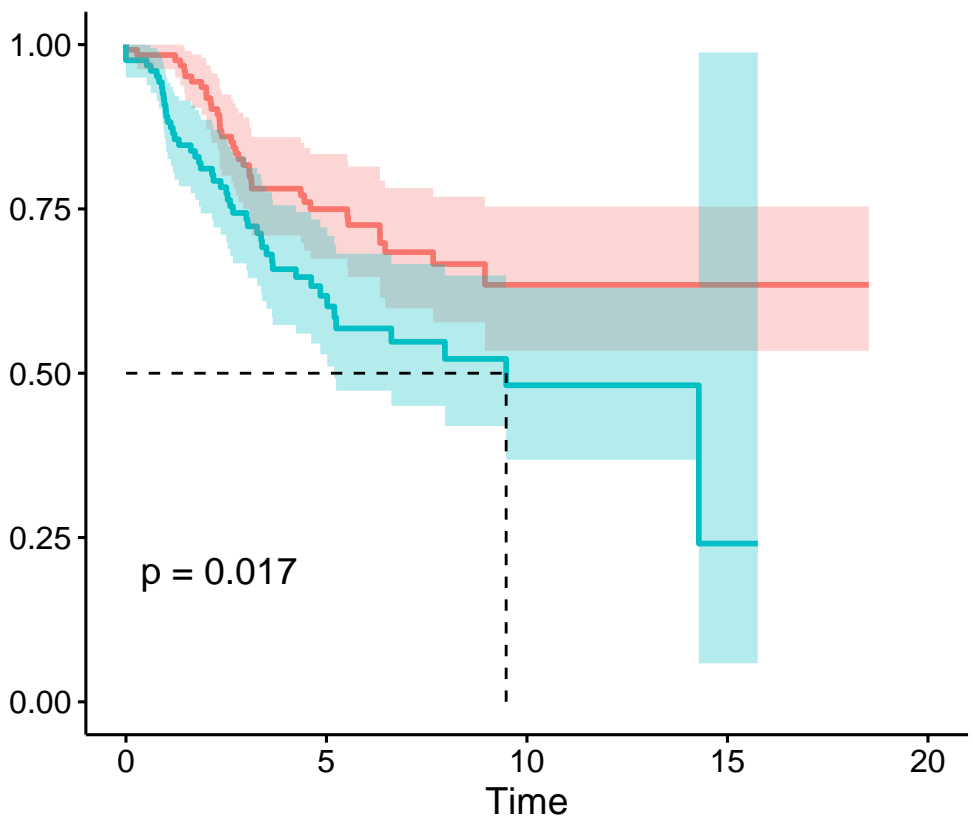

Number at risk

|                        |     |    |    |   |   |
|------------------------|-----|----|----|---|---|
| SLFN12_Sig_Dn.med=high | 126 | 67 | 13 | 1 | 0 |
| SLFN12_Sig_Dn.med=low  | 126 | 38 | 9  | 1 | 0 |

# Supplementary material for: Schlafen 12 Slows TNBC Tumor Growth, Induces Luminal Markers, and Predicts Favorable Survival
**Source:** Cancers (Basel). 2023 Jan 7;15(2):402. doi: 10.3390/cancers15020402
**Supplement:** Supplementary file 1

# Supplementary Figure-7

## SLFN12

Distribution

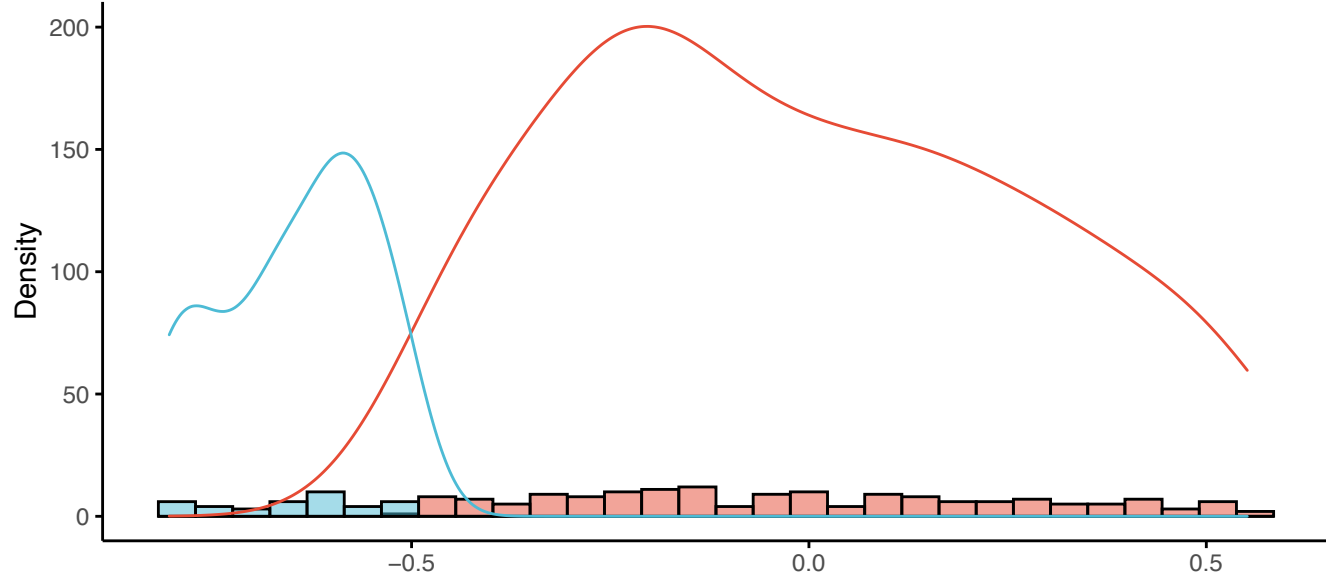

Maximally Selected Rank Statistics

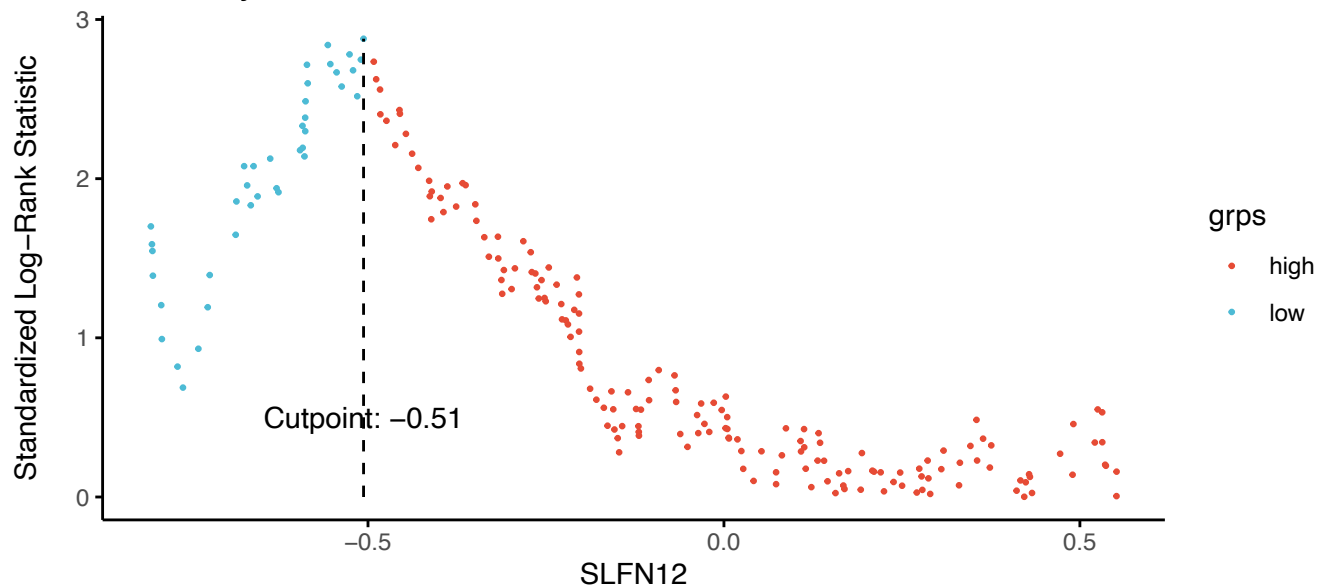

# SLFN12\_Sig

## Distribution

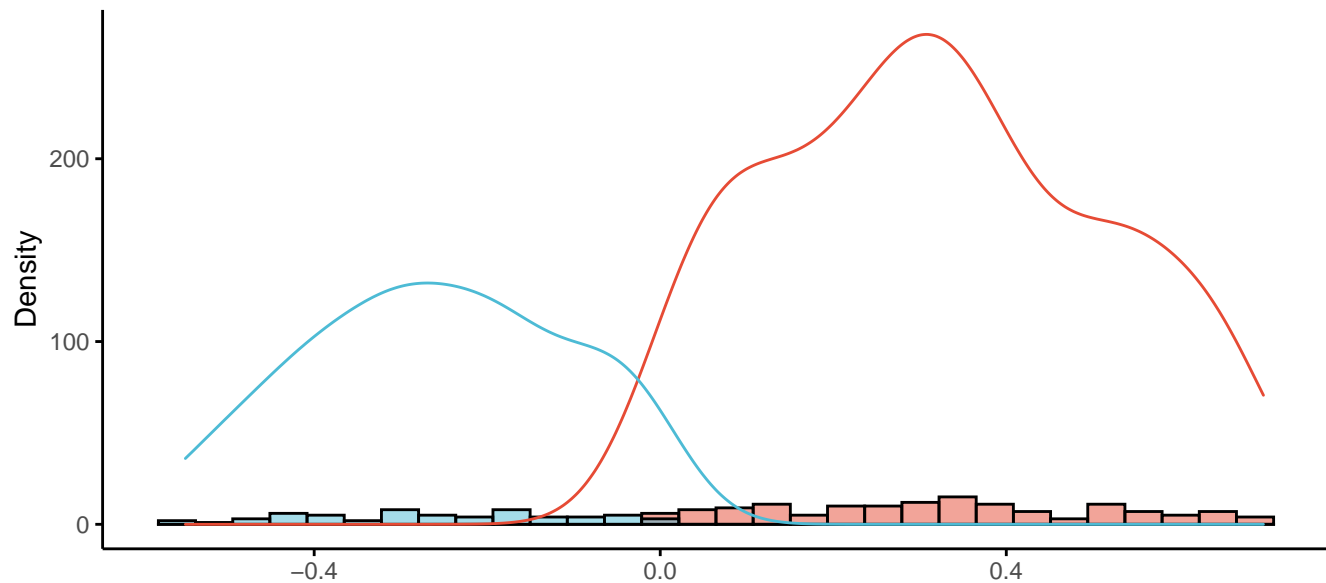

## Maximally Selected Rank Statistics

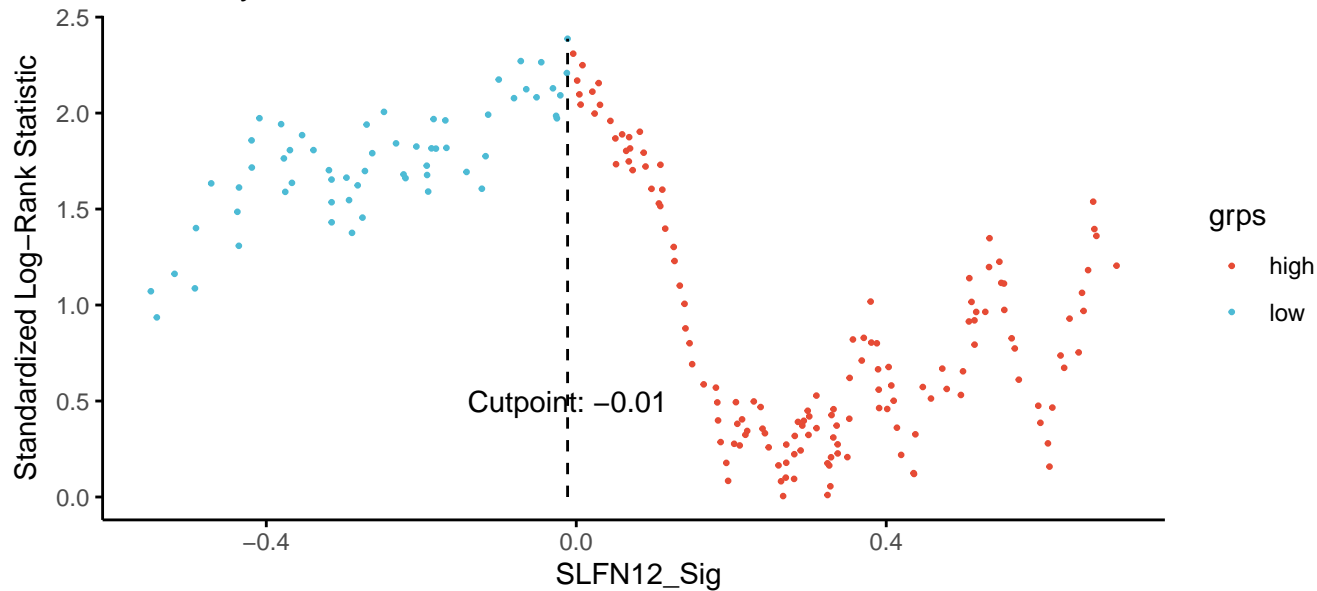

## SLFN12\_Sig\_NoDir

Distribution

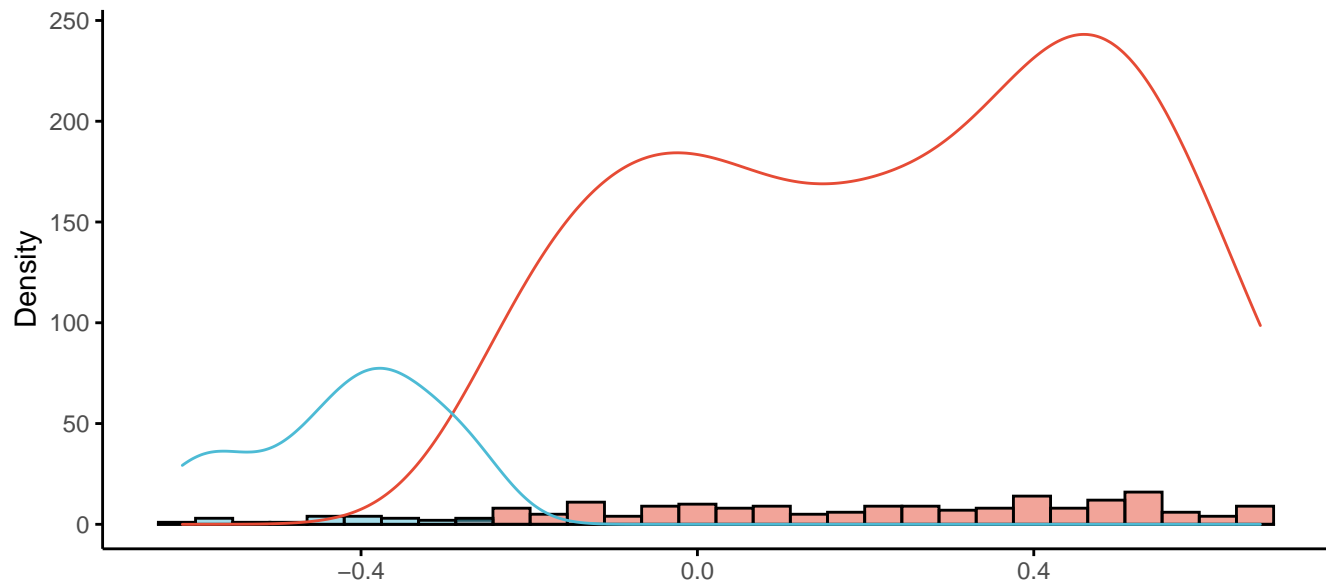

Maximally Selected Rank Statistics

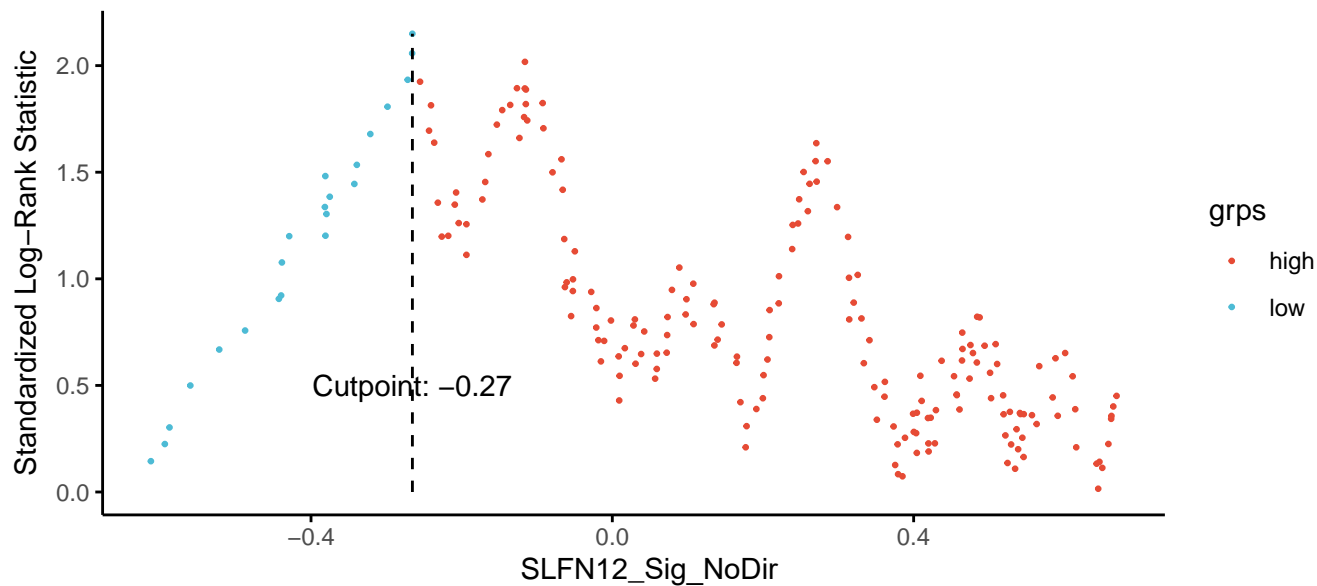

# SLFN12\_Sig\_Up

## Distribution

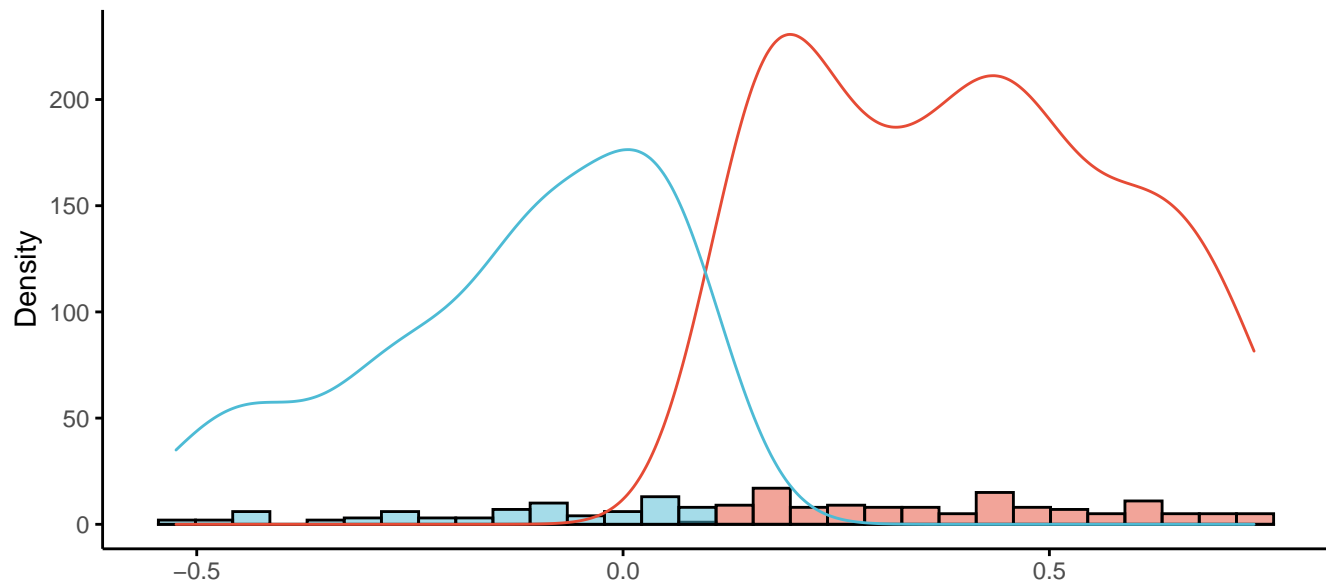

## Maximally Selected Rank Statistics

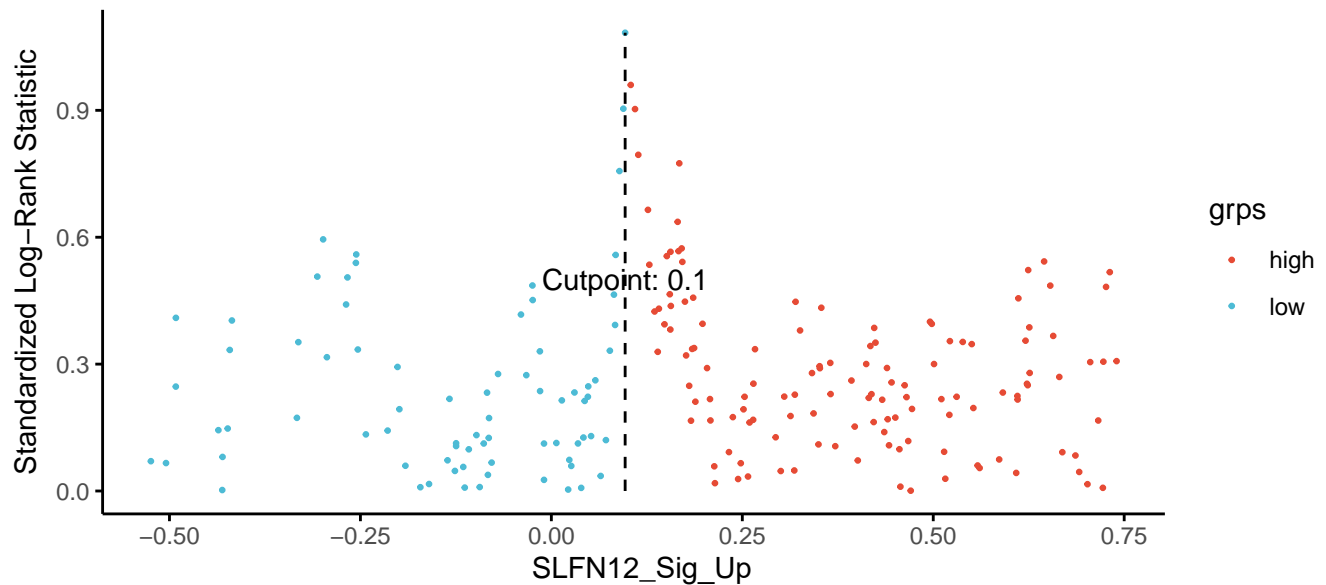

## SLFN12\_Sig\_Dn

Distribution

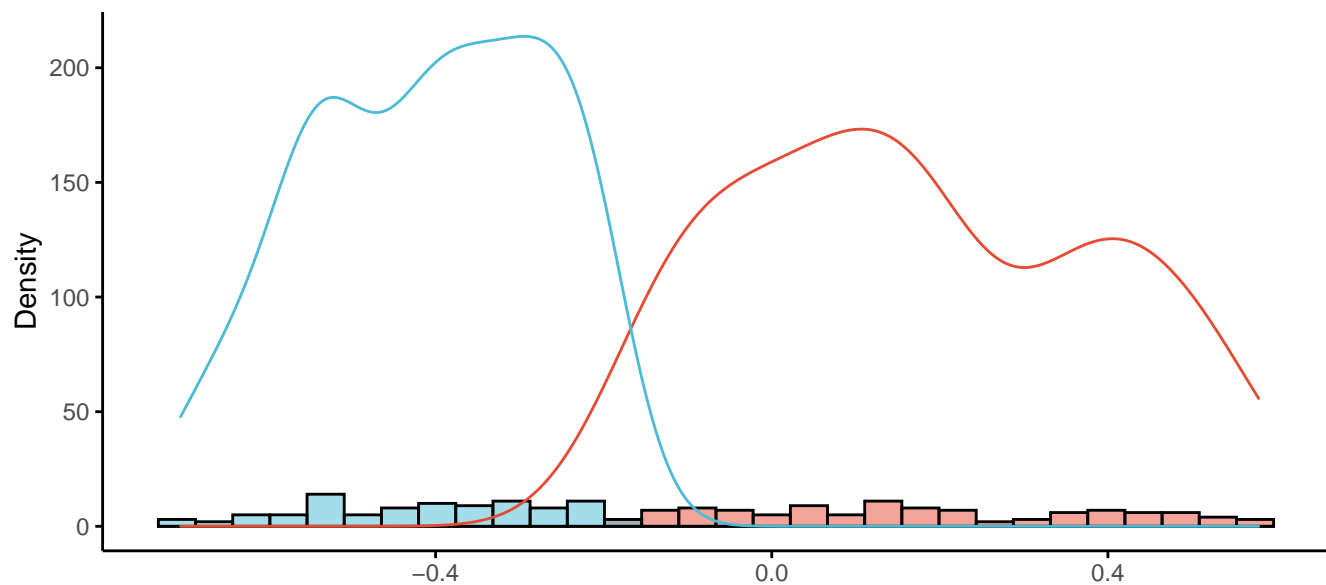

Maximally Selected Rank Statistics

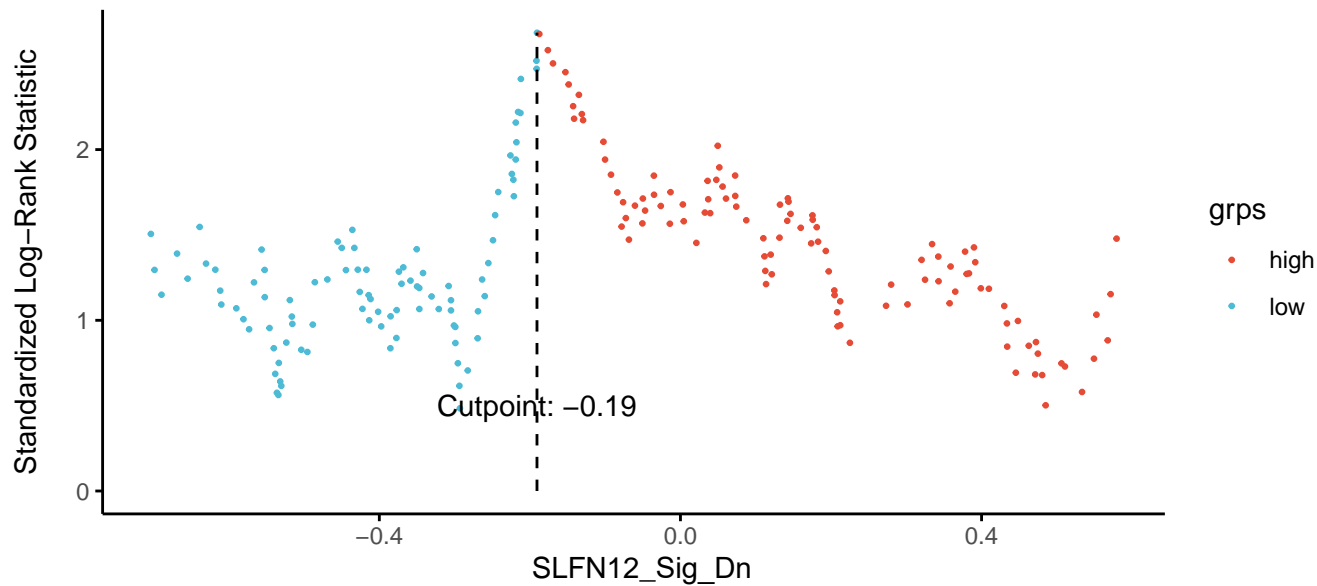

# SLFN12 HR:0.51(0.33–0.8)

Strata SLFN12=high SLFN12=low

Survival probability

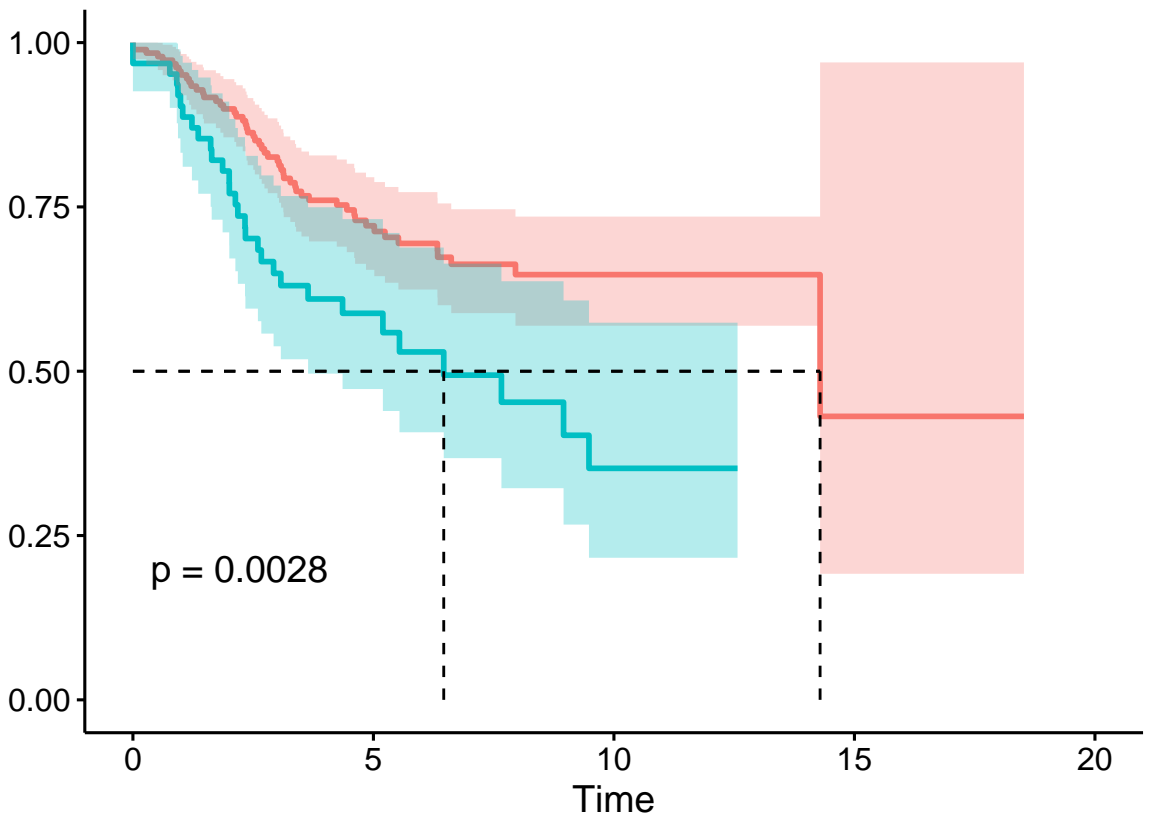

Number at risk

|             |     |    |    |   |   |
|-------------|-----|----|----|---|---|
| SLFN12=high | 188 | 83 | 16 | 2 | 0 |
| SLFN12=low  | 63  | 22 | 6  | 0 | 0 |

# SLFN12.med HR:0.91(0.59–1.4)

Strata SLFN12.med=high SLFN12.med=low

Survival probability

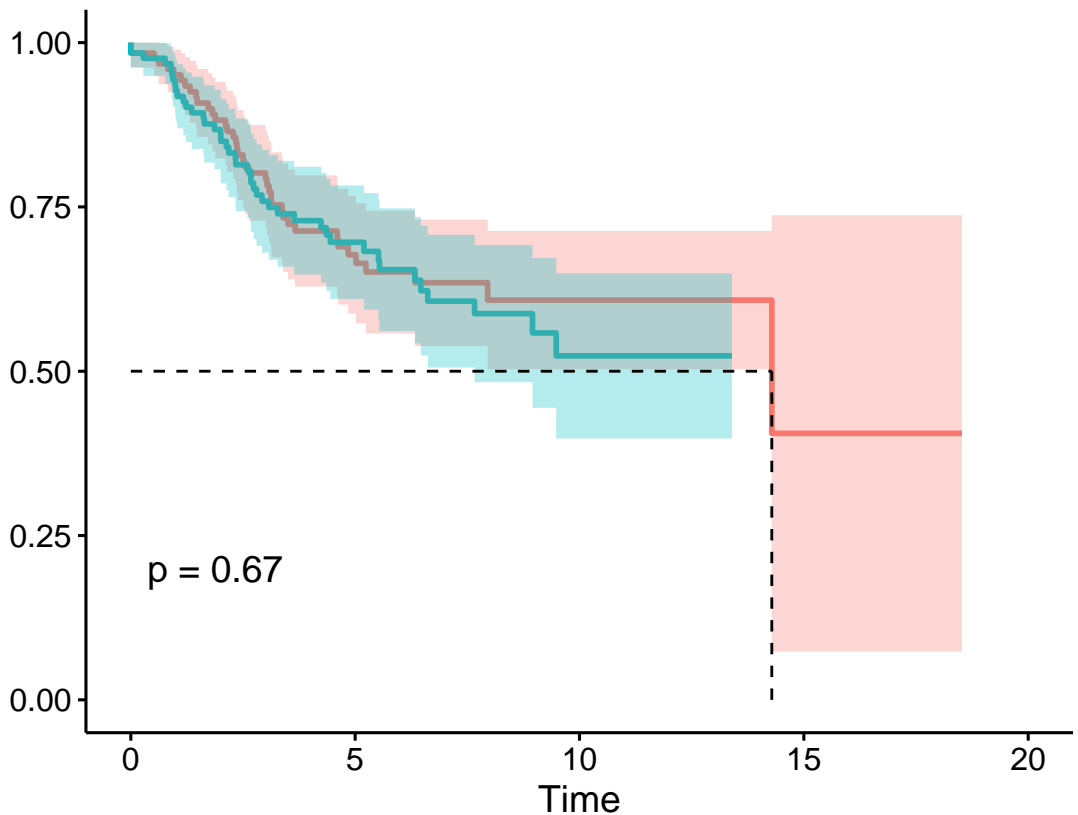

Number at risk

|                 |     |    |    |   |   |
|-----------------|-----|----|----|---|---|
| SLFN12.med=high | 125 | 52 | 11 | 2 | 0 |
| SLFN12.med=low  | 126 | 53 | 11 | 0 | 0 |

# SLFN12\_Sig HR:0.57(0.37–0.89)

Strata SLFN12\_Sig=high SLFN12\_Sig=low

Survival probability

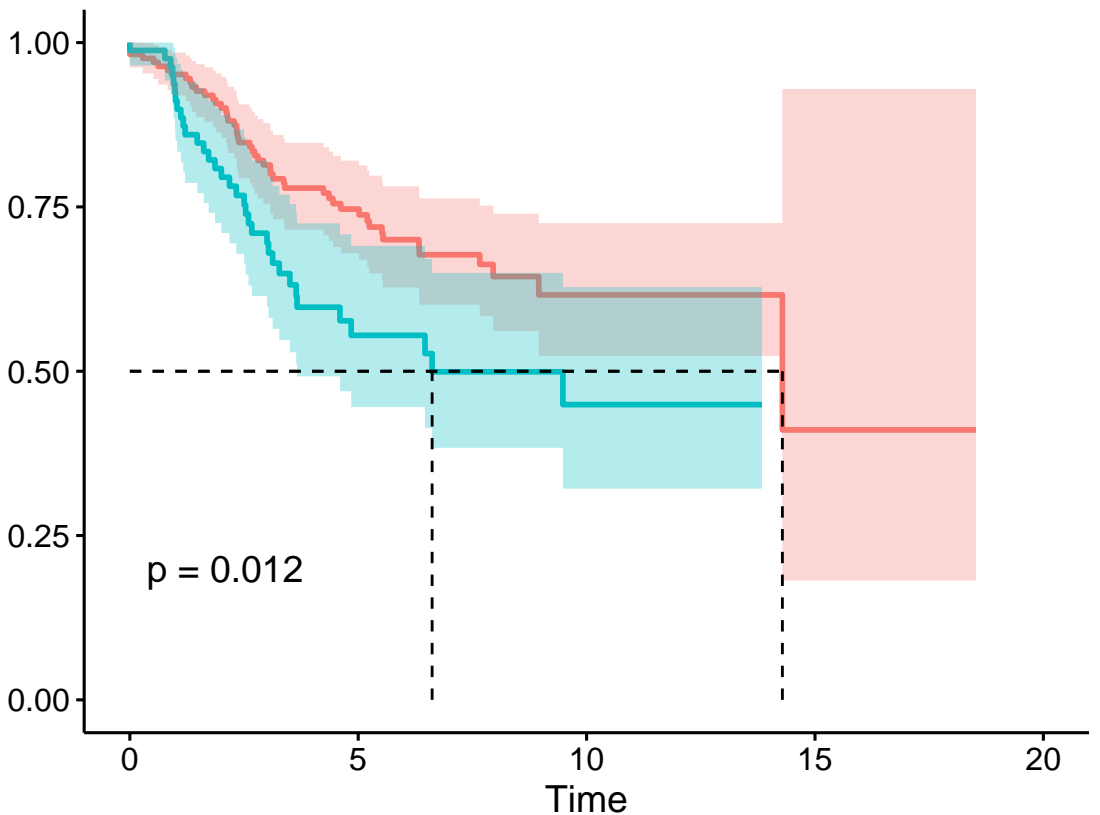

Number at risk

SLFN12\_Sig=high 167 84 14 2 0

SLFN12\_Sig=low 84 21 8 0 0

# SLFN12\_Sig.med HR:0.94(0.61–1.45)

Strata SLFN12\_Sig.med=high SLFN12\_Sig.med=low

Survival probability

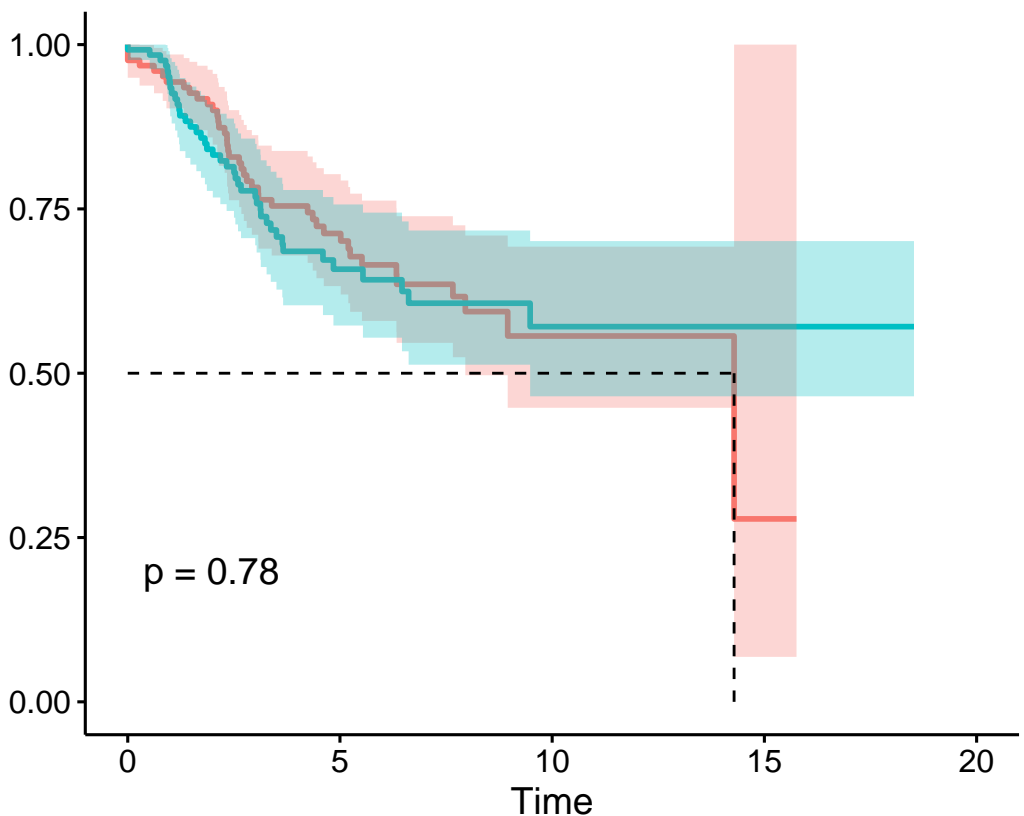

Number at risk

|                     |     |    |    |   |   |
|---------------------|-----|----|----|---|---|
| SLFN12_Sig.med=high | 125 | 62 | 8  | 1 | 0 |
| SLFN12_Sig.med=low  | 126 | 43 | 14 | 1 | 0 |

# SLFN12\_Sig\_NoDir HR:1.96(1.01–3.81)

Strata SLFN12\_Sig\_NoDir=high SLFN12\_Sig\_NoDir=low

Survival probability

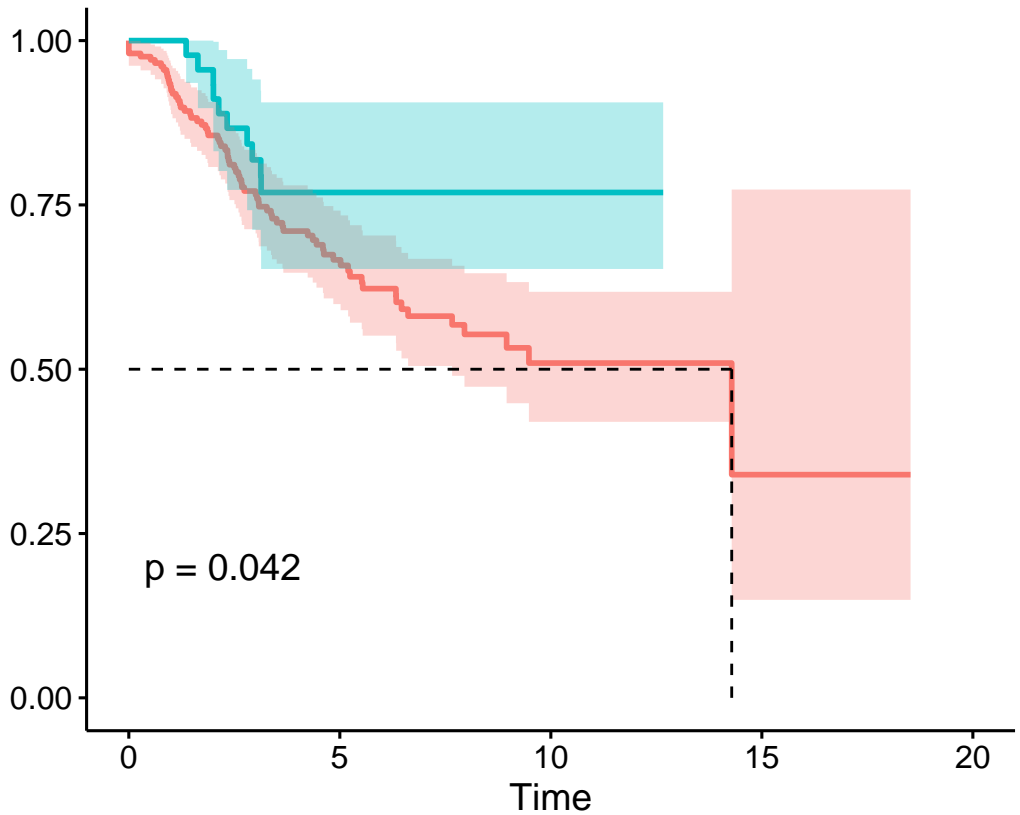

p = 0.042

Number at risk

|                       |     |    |    |   |   |
|-----------------------|-----|----|----|---|---|
| SLFN12_Sig_NoDir=high | 205 | 79 | 18 | 2 | 0 |
| SLFN12_Sig_NoDir=low  | 46  | 26 | 4  | 0 | 0 |

# SLFN12\_Sig\_NoDir.med HR:1.15(0.74–1.76)

Strata SLFN12\_Sig\_NoDir.med=high SLFN12\_Sig\_NoDir.med=low

Survival probability

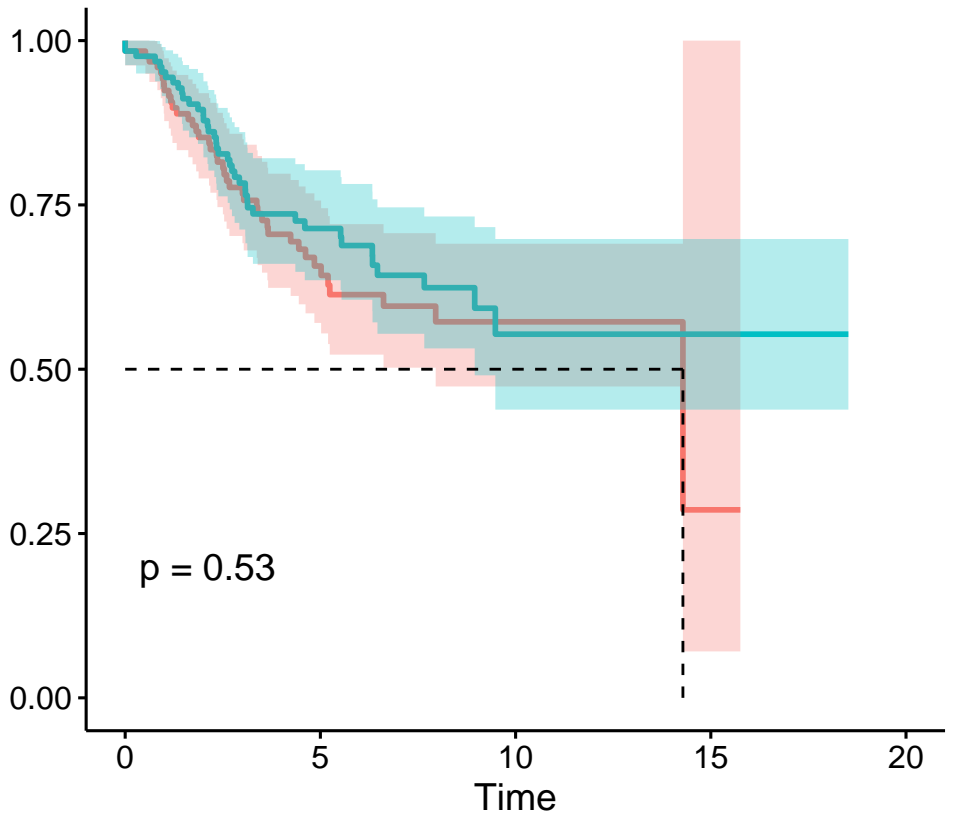

Number at risk

|                           |     |    |    |   |   |
|---------------------------|-----|----|----|---|---|
| SLFN12_Sig_NoDir.med=high | 125 | 46 | 11 | 1 | 0 |
| SLFN12_Sig_NoDir.med=low  | 126 | 59 | 11 | 1 | 0 |

# SLFN12\_Sig\_Up HR:0.79(0.51–1.21)

Strata SLFN12\_Sig\_Up=high SLFN12\_Sig\_Up=low

Survival probability

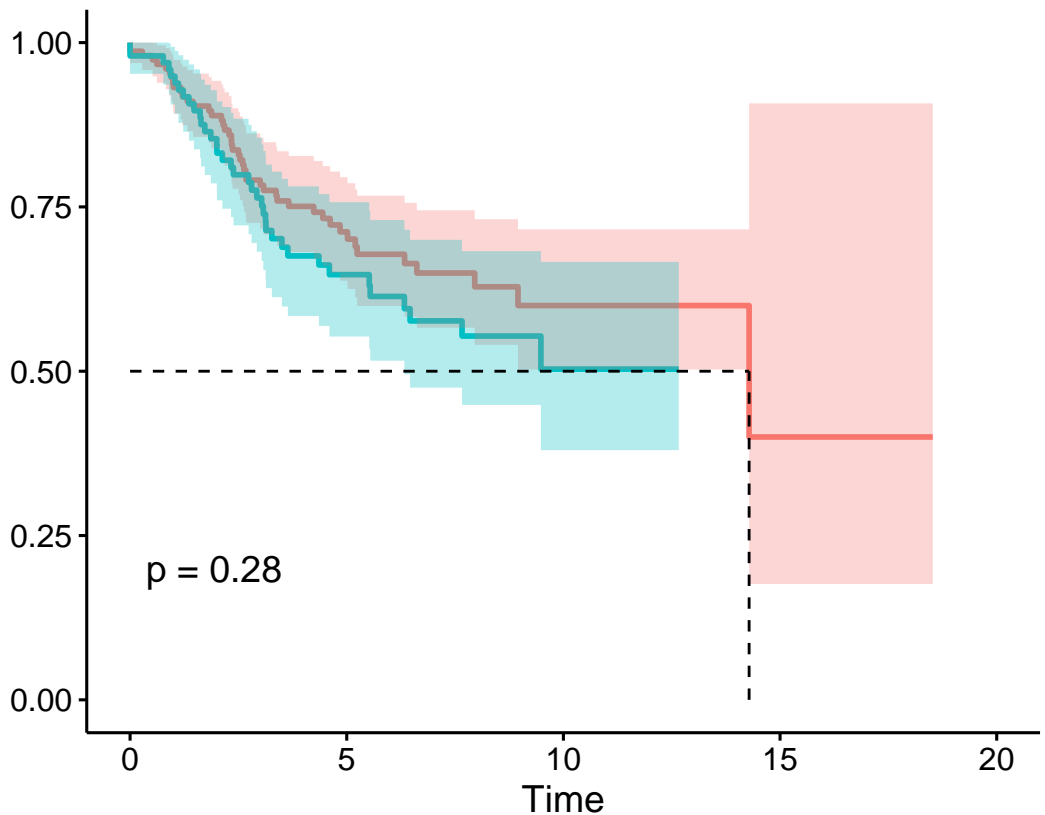

Number at risk

|                    |     |    |    |   |   |
|--------------------|-----|----|----|---|---|
| SLFN12_Sig_Up=high | 152 | 64 | 15 | 2 | 0 |
| SLFN12_Sig_Up=low  | 99  | 41 | 7  | 0 | 0 |

# SLFN12\_Sig\_Up.med HR:0.95(0.62–1.47)

Strata SLFN12\_Sig\_Up.med=high SLFN12\_Sig\_Up.med=low

Survival probability

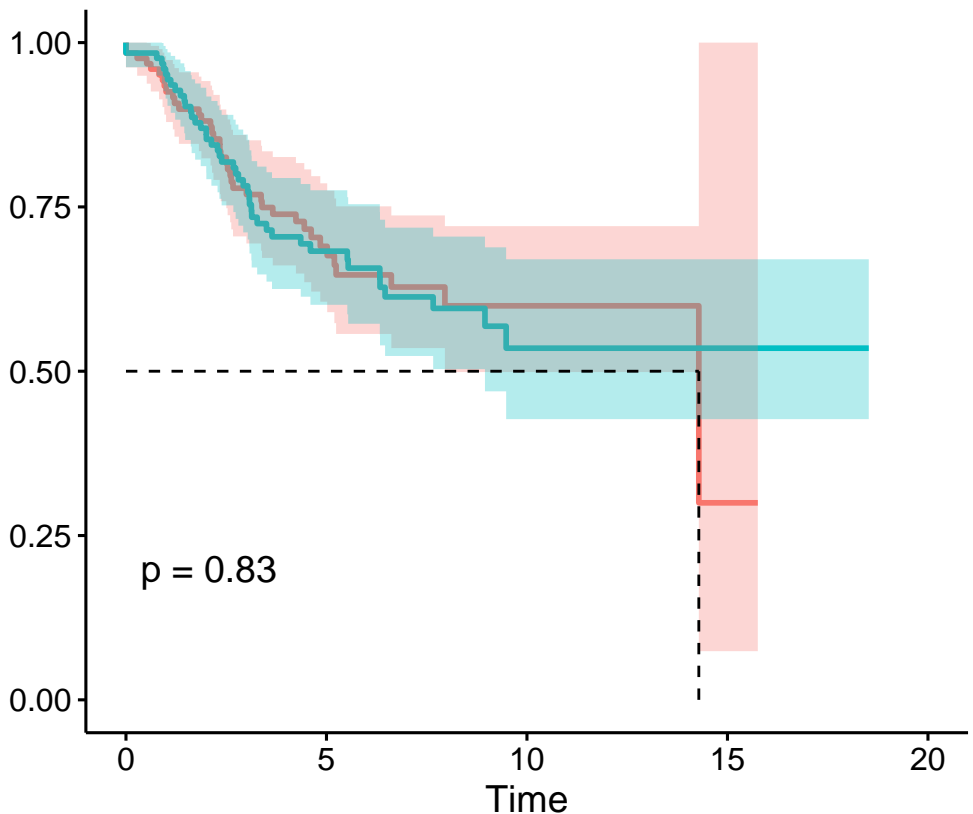

Number at risk

|                        |     |    |    |   |   |
|------------------------|-----|----|----|---|---|
| SLFN12_Sig_Up.med=high | 125 | 49 | 9  | 1 | 0 |
| SLFN12_Sig_Up.med=low  | 126 | 56 | 13 | 1 | 0 |

# SLFN12\_Sig\_Dn HR:0.55(0.36–0.85)

Strata SLFN12\_Sig\_Dn=high SLFN12\_Sig\_Dn=low

Survival probability

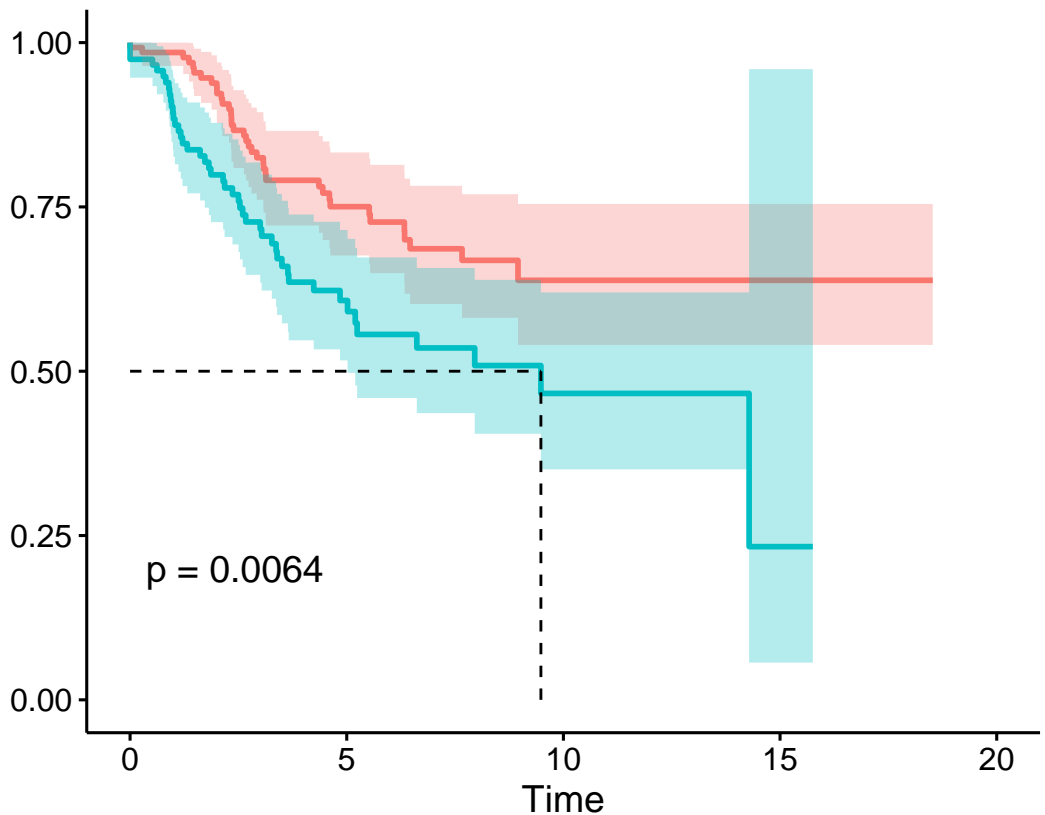

Number at risk

SLFN12\_Sig\_Dn=high 133 69 13 1 0

SLFN12\_Sig\_Dn=low 118 36 9 1 0

# SLFN12\_Sig\_Dn.med HR:0.6(0.39–0.92)

Strata SLFN12\_Sig\_Dn.med=high SLFN12\_Sig\_Dn.med=low

Survival probability

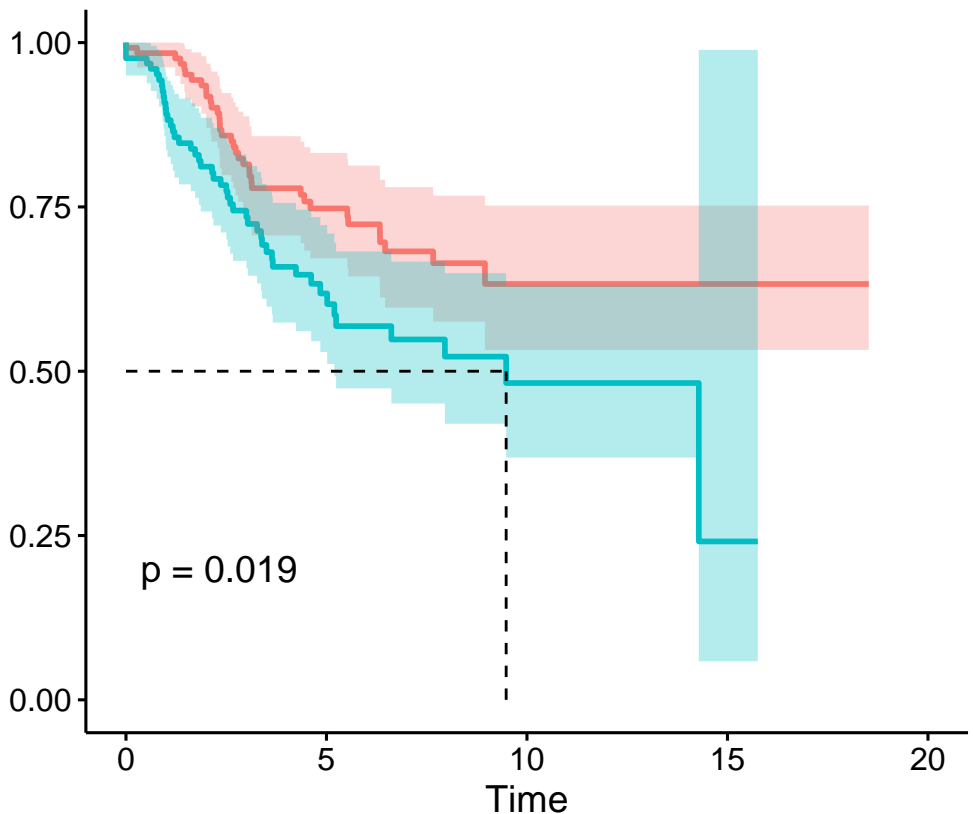

Number at risk

|                        |     |    |    |   |   |
|------------------------|-----|----|----|---|---|
| SLFN12_Sig_Dn.med=high | 125 | 67 | 13 | 1 | 0 |
| SLFN12_Sig_Dn.med=low  | 126 | 38 | 9  | 1 | 0 |

# Supplementary material for: Schlafen 12 Slows TNBC Tumor Growth, Induces Luminal Markers, and Predicts Favorable Survival
**Source:** Cancers (Basel). 2023 Jan 7;15(2):402. doi: 10.3390/cancers15020402
**Supplement:** Supplementary file 1

Supplemental Figure 1: Flowchart of study design.

Supplemental Figure 2: Cell type single cell analysis. A) KRT14 gene expression (Basal epithelial cell type gene) B) Epithelial cell type overall expression C) EPCAM gene expression (Epithelial cell type gene) D) ERBB2 gene expression (Epithelial cell type gene) E) EGFR gene expression (Epithelial cell type gene) F) Luminal epithelial cell type overall expression G) MUC1 gene expression (Luminal epithelial cell type gene) H) KRT8 gene expression (Luminal epithelial cell type gene) I) KRT18 gene expression (Luminal epithelial cell type gene). Log2 expression from 0 – 9.0. P-values given for significant clusters identified by single cell analysis.

Supplemental Figure 3: Hazards Ratios (HRs) based on median cutoffs of Data-1, Data-2, Data-3, and Data-4 for signatures A) SLFN12 B) SLFN12\_All C) SLFN12\_AllnoDir D) SLFN12\_UpReg E) SLFN12\_DnReg as defined in the methods. Horizontal bars represent the 95% CIs of HRs.

Supplemental Figure 4: Distribution, Maximally Selected Rank Statistics, and Kaplan Meier survival plots for Data-1. Optimal cuff-plots describes by solid lines and histogram present data for samples with levels higher (red) or lower (blue); the dashed lines present data for samples divided into two groups (higher-red or lower-blue) based on the “optimal cut-off” algorithm.

Supplemental Figure 5: Distribution, Maximally Selected Rank Statistics, and Kaplan Meier survival plots for Data-2. Optimal cuff-plots describes by solid lines and histogram present data for samples with levels higher (red) or lower (blue); the dashed lines present data for samples divided into two groups (higher-red or lower-blue) based on the “optimal cut-off” algorithm.

Supplemental Figure 6: Distribution, Maximally Selected Rank Statistics, and Kaplan Meier survival plots for Data-3. Optimal cuff-plots describes by solid lines and histogram present data for samples with levels higher (red) or lower (blue); the dashed lines present data for samples divided into two groups (higher-red or lower-blue) based on the “optimal cut-off” algorithm.

Supplemental Figure 7: Distribution, Maximally Selected Rank Statistics, and Kaplan Meier survival plots for Data-4. Optimal cuff-plots describes by solid lines and histogram present data for samples with levels higher (red) or lower (blue); the dashed lines present data for samples divided into two groups (higher-red or lower-blue) based on the “optimal cut-off” algorithm.

Supplemental Figure 8: A box plot describing the race difference A) SLFN12, B) SLFN12\_Sig, C) SLFN12\_Sig\_NoDir, D) SLFN12\_Sig\_Up and E) SLFN12\_Sig\_Dn genes for White and Black patients for Data-2.

Supplemental Table 1: Dataset characteristics.

Supplemental Table 2: Global gene expression analysis of genes with  $p < 0.05$ . Genes are shown from smallest p-value to greatest p-value.

Supplemental Table 3: Global Gene Expression Analysis of Human Genes with  $p < 0.05$  and  $FC > 2$  and  $FC < 0.5$ , and genes with  $FC > 4$ -fold. Genes are shown from largest raw p-value to smallest.

Supplemental Table 4: GSEA identified gene sets with minimum size 5 and nominal p-value  $< 0.05$  based on Table 1's 1182 genes ( $p < 0.05$ ) with A) upregulated based on human genes B) downregulated based on human genes. FWER p-value  $< 0.05$  are highlighted in yellow.

Supplemental Table 5: GSEA identified gene sets with minimum size 50 and nominal p-value < 0.05 based on Table 1's 1182 genes (p < 0.05). FWER p-value < 0.05 are highlighted in yellow.

Supplemental Table 6: GSEA identified gene sets with minimum size 5 and nominal p-value < 0.05 based on Table 2's 549 genes with A) upregulated based on human genes B) downregulated based on human genes FWER p-value < 0.05 are highlighted in yellow.

Supplemental Table 7: GSEA identified gene sets with minimum size 50 and nominal p-value < 0.05 based on Table 2's 549 genes with A) upregulated based on human genes B) downregulated based on human genes FWER p-value < 0.05 are highlighted in yellow.

Supplemental Table 8: p-values from Single Cell analysis of C1 and R1.

How the deposited data were processed for this re-analysis (not part of the article)

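Bulk RNA-seq of 3 EV control and 3 LV-SLFN12 xenograft tumors and single-cell RNA-seq of 1 xenograft per condition were used. The bulk table holds whole read counts per gene. By the paper's methods, reads were trimmed with Trimmomatic, mapped with STAR to GRCh38 and counted in exons with featureCounts. The handling of mouse reads is not stated in the paper's text. The single-cell matrices hold UMI counts on a joint human and mouse reference for every barcode of the kit, before cells were called. Samples were grouped by the condition their labels give, and the replicate numbers were not taken to pair samples.

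Bulk counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr with the group, quasi-likelihood test, Benjamini-Hochberg adjustment), with DESeq2 1.42.0 and limma 3.58.1 (voom, camera, fry) as alternatives. The study's limits, an unadjusted p under 0.05 and fold changes of 2 and 4, were applied with a two-sided equal-variance test to log2(CPM + 1), a scale set before the data were examined. The values of Table S3 follow plain CPM without log, which was run as an alternative. Gene positions are those of the table. The tools were tested on simulated data with 200 changed genes and a dispersion of 0.1 for all genes and both groups. The common dispersion of the data was 0.156, and the wider spread of the LV-SLFN12 replicates was not simulated. In the simulation edgeR recovered 93.5% with 11 false calls. The study's limit of an unadjusted p under 0.05, without its fold limits, recovered 94.5% with 1009 false calls. That number follows largely from the p limit and says nothing of the shortlist. Of 20 sets without a change, camera called 1 and fry 3.

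Single-cell counts were analysed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0 and scanpy 1.11.5. Human cells held at least 90% and mouse cells at most 10% of UMIs on human genes, and no limit was set on the mitochondrial share. Barcodes with 100 to 299 UMIs served as empty droplets. Counting intervals are exact at 95%, and the floor for a count of 0 is 3 counts. On simulated data the interval of a ratio held the true ratio for 96.0% of 200 changed genes.

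Genes were named by a rule set before the data were examined, when the values of the paper's Table S3 had been seen: SLFN12, each gene the paper names for its RNA-seq or single-cell results, the 5 largest rises and 5 largest falls past the threshold with groups that do not overlap in the bulk data, and the 5 largest rises and falls with at least 100 counts in the higher library in the single-cell data. Other genes are marked as chosen after their values were seen. A gene that this rule names is not reported here. Lists of mouse marker genes for 10 cell types were set at the same time.

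Alternatives covered normalization, test, filter, pseudocount, a replicate block and each sample left out in turn for the bulk data, and cell calling, the species limit, the mitochondrial share, thinning, doublets and the settings of K-means for the single-cell data. Tumor growth, qPCR, survival and the comparison of patient groups were not analysed here. The gene sets of the Ingenuity, STRING and GSEA analyses were not used here.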

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

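The comparison with empty droplets was chosen after its values were seen. The other tests in this part were set before they were run, on genes and limits chosen after their values were seen.

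SLFN13 (ENSG00000154760), which the paper does not discuss and which was chosen after its values were seen, as were SLFN5, SLFN11 and SLFN12L, lies beside SLFN12 on chromosome 17 and was higher in LV-SLFN12, with 0.745 ± 0.274 CPM in EV control and 44.9 ± 12.5 CPM in LV-SLFN12 (SD, n = 3 each), a log2 fold change of 5.92 (edgeR adjusted p = 0.00114, higher in 3 of 3 samples). In the single-cell libraries it had 21 and 1131 UMIs, a ratio of 37.7 (24.5 to 61.1). SLFN5, SLFN11 and SLFN12L did not pass the threshold in bulk, and SLFN12L passed without LV-SLFN12 replicate 1 (edgeR adjusted p = 0.00882) and with DESeq2 (adjusted p = 0.0185). Reads of SLFN12 counted on SLFN13 would make SLFN13 rise in proportion to the SLFN12 of the cell. Among LV-SLFN12 cells of at least median depth, the 678 cells without a SLFN12 UMI had 23.9 CPM of SLFN13 (20.2 to 28.2) and the 1454 cells with one had 33.8 CPM (31.1 to 36.7), a ratio of 0.709, against 0.942 CPM (0.583 to 1.44) in EV control cells. Free RNA is argued against as well, since the level in cells without SLFN12 was 3.15 times that of the empty droplets, 7.59 CPM (3.79 to 13.6). A response to SLFN12, an effect of the vector or its place of insertion, and a difference between the lines stay open and were not tested.

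58 genes had at least 2 CPM in every library of one group and at most 0.1 CPM in every library of the other, limits chosen after seeing the data. Of these 26 were found in EV control only and 32 in LV-SLFN12 only, and some of the latter are zinc finger genes of chromosome 19. No other split of the 6 samples gave such a gene, so the real split is 1 of 10, and with 10 splits chance cannot be excluded by this count. In single cells, 26 of the genes found in LV-SLFN12 only had 315 CPM (301 to 330) in LV-SLFN12 cells without a SLFN12 UMI and 350 CPM (341 to 359) in cells with one, a ratio of 0.901, and 6.18 CPM (4.70 to 8.00) in EV control cells with a SLFN12 UMI. A need for SLFN12 message in the same cell stays open, since a cell without a SLFN12 UMI, at a median of 7604.5 UMIs, can still hold the message. The level in cells without SLFN12 was 1.25 times that of the empty droplets, 252.6 CPM (227 to 280), more than free RNA alone would give. EV control cells mixed into the LV-SLFN12 library are argued against too: 16 of the genes found in EV control only stood at 1.00 CPM in the LV-SLFN12 cells without a SLFN12 UMI and 117 CPM in EV control cells, a ratio of 0.00857. An effect of SLFN12, at present or earlier, and a difference between the cell lines that does not come from SLFN12 may each give this pattern, and the design, with 1 line per condition, holds nothing to separate them.

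Mouse genes, which the paper does not report on, took 4.70% of the UMIs of called barcodes in EV control and 5.85% in LV-SLFN12, and 12.4% and 11.8% of those of the empty droplets. Only 9 and 4 barcodes were mouse cells, while 266 (12.5%) and 588 (12.1%) lay between the species limits, most of them with 50% to 90% of UMIs on human genes. What these mixed barcodes are was not tested. In the empty droplets the mouse macrophage genes had 1505 CPM of mouse UMIs in EV control and 16140 CPM in LV-SLFN12, and the fibroblast genes 8893 and 4726 CPM. The other lists had, in EV control and LV-SLFN12, 732 and 804 CPM (endothelial), 436 and 474 CPM (mural), 738 and 46.4 CPM (neutrophil), 203 and 1103 CPM (dendritic), 0 and 5.15 CPM (adipocyte), 24.1 and 505 CPM (epithelial), 13.7 and 10.3 CPM (skeletal muscle) and 0 and 5.15 CPM (Schwann). With 1 library per condition, no biological explanation was tested.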

How the results depend on the processing

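The alternatives were set before the data were examined, except for CPM without TMM, log or filter and for the removal of the 5% of cells with the highest doublet scores, which were chosen after seeing the data, as was the comparison of the genes past an adjusted p of 0.05 with other splits.

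In the bulk data the number of genes past an adjusted p of 0.05 was 3189. Under other normalizations, tests and filters it was between 2287 and 4759. None of the 3189 changed sign there where it was tested, and the filter of at least 10 counts in every sample tested 2247. The number past the threshold was between 789 and 4218 with each sample left out. It was 797, 789 and 997 without EV control replicates 1, 2 and 3, and 3678 to 4218 without an LV-SLFN12 replicate. With the replicate numbers as a block it was 1701, and the study's rule gave 3721 genes. The numbers do not pair the samples, since the correlations of the deviations of like-numbered replicates were -0.03, 0.03 and -0.25, so the block result is no evidence for or against a call. Of the 28 fixed genes 13 to 23 passed with a sample left out, 13 without EV control replicate 1 or replicate 2. FN1 ranged from -0.156 to 0.419 with a sample left out and changed sign without EV control replicate 1 (-0.0609) and LV-SLFN12 replicate 3 (-0.156), and SLFN5 ranged from -0.0389 to 0.494 and changed sign without LV-SLFN12 replicate 2, none of them called in any of these. The cause was not tested.

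By the study's rule on log2(CPM + 1) the shortlist held 1933 genes, and it became 3575 with a pseudocount of 0.01 and 3715 without log, and 13802 with CPM without TMM, log or filter. The shortlist was between 1592 and 2165 and the genes with p under 0.05 between 4021 and 6140 with a sample left out. The first principal component held 41.8% with genes scaled, 71.8% with the 500 most variable genes and 86.6% with the shortlist, and 50.6% to 69.5% with a sample left out. The second held 16.5% with the 500 most variable genes and 7.01% with the shortlist, and 23.9% to 29.8% with a sample left out. The shortlist was selected for the difference between the groups on the same samples, which raises its first component by construction; the cause of the other moves was not tested. The cholesterol list stayed lower and past the threshold, and the NAD list not past it, under all alternatives run. Between 7 and 13 chromosomes passed with a sample left out, 7 without LV-SLFN12 replicate 2. The count of splits alone cannot exclude chance for the bulk results, since 10 splits allow no share under 0.1: the real split was 1 of 10 for the genes past adjusted p, the study's rule and the cholesterol list (whose p was also under 0.05 in every other split, up to 0.0464), 7 of 10 splits gave a p as small for the NAD list, and 3 of 10 gave as many chromosomes.

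In the single-cell data 10 of 11 genes were higher in LV-SLFN12 under every alternative run. With at least 500 UMIs the SLFN12 ratio was 26.6, the shares of cells with a SLFN12 UMI 18.8% and 40.2%, the basal epithelial log2 ratio 1.58 and that of the epithelial-to-mesenchymal transition 1.18, and mouse cells made up 0.0827% and 0.0204%. With at least 1000 UMIs these were 26.7, 25.1% and 47.9%, 1.57 and 1.18, and the luminal log2 ratio was 2.14. With a mitochondrial share under 20% the SLFN12 ratio was 40.6, the share in LV-SLFN12 66.1%, and the log2 ratios 1.63 (basal epithelial), 0.854 (epithelial-to-mesenchymal transition), -0.127 (epithelial) and 2.10 (luminal). Thinned to 3000 UMIs the SLFN12 ratio was 22.9, the shares 12.6% and 43.9% and the luminal log2 ratio 2.15. With mitochondrial genes left out of the denominator the log2 ratios were 1.84, 1.39 and 2.34 (basal, transition and luminal), and the epithelial one changed sign, from -0.0682 to 0.0793. With a species limit of 95% the transition log2 ratio was 1.21 and mouse cells 0.0940% and 0.0206%, and with 80% they were 0.659% in LV-SLFN12. Lower limits on UMIs and thinning leave fewer UMIs per cell, which lowers shares by construction; the cause of the other moves was not tested. The largest cluster held 32.2% of EV control cells with a mitochondrial share under 20%, 49.9% and 61.2% with both libraries together, and 53.2% of LV-SLFN12 cells with human and mouse cells together.

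The planned removal of doublets gave no value. Scrublet's own thresholds, 0.342 in EV control and 0.530 in LV-SLFN12, lay above the highest scores, 0.296 and 0.462, and above all but 0.189% and 0.141% of its simulated doublets, so it called 0 cells and tested nothing. Without the 5% of cells with the highest scores the SLFN12 ratio was 23.9. Whether doublets of human cells remain is not known.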

Differences from the paper's values

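The number of genes with p under 0.05 on log2(CPM + 1) was 5809, and the paper's value is 1182. The number of genes on the shortlist was 1933, and the paper's value is 549. Of these 938 were higher and 995 lower, and the paper's values are 229 and 320. None of the alternatives set before the data were examined gave counts within 1.5 times the paper's, and neither did CPM without TMM, log or filter, chosen after seeing the values, with 6387 and 13802 genes. The single fold changes and p-values of Table S3 matched that last scale, as given in the text, so the lists differ in which genes entered them. 

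The paper's discussion states that EGFR expression was increased in the single-cell analysis of SLFN12-overexpressing xenografts. Its results section instead describes relatively large EGFR expression in a cluster of the control. Here EGFR was lower in LV-SLFN12, with a ratio of 0.568, and its log2 ratio lay between -0.82 and -0.65 under every alternative run. For ERBB2, named in the same statement of the discussion, the summed CPM was higher, with a ratio of 1.34. The paper describes PAEP as changed by RNA-seq, under a rule of unadjusted p or fold change. Here it was lower in LV-SLFN12 as in the paper, in the bulk libraries and in the single cells (37796 and 4966 UMIs, a ratio of 0.0920), and in the edgeR fit it was not past the adjusted threshold, with an adjusted p of 0.190. It passed without LV-SLFN12 replicate 3, with an adjusted p of 0.0361, the lowest of its alternatives, the highest being 0.377. VEGFA, which the paper lists among the genes of its network, had an adjusted p of 0.0542 and passed with DESeq2 (0.0131), without a filter (0.0383) and without LV-SLFN12 replicate 3 (0.0160), over a range up to 0.203. The other marker genes of the single-cell analysis had the direction that the paper gives.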

Other observations

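The tests of depth and of mouse reads were chosen after their values had been seen in part, and the test of chromosome windows before.

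Changed genes lay side by side on chromosomes. Over 13142 genes measured in both assays, the chromosomes were divided into 513 windows of 25 neighbouring genes. In 69 windows the median log2 change lay more than 0.5 from that of all genes in the same direction in the bulk and the single-cell libraries (32 higher and 37 lower in LV-SLFN12), against at most 3 windows with the gene order shuffled 1000 times (permutation p = 0.001, the smallest that 1000 shuffles can give). On chromosome 16, 10 windows from 46884378 to 89657845 were all lower, with bulk medians between -0.96 and -0.69. On chromosome 14, 7 windows from 19127736 to 54441431 were lower and 4 from 81175452 to 105065445 higher, and on chromosome X 4 windows from 30827442 to 57127243 were higher. This is what a difference in copy number, or in the activity of broad chromosome regions, between the EV control and LV-SLFN12 lines would give, and it may account for part of the genes past the threshold. Some whole-chromosome shifts depended on single LV-SLFN12 tumors. The median log2 fold change of chromosome X was -0.205 without LV-SLFN12 replicate 2 and 0.202 without replicate 3. That of chromosome 14 was -0.196, and -0.0492 without replicate 2. With 1 LV-SLFN12 replicate left out, that of chromosome 16 lay between -0.376 and -0.316. The windows were not computed per tumor, and the shuffles test gene order, not the grouping of the samples. Expression alone does not separate copy number from regional activity, and no DNA was analysed here. Whether the difference arose before, with or because of SLFN12 was not tested: each condition comes from 1 line, so it is confounded with SLFN12. Of the genes the paper names, APEX1 and RPS29 lie within the lower windows of chromosome 14, NQO1 within those of chromosome 16, MET and CAV1 within a higher window of chromosome 7 and VEGFA within one of chromosome 6, each with the direction of its window. CALB2 and FN1 lie within lower windows of chromosomes 16 and 2 and were not lower. Of the largest rises and falls, XK and ZNF439 lie within higher windows of chromosomes X and 19, and G2E3-AS1 and NOVA1-DT within a lower one of chromosome 14.

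The change of each gene was correlated between the assays across these genes (Pearson's r = 0.845, Spearman's rho = 0.755), which are not independent replicates. Of the 2326 genes past the bulk threshold, 2267 had the same direction in single cells.

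LV-SLFN12 replicates lay further apart than EV control replicates. The low depth of LV-SLFN12 replicate 1 is argued against, since with every library thinned to 12884267 counts LV-SLFN12 replicates 2 and 3 lay 2.20 times as far apart as the farthest EV control pair. LV-SLFN12 replicate 1 may differ from replicates 2 and 3 in part by mouse reads counted on human genes. The 100 genes with the most mouse UMIs per human UMI in the single-cell libraries were shifted by 1.80 on the log2 scale in replicate 1 against replicates 2 and 3, and genes of like level by 0.0716 (-0.0986 to 0.259), a difference of 1.73. The same difference was 0.503 in EV control replicate 3. Mouse reads were not compared between replicates 2 and 3 directly, and the cause of the distance between these replicates stays open.

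In the single-cell libraries the 5 largest rises were IGFL2-AS1 (0 and 8793 UMIs, at least 2051-fold higher), COL1A2 (1 and 7071 UMIs, a ratio of 4949, 888 to 195500), CST6 (0 and 3564 UMIs, at least 831-fold higher), ZSCAN18 (0 and 3125 UMIs, at least 729-fold higher) and KRT14. The 5 largest falls were AL110292.1 (1963 and 0 UMIs, at least 935-fold lower), NKX2-1 (1104 and 1 UMIs, a ratio of 0.000634, 1.6e-05 to 0.00354), SPANXD (1023 and 1 UMIs, a ratio of 0.000684, 1.73e-05 to 0.00382), TM4SF18 (1175 and 3 UMIs, a ratio of 0.00179, 0.000368 to 0.00524) and WNT5A (708 and 1 UMIs, a ratio of 0.000989, 2.5e-05 to 0.00553). The 5 rises and 5 falls were ranked by the ratio of CPM with 0.1 CPM added to each value. Without this addition WNT5A had a smaller ratio than TM4SF18, so the ranking holds only with it. COL1A2, with 1 human UMI in the EV control cells, had 63.1, 49.2 and 94.9 CPM in the bulk EV control libraries. CDKN2A and CDKN2B, chosen after their values were seen, had 9 counts each over the 3 bulk EV control libraries and 15 and 7 over the LV-SLFN12 libraries.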
